# Forced expression of MSR repeat transcripts above a threshold limit breaks heterochromatin organisation

**DOI:** 10.1038/s41467-025-61586-4

**Published:** 2025-07-11

**Authors:** Reagan W. Ching, Kalina M. Świst-Rosowska, Galina Erikson, Birgit Koschorz, Bettina Engist, Thomas Jenuwein

**Keywords:** Chromatin structure, Non-coding RNAs, Nuclear organization, Histone post-translational modifications, Transcriptomics

## Abstract

Mouse heterochromatin is characterised by transcriptionally competent major satellite repeat (MSR) sequences and it has been proposed that MSR RNA contributes to the integrity of heterochromatin. We establish an inducible dCas9-effector system in mouse embryonic fibroblasts, where we can modulate MSR transcription through the targeting of a dCas9-Repressor or a dCas9-Activator. With this system, we can define a threshold limit of >300-fold deregulation of MSR transcript levels, above which the structural organisation of heterochromatin becomes disrupted. MEF cells expressing MSR RNA above this threshold limit are not viable and the defects in heterochromatin organisation and chromosome segregation cannot be reverted. This study highlights the importance of restricting MSR RNA output to maintain heterochromatin integrity and relates MSR transcript levels to either physiological or pathological conditions. It also reveals that the structural organisation of heterochromatin is governed by the transcriptional chromatin state and associated MSR RNA of the MSR repeats.

## Abstract (web summary)

Transcription of Major Satellite Repeats above a threshold limit reveals that the structural organisation of mouse heterochromatin is dependent on its transcriptional chromatin state and its associated repeat RNA.

## Introduction

Heterochromatin has important functions in the structural and functional organisation of eukaryotic chromatin^1,2^. Pericentric heterochromatin is most frequently nucleated by underlying DNA repeat sequences, which in mouse cells, comprise of the A/T-rich major satellite repeat (MSR) sequences^3,4^. Various models for the establishment and maintenance of heterochromatin have been described^2,5,6^. Intriguingly, MSR sequences are not transcriptionally inert and RNA output from MSR sequences contributes to the structural organisation of heterochromatin^7^ and/or the formation of phase separated RNA-chromatin condensates^8,9^ and distinct compaction states^10^. MSR repeat transcripts can participate in recruiting several chromatin-modifying enzymes, such as the Suv39h methyltransferases (KMT) to heterochromatin^11–13^. MSR repeat transcripts largely remain chromatin associated and they have been proposed to form an RNA-nucleosome scaffold at heterochromatin that is supported by RNA:DNA hybrid formation^13,14^.

Regulation of MSR transcription is required for early mouse embryonic development and in stabilising cellular fates^15,16^. In addition to these physiological functions, MSR expression is also relevant for pathological states. Forced expression of MSR sequences in mouse mammary glands is a tumour driver^17^ and satellite repeat transcripts are up-regulated in several human cancers^18,19^. Aberrantly high levels of satellite repeat transcripts can induce transient RNA:DNA hybrid formation resulting in repeat element expansion of pericentric heterochromatin and chromosome mis-segregation^20^.

Despite these important insights, the regulation and function of MSR repeat RNA is not fully understood. An early report indicated RNase A treatment of permeabilised mouse embryonic fibroblasts (MEF) lead to dispersed pericentric domains identified by an antibody recognising a branched H3K9me3 epitope^7^. However, it has been very challenging, and is probably not tolerated, to establish conditions in living cells where the RNA output from mouse heterochromatin can be modulated by the targeted expression of RNase enzymes. Alternatively, MSR targeting of dCas9-fused transcriptional activators in MEF cells^10^ or in a mouse model^17^ have been used to gain some insight into the dysregulation of MSR transcription.

No cellular models for the targeting of both transcriptional repressors and transcriptional activators to MSR sequences have been described and the functional significance to restrict MSR RNA output in living cells has not been directly examined. We therefore established an inducible MSR-dCas9-effector system in MEF cells, where we can target MSR-dCas9-Repressor and MSR-dCas9-Activator to MSR repeat sequences in pericentric heterochromatin. Targeting of MSR-dCas9-Repressor enforced repression of MSR transcription and resulted in aggregation of heterochromatic foci. In contrast, targeting of MSR-dCas9-Activator to MSR sequences induced a pronounced increase in RNA output and resulted in the dispersion of DAPI-dense regions. This disruption of heterochromatin required MSR RNA to be overexpressed above a threshold limit of >300-fold deregulation. Intriguingly, targeting of MSR-dCas9-Activator to MSR induced an accumulation of chromatin marks associated with active transcription, however without removing the heterochromatic signature of the MSR-targeted chromatin regions. The forced expression of MSR transcripts also resulted in pronounced mitotic defects that are irreversible and non-viable. This study highlights the importance of restricting MSR RNA output to maintain heterochromatin integrity and also reveals that the structural organisation of heterochromatin is governed by the transcriptional chromatin state and associated MSR RNA of the underlying MSR repeat units.

## Results

### An inducible dCas9-effector system to target a transcriptional Repressor and a transcriptional Activator to mouse heterochromatin

An indication for an RNA component to contribute to the structural integrity of mouse pericentric heterochromatin was the incubation of permeabilised MEF cells with RNase A that showed dispersion of H3K9me3-enriched domains^7^. We used a doxycycline-inducible system for an MSR targeted TALE-Onconase-EGFP effector component. Onconase is an amphibian RNase A that is less susceptible to degradation by the cell intrinsic RNase inhibitor (RI)^21^. Induction of MSR-targeted TALE-Onconase-EGFP resulted in a modest reduction of MSR transcript levels and induced aggregation of heterochromatic foci (Supplementary Fig. 1).

We then considered an RNase-independent strategy that would allow the targeting of both a transcriptional Repressor and of a transcriptional Activator to MSR sequences and also define conditions that maintain a high level of cell viability. For this, we used MEF cells that display the classic focal definition of DAPI-dense heterochromatic foci^22,23^. We developed dCas9 fusions for a transcriptional Repressor (dCas9-KM)^24^ and for a transcriptional Activator (dCas9-VPR)^25^ that can be induced with doxycycline (dox). The system required that the inducible dCas9-effector component and the MSR guide RNA are expressed from the same plasmid (Fig. 1a). Stable inducible MEF cell lines were generated using the PiggyBac Transposon system. Due to the inducible nature of the cell system, the expression levels of the dCas9-effector components can be equalised by varying induction times and/or dox concentrations. The induction conditions, which resulted in comparable dCas9 protein levels as observed by Western blot analysis, were: 24 h for the MSR-dCas9-Control (10 ng/ml dox), 24 h for the MSR-dCas9-Repressor (100 ng/ml dox) and 6 h for the MSR-dCas9-Activator (10 ng/ml dox) (Fig. 1b).

**Fig. 1:**
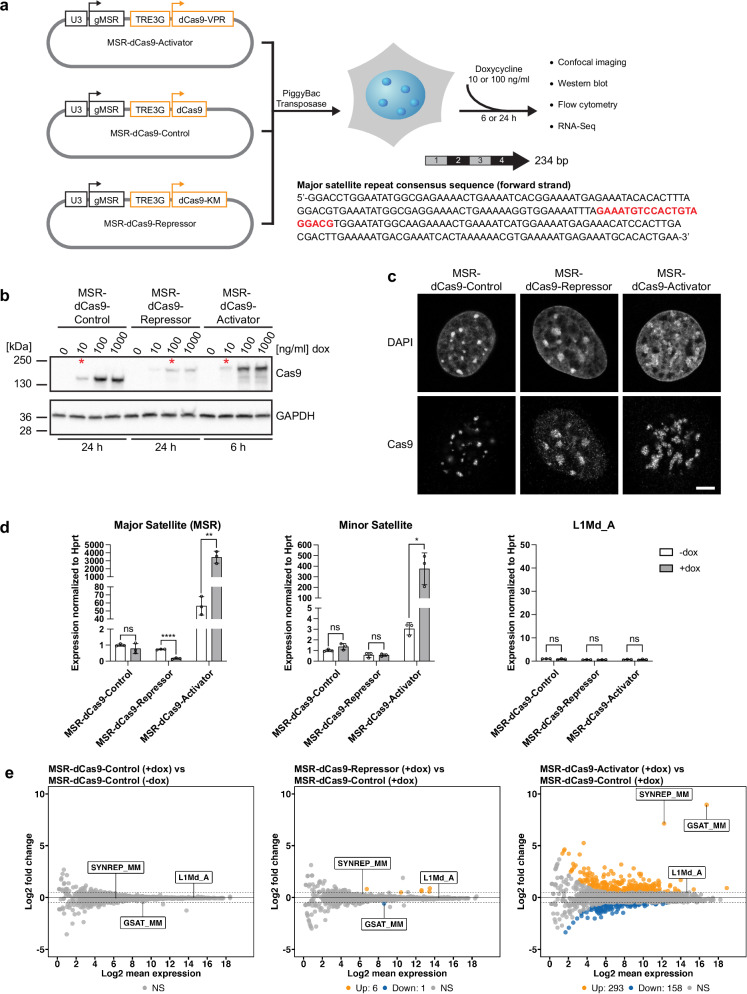
Targeting of inducible MSR-dCas9-effector components to modulate RNA output from heterochromatin. **a** Diagram of inducible MSR-dCas9-effector components: MSR-dCas9-Control, MSR-dCas9-Activator (VPR) and MSR-dCas9-Repressor (KM). Also shown is the DNA sequence of a single unit (234 bp) of the MSR consensus, with the sequence of the dCas9 guide RNA highlighted in bold red. **b** Western blot analysis for the detection of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator after doxycycline (dox) induction. GAPDH expression is shown as a loading control. Induction conditions that result in comparable expression of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator used in this study are indicated with red asterisks. **c** Immunofluorescence for the localisation of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator. MEF cells were counterstained with DAPI. Scale bar is 5 μm. Images were acquired from three independent experiments. **d** RT-qPCR analysis for major satellite repeat (MSR), minor satellite repeat and LINE L1Md_A repeat transcripts in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells. Expression is normalised to *Hprt* and is relative to MSR-dCas9-Control (-dox) (mean±SD). *n* = 3 independent experiments. Asterisks indicate statistically significant differences (*, *p* ≤ 0.05, **, *p* ≤ 0.001, ****, *p* ≤ 0.0001, ns, not significant, two-sided multiple *t* tests). **e** MA-plots depicting differential repeat element expression in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells, as determined by RNA sequencing (RNA-seq). Major satellite repeats (GSAT_MM), minor satellite repeats (SYNREP_MM) and LINE-1 (L1Md_A) repeats are marked on the plots. Up-regulated repeats are represented by orange dots and down-regulated repeats by blue dots. Grey dots represent not statistically significant changes. *n* = 3 independent experiments.

To determine if the MSR-dCas9-effector components were targeted to pericentric heterochromatin, cells were prepared for immunofluorescence microscopy and stained for dCas9 protein and DAPI. Due to the A/T-richness of MSR DNA^3,4^, MSR-containing pericentric regions can be visualised as DAPI-dense regions. Under our optimised induction conditions, the MSR-dCas9-effector components localised to these DAPI-dense regions (Fig. 1c). A 24 h induction of MSR-dCas9-Control and of the MSR-dCas9-Repressor or a 6 h induction of MSR-dCas9-Activator does not impair cell viability (Supplementary Fig. 2a) and does not significantly alter the cell cycle (Supplementary Fig. 2b) when compared to uninduced MEF cells. Equivalent induction times were not possible between the three cell lines due to massive cell death observed when inducing the MSR-dCas9-Activator for 24 h (Supplementary Fig. 2a).

### Targeting of inducible MSR-dCas9-effector components modulates RNA output from heterochromatin

After the targeting of the MSR-dCas9-effector components to pericentric heterochromatin was confirmed, we wished to determine how effective they were in modulating MSR transcription. Total RNA was purified from uninduced and induced cells and RT-qPCR was performed with MSR specific primers. An ~4000-fold increase in MSR RNA was observed upon induction of the MSR-dCas9-Activator and an 80% decrease in MSR transcripts was detected for the induced MSR-dCas9-Repressor (Fig. 1d). In addition, we also observed an ~100-fold increase in minor satellite expression (with the induced MSR-dCas9-Activator), but no significant decrease for minor satellite transcripts in the induced MSR-dCas9-Repressor cell line. We did not detect any changes in the expression of LINE-1 (L1Md_A) repeat transcripts in any of the cell lines tested (Fig. 1d). To verify these results, RNA-seq was performed using ribo-depleted total RNA, and differential expression analysis was performed with induced MSR-dCas9-Activator and induced MSR-dCas9-Repressor samples relative to induced MSR-dCas9-Control, and also compared between uninduced and induced MSR-dCas9-Control. 

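Libraries from uninduced and induced MSR-dCas9-Control and MSR-dCas9-Activator MEF (mouse embryonic fibroblast) cells were analysed, with 3 replicates in each of the 4 groups. The MSR-dCas9-Repressor libraries were not analysed here. Induction used doxycycline at 10 ng/ml, for 24 h in the MSR-dCas9-Control line and for 6 h in the MSR-dCas9-Activator line. The induced groups therefore differ in the length of doxycycline exposure as well as in the effector. The authors prepared stranded libraries, trimmed the paired-end reads, aligned them to GRCm38 with STAR and counted them with TEtranscripts, and the values used here are these counts without normalisation. They cover 54842 genes and 1561 repeat families, among them GSAT_MM (the major satellite repeat) and SYNREP_MM (the minor satellite repeat). A repeat family is counted as a whole, so its count has no position in the genome. The paper's text does not say how reads that match several families or copies were shared. Where the paper's depth per sample counts sequenced reads, the totals here count the reads assigned to genes and repeat families. These ranged from 40705742 to 71148411 per library in uninduced MSR-dCas9-Control cells (median 54375086) and from 35092024 to 65241083 in induced MSR-dCas9-Control cells (median 55023216). In the MSR-dCas9-Activator line they ranged from 48724512 to 59063716 in uninduced cells (median 51894139) and from 47724807 to 68875383 in induced cells (median 65429895). Library sizes and TMM factors were computed from the gene counts alone, since the paper also took the size factors for repeats from genes. Repeat families kept by edgeR's filterByExpr, 1461 in all, were tested with edgeR's quasi-likelihood test in a single fit of the 12 libraries. A family was called changed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its log2 fold change was beyond 0.5 in either direction, the dashed lines of Fig. 1e.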

As shown in the MA-plots, MSR transcripts (GSAT_MM) and minor satellite transcripts (SYNREP_MM) were significantly upregulated in the induced MSR-dCas9-Activator cell line (Fig. 1e). 

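GSAT_MM averaged 453575 ± 562927 normalised counts (SD, n = 3) in induced MSR-dCas9-Activator cells and 1385 ± 41.3 (SD, n = 3) in induced MSR-dCas9-Control cells. The log2 fold change was 8.36 (standard error 1.09, adjusted p = 3.88e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the other settings tried, adding the replicate number to the model moved it most, to 7.86, and over all settings the adjusted p-value lay between 1.71e-26 and 0.0211. The spread between induced MSR-dCas9-Activator replicates was wide, with the highest count 11.1 times the lowest. Without replicate 3 of this group the log2 fold change was 6.58, and without replicate 2 it was 8.83. SYNREP_MM averaged 19967 ± 4659 normalised counts (SD, n = 3) and 74.3 ± 16.3 (SD, n = 3) in the same groups, a log2 fold change of 8.09 (standard error 0.24, adjusted p = 8.96e-228 from the same edgeR test with Benjamini-Hochberg adjustment). Its highest induced MSR-dCas9-Activator replicate was 1.62 times the lowest. Induced against uninduced MSR-dCas9-Activator cells, GSAT_MM had a log2 fold change of 7.04 (standard error 1.03) and SYNREP_MM of 5.30 (standard error 0.20). These standard errors come from a single fit of the 12 libraries, so those of GSAT_MM also hold the wide spread of the induced MSR-dCas9-Activator replicates. In the MSR-dCas9-Control line the change on induction was -0.09 for GSAT_MM (standard error 0.80) and 0.13 for SYNREP_MM (standard error 0.21), each smaller than its standard error. The difference between the lines in this change was 7.13 for GSAT_MM (standard error 1.24, edgeR adjusted p = 0.00543 with Benjamini-Hochberg adjustment) and 5.18 for SYNREP_MM (standard error 0.28, edgeR adjusted p = 2.74e-69 with Benjamini-Hochberg adjustment).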

In the induced MSR-dCas9-Repressor cell line, MSR transcripts were further repressed. 

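L1Md_A, a LINE-1 family, averaged 52841.5 ± 14086 normalised counts (SD, n = 3) in induced MSR-dCas9-Activator cells and 41459 ± 5342 (SD, n = 3) in induced MSR-dCas9-Control cells. Its log2 fold change was 0.35 (standard error 0.16, adjusted p = 0.0663 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the replicates of the 2 groups overlapped. Over the 8 settings tried, the main one included, the log2 fold change lay between 0.32 and 0.43 and the adjusted p-value between 0.0284 and 0.152, under 0.05 in 4 of the 8. Leaving out induced MSR-dCas9-Activator replicate 2 gave 0.51 with an edgeR adjusted p of 0.00471 (Benjamini-Hochberg), which is past both limits, and leaving out replicate 3 gave 0.16. The change on induction differed between the lines by 0.15 (standard error 0.22, adjusted p = 0.693 from edgeR with Benjamini-Hochberg adjustment).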

The transcription of LINE-1 (L1Md_A) repeats was not altered in the presence of either MSR-dCas9-Activator or MSR-dCas9-Repressor (Fig. 1e).

The differential RNA-seq analysis in the uninduced and induced MSR-dCas9-Activator cell lines also indicated partial dysregulation (both up-regulation and down-regulation) of other repeat transcripts, such as ERV retrotransposons, tRNA repeats, LINE elements and other repeats (Fig. 1e). 

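Between induced MSR-dCas9-Activator and induced MSR-dCas9-Control cells, 472 repeat families were called changed, 304 of them higher and the rest lower, and 681 had an unadjusted p-value under 0.05. A log2 fold change limit of 1 in place of 0.5 moved this count most, to 191. Leaving out 1 library at a time gave between 389 families (without induced MSR-dCas9-Activator replicate 1) and 557 families (without replicate 2 of that group). Within the MSR-dCas9-Activator line, 444 families changed on induction, 294 up and 150 down. The change on induction differed between the 2 lines for 240 families. In uninduced cells SYNREP_MM was the only family called between the lines, with 27 at an unadjusted p-value under 0.05. Between induced and uninduced MSR-dCas9-Control cells 0 families were called and 22 had an unadjusted p-value under 0.05. By class, LTR elements, which include the ERV retrotransposons, had 222 families higher and 24 lower out of 656 in the comparison of the induced lines, with a median log2 fold change of 0.30. Of 54 tRNA families 30 were higher and 3 lower, with a median of 0.91. LINE elements had 12 higher and 12 lower of 157. Simple repeats had 12 higher and 67 lower of 269, and DNA transposons 14 higher and 41 lower of 194. Of the 7 satellite families 3 were higher and 3 lower. Among the 348 called families with a mean of at least 100 normalised counts over the 6 induced libraries, the largest rise after the 2 satellites was that of MLT1I-int, an LTR family, with 446 ± 205 counts (SD, n = 3) against 23.1 ± 11.0 (SD, n = 3). Its log2 fold change was 4.19 (standard error 0.27, edgeR adjusted p = 3.79e-49 with Benjamini-Hochberg adjustment). The largest falls were those of UCON12A with a log2 fold change of -2.78, MER72B with -2.18 and the simple repeat (CATCC)n with -1.83, whose highest adjusted p-value was 8.13e-16 (edgeR, Benjamini-Hochberg).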

The genomic organisation of MSR repeat arrays is very complex and in addition to the MSR repeat units is interspersed with sequences of some of these other repeat classes^26^. The detection of RNA reads for these other repeat classes could probably be an indirect effect of the overexpression of MSR RNA and may be related to the generation of read-through or chimeric transcripts. This could, at least in part, also explain the detection of RNA reads for minor satellite repeat sequences, which are in the immediate vicinity of the pericentric MSR repeat arrays. To address this question, long-read RNA sequencing would be required. 

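Reads on GSAT_MM made up 0.753% ± 0.898 (SD, n = 3) of all gene and repeat counts in induced MSR-dCas9-Activator cells, against 0.00257% ± 7.65e-05 (SD, n = 3) in induced MSR-dCas9-Control cells. The 3 MSR-dCas9-Activator replicates had 0.281%, 0.189% and 1.79%, so replicate 3 sets much of the mean. All repeat families together held 20.5% ± 1.66 (SD, n = 3) and 20.6% ± 1.96 (SD, n = 3) of the counts in these groups, a difference smaller than the spread between replicates. At 12 h after removal of doxycycline the shares were 28.5% ± 2.03 and 21.7% ± 0.794 (SD, n = 3 each). At 24 h they were 28.5% ± 1.43 and 23.1% ± 0.288 (SD, n = 3 each), so the lines came apart later. From the rise of MSR transcripts on induction of the MSR-dCas9-Activator, together with their fall in the MSR-dCas9-Repressor line, the paper concludes that the amount of MSR RNA can be set with its effector components.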

In sum, we conclude that our inducible MSR-dCas9-effector components can effectively modulate MSR RNA output.

### Perturbed heterochromatin organisation in MEF cells expressing MSR-dCas9-effector components

We observed a considerable disruption of DAPI-positive heterochromatin regions in the MSR-dCas9-Activator cell line. To obtain increased contrast and to better quantify the changes in the organisation of heterochromatin, we next performed DNA-FISH with MSR-specific probes using Airyscan confocal microscopy (Fig. 2a). By collecting optical z-stacks and creating a 3D mask of the MSR-FISH signal, we were able to measure differences in the sphericity and volume of heterochromatin. Sphericity was chosen as a measurement of heterochromatin dispersion, since heterochromatin is normally organised in rounded focal structures (DAPI-dense foci). Only the expression of the MSR-dCas9-Activator resulted in a significant change in the sphericity of heterochromatin, as it was quantified by the MSR DNA-FISH signal. The sphericity of heterochromatin was not significantly altered with the induced MSR-dCas9-Repressor (Fig. 2a, right panels). When comparing the overall volume of heterochromatin regions, both the expression of the MSR-dCas9-Activator and of the MSR-dCas9-Repressor resulted in a considerable increase of volume of DAPI- and MSR-positive areas (Fig. 2a, right panels). No apparent changes in sphericity or volume of heterochromatin were detected in the MSR-dCas9-Control cells.

**Fig. 2:**
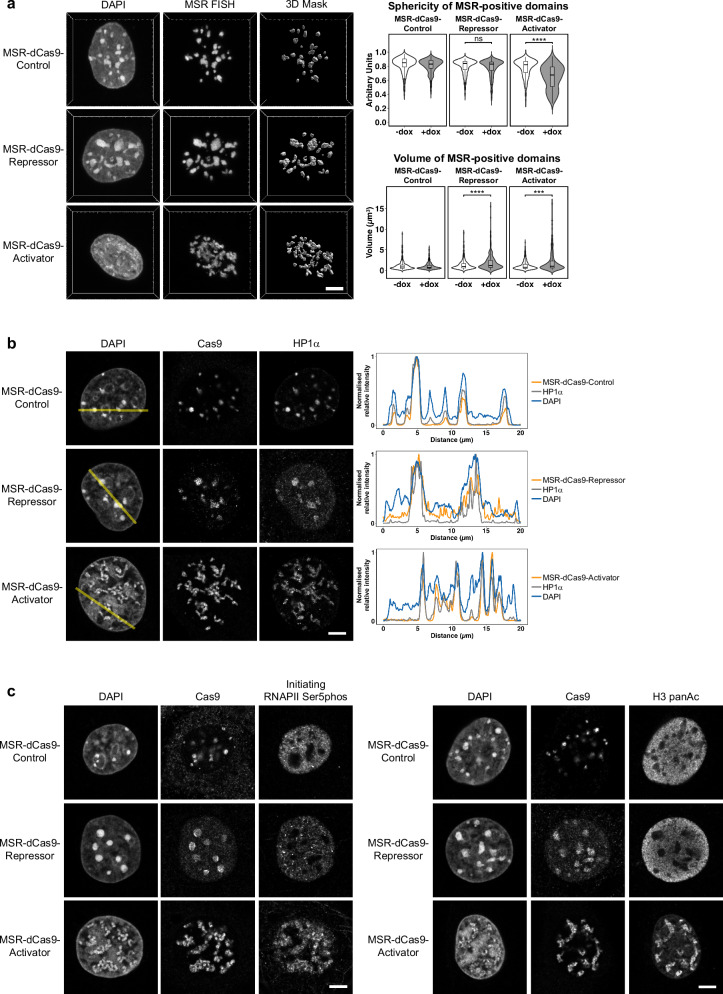
Perturbed heterochromatin organisation in MEF cells expressing MSR-dCas9-effector components. **a** Immuno-DNA FISH analysis for MSR sequences of inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells. In addition to the DNA-FISH signal, 3D masks were created to quantify changes in sphericity and volume of MSR-positive domains (right panels). MSR-positive domains analysed: MSR-dCas9-Control *n* = 509 (–dox), *n* = 469 (+dox); MSR-dCas9-Repressor *n* = 404 (–dox), *n* = 371 ( + dox); MSR-dCas9-Activator *n* = 344 (–dox), *n* = 254 ( + dox). Box plots shown are centred around the median value with an interquartile range (IQR) defined by the 1st and 3rd quartiles and whiskers extending to 1.5xIQR. Outliers are plotted as individual points. Asterisks indicate statistically significant differences (***, *p* ≤ 0.001, ****, *p* ≤ 0.0001, two-sided unpaired Mann–Whitney test). Scale bar is 5 μm. **b** Double immunofluorescence in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells for localisation of dCas9-effector components and HP1α. Nuclei were counterstained with DAPI. Linescans were used to visualise the colocalisation of DAPI (blue), Cas9 (orange), and HP1α (grey) signals as shown in the panels on the right. For each sample *n* ≥ 30 cells were analysed. Scale bar is 5 μm. **c** Double immunofluorescence in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells for localisation of MSR-dCas9-effector components and initiating RNAPII (Ser5phos) (left panel) or for MSR-dCas9-effector components and H3 panAc (right panel). Nuclei were counterstained with DAPI. For each sample *n* ≥ 30 cells were analysed. Scale bar is 5 μm.

With the expression of the MSR-dCas9-Repressor, heterochromatin regions did increase in volume. This could result from the clustering of smaller DAPI-dense foci. To test this, we counted the number of centromeres per DAPI-dense region. Centromeres are normally located at the periphery of DAPI-dense foci and can be visualised by staining with a CREST antiserum which recognises the centromeric proteins CENP-A, CENP-B, and CENP-C^27^. We observed that the number of CREST puncta per DAPI-dense region was largely unchanged when expressing either MSR-dCas9-Control or MSR-dCas9-Activator. Expressing the MSR-dCas9-Repressor, however, resulted in an altered ratio of CREST puncta per DAPI-dense region, with some DAPI-dense regions containing an increased number of CREST puncta (see violin plots in Supplementary Fig. 3a).

Several chromatin factors are core components of mouse pericentric heterochromatin, such as the HP1 family of proteins and members of the high mobility group of proteins (e.g. HMGA1). The HP1 proteins recognise H3K9me3 via their chromodomain and the A/T-hook domains of HMGA1 bind to A/T-rich DNA sequences. Both H3K9me3 and A/T-richness are found at pericentric heterochromatin^28–31^. The altered heterochromatin organisation could be the result of impaired localisation of these proteins to dispersed DAPI-dense regions. To address this, we analysed the distribution of HP1α (Fig. 2b) and of HP1β, HP1γ and HMGA1 (Supplementary Fig. 4) in uninduced and induced MSR-dCas9-effector cells. We observed that these heterochromatic proteins were still localised to DAPI-dense regions, regardless of the distorted organisation of heterochromatin with either induced MSR-dCas9-Repressor or MSR-dCas9-Activator. To visualise the sub-nuclear localisation and overlap of HP1 proteins and of HMGA1 with heterochromatin, we used linescans (see Methods) that connect DAPI-positive regions with DAPI-negative areas (Fig. 2c, Supplementary Fig. 4).

Taken together, the data indicate that targeting of MSR-dCas9-effector components leads to the disorganisation of heterochromatin. Targeting an MSR-dCas9-Repressor induces a volume increase due to heterochromatin aggregation, while targeting an MSR-dCas9-Activator results in heterochromatin disruption, as indicated by a decrease in sphericity of DAPI-dense regions. Both, the aggregation and disruption of heterochromatin occur without apparent changes in the localisation of known core components of DAPI-dense heterochromatin.

### RNA polymerase II and histone acetylation redistribute and concentrate at MSR-targeted dCas9-Activator domains

We next addressed whether changes in histone modifications may correlate with either the aggregation or disruption of heterochromatin. We applied indirect immunofluorescence to stain for repressive and activating histone H3 marks and co-localisation with the dCas9-effector components and DAPI-dense regions. For the detection of H3K9me3 (constitutive heterochromatin), we used a canonical H3K9me3 antibody (see “Methods”), as the antibody recognising branched H3K9me3 epitopes^7^ was no longer available. H3K9me3 signals were largely unaltered in the induced MSR-dCas9-Control and MSR-dCas9-Repressor cells and localised to the classic DAPI-dense foci or to clustered DAPI-dense regions (Supplementary Fig. 3b, left panel). In the induced MSR-dCas9-Activator cells, the H3K9me3 signals persist to overlap with the perturbed DAPI-dense regions (Supplementary Fig. 3b, left panel). This may explain why the HP1 proteins also remained at the distorted DAPI-dense regions, even in the presence of high transcriptional activity. For H3K27me3 (facultative heterochromatin), we did not observe enrichment over DAPI-dense regions in MSR-dCas9-Control and MSR-dCas9-Repressor cells. Although there is a global increase for H3K27me3 in the MSR-dCas9-Activator cell line, H3K27me3 signals are largely excluded from DAPI-dense regions (Supplementary Fig. 3b, right panel). The increase in H3K27me3 does not appear to be caused by the expression of the MSR-dCas9-Activator, since bulk H3K27me3 levels was equal between uninduced and induced MSR-dCas9-Activator state (Supplementary Fig. 5).

We then analysed the activating histone marks H3K4me3, found over promoters, and H3K36me3, found over active gene bodies^32^. We observed no accumulation of these histone marks over heterochromatin, nor co-localisation with any of the MSR-dCas9-effector components. Even expression of the MSR-dCas9-Activator did not result in an enrichment of H3K4me3 or H3K36me3 at DAPI-dense regions (Supplementary Fig. 3c). When probing for chromatin marks associated with active transcription, such as initiating RNA polymerase II (RNAPII) (Ser5phos) and pan-acetylated histone H3, we observed a typical distribution pattern in the MSR-dCas9-Control and MSR-dCas9-Repressor MEF cells; i.e. these marks were nuclear diffuse and excluded from DAPI-dense regions (Fig. 2c). When probing in the MSR-dCas9-Activator MEF cells, we observed a redistribution of RNAPII (Ser5phos) from nuclear diffuse to DAPI-dense regions (Fig. 2c, left panel). This was accompanied by a reallocation of pan-acetylated H3 (H3 panAc) (Fig. 2c, right panel), which mirrored the pattern observed for RNAPII (Ser5phos). This reallocation occurred without an increase in bulk levels of H3 panAc (Supplementary Fig. 5). The redistribution of RNAPII and the associated histone hyperacetylation is consistent with an earlier study that also used targeting of a dCas9-Activator to heterochromatin in MEF cells^10^.

### Upregulated MSR repeat transcripts remain associated with MSR-targeted dCas9-Activator domains and form RNA: DNA hybrids

Transcription at MSR DNA occurs bi-directionally producing both forward (purine-rich) and reverse (pyrimidine-rich) RNA strands^13,33^. With our inducible MSR-dCas9-effector components, we wanted to determine the localisation of MSR RNA relative to DAPI-dense regions. We performed immunoRNA-FISH using strand specific MSR probes and counterstained for Cas9 protein and DAPI. The maximum exposure time was determined with the MSR-dCas9-Activator cells, and all RNA-FISH signals between induced cell lines are relative to the expressed MSR-dCas9-Activator. In the induced MSR-dCas9-Control cells, only a very faint signal for MSR RNA was detected with either the antisense (recognising forward transcripts) or sense (recognising reverse transcripts) probe (Fig. 3a). No MSR RNA-FISH signal was detectable for the induced MSR-dCas9-Repressor cells. In the induced MSR-dCas9-Activator cells, both the forward and the reverse MSR transcripts were drastically increased, with a preference for production of the MSR forward transcript. In addition, the MSR transcripts were centred in and around DAPI-dense regions and colocalising with the MSR-dCas9-Activator domains (Fig. 3a). RNase A treatment after fixation but prior to probe hybridisation was performed as a control to ensure that the FISH signal was due to hybridisation to RNA and not to DNA (Fig. 3a).

**Fig. 3:**
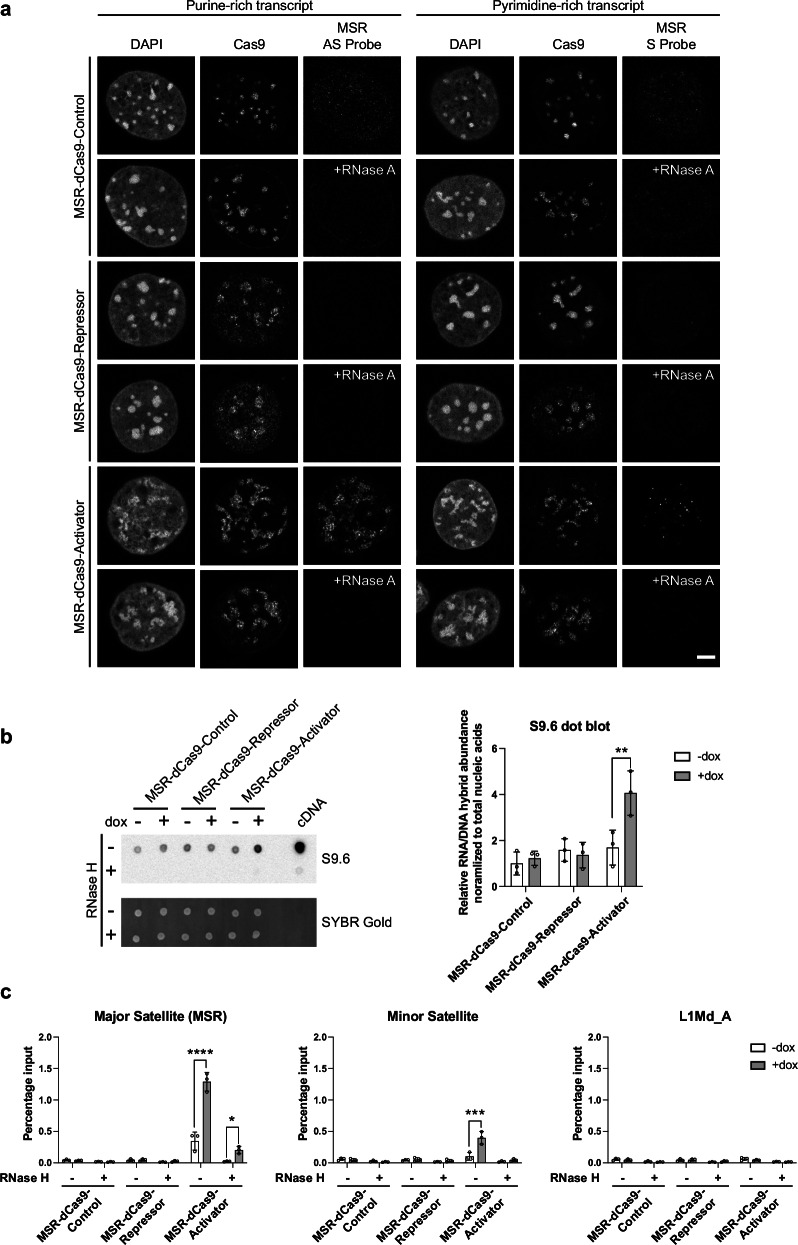
Upregulated MSR repeat transcripts remain associated with MSR-targeted dCas9-Activator domains and form RNA:DNA hybrids. **a** Immuno-RNA FISH in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells for localisation of MSR-dCas9-effector components and forward (purine-rich) MSR repeat transcripts (left panel) or for MSR-dCas9-effector components and reverse (pyrimidine-rich) MSR repeat transcripts (right panel). Nuclei were counterstained with DAPI. In parallel, cells were incubated with RNase A ( + RNase A) prior to MSR probe hybridisation. For each sample *n* ≥ 60 cells were analysed. Scale bar is 5 μm. **b** RNA:DNA hybrid dot blot with the S9.6 antibody on nucleic acid samples from MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells uninduced or induced with doxycycline (dox). Samples were also treated with or without RNase H to determine RNase H sensitivity of the immunoprecipitated nucleic acids. The membrane was then stained with SYBR Gold to quantify total nucleic acids. As a control for RNase H activity, a cDNA sample was included. The histogram on the right is the quantification of the S9.6 signal from the dot blot normalised to the SYBR Gold signal (mean ± SD). *n* = 3 independent experiments. Asterisks indicate statistically significant differences (**, *p* ≤ 0.0019, two-way ANOVA, Šídák’s test). **c** RNA:DNA hybrid immunoprecipitation (RDIP) with the S9.6 antibody on genomic DNA from MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells uninduced or induced with doxycycline (dox). Samples were treated with or without RNase H to determine RNase H sensitivity of the immunoprecipitated nucleic acids. RNA: DNA hybrids were quantified by qPCR using primers against MSR, minor satellite repeats and LINE-1 (L1Md_A) repeats. For each histogram, values were normalised relative to MSR-dCas9-Control (–dox, –RNase H) (mean ± SD). *n* = 3 independent experiments. Asterisks indicate statistically significant differences (*, *p* ≤ 0.0102, ***, *p* ≤ 0.001, ****, *p* ≤ 0.0001, two-way ANOVA, Šídák’s test).

MSR RNA is chromatin-associated and prone to form RNA:DNA hybrids^13,14^. It is thus possible that some of the overexpressed MSR RNA in the induced MSR-dCas9-Activator MEF cells could also exist as RNA:DNA hybrids. To address this, an RNA:DNA dot blot probed with the S9.6 antibody (which detects RNA:DNA hybrids) was performed and quantified. We observed a two-fold increase in global RNA:DNA hybrid formation by comparing nucleic acid samples from uninduced and induced MSR-dCas9-Activator MEF cells (Fig. 3b). To directly examine whether RNA:DNA hybrids are preferably formed by MSR sequences, we next used RNA:DNA immunoprecipitation (RDIP) with the S9.6 antibody on purified genomic DNA and quantified enriched material by qPCR with repeat-specific primer pairs. This RDIP analysis showed that RNA:DNA hybrids are significantly increased for MSR sequences only in samples from the induced MSR-dCas9-Activator MEF cells (Fig. 3c). Treatment of the samples with RNase H prior to RDIP decreased these RNA:DNA hybrid signals. While some RNA:DNA hybrids were also found for minor satellite repeat sequences, no RNA:DNA hybrids were detected for LINE-1 (L1Md_A) repeats. Thus, a portion of the overexpressed MSR RNA in the induced MSR-dCas9-Activator MEF cells can exist as RNA:DNA hybrids which could facilitate chromatin association of MSR repeat transcripts and restrict their localisation to the vicinity of MSR DNA repeat arrays within or around DAPI-dense regions.

### Heterochromatin disruption requires a threshold limit for MSR transcript deregulation

The levels of MSR RNA vary during distinct physiological and pathological states. For example, during mouse embryogenesis at the 2-cell stage embryo, there is a burst of MSR RNA of around 50–120-fold up-regulation as analysed by MSR strand-specific qPCR^16^. This increase in MSR transcripts has been proposed to assist in chromocenter formation^16^. In contrast, MSR transcript levels can reach very high abundance in *Brca1*-deficient mouse mammary tumours^34^ and satellite repeats are often aberrantly deregulated in human cancer where they can cause aneuploidies^17–19^. We wished to determine if a threshold limit for MSR overexpression is required for heterochromatin disruption. For this, we attenuated expression of the MSR-dCas9-Activator with low dose titrations of doxycycline from 10 ng/ml to 0.5 ng/ml for 6 h induction times. Although the levels of MSR-dCas9-Activator protein become barely visible below a doxycycline concentration of 4 ng/ml (Fig. 4a), we observe a significant increase (>300–800-fold) in MSR transcript levels starting with doxycycline concentrations between 2 and 3 ng/ml (Fig. 4b). MSR transcript levels progressively increased and plateaued with a > 4000-fold overexpression at a doxycycline concentration of 10 ng/ml. Importantly, disruption of heterochromatin becomes apparent with a ~ 300–800-fold MSR overexpression, where around 29–62% of the induced MSR-dCas9-Activator MEF cells show dispersed DAPI-dense regions (Fig. 4c). Thus, disruption of heterochromatin occurs at a threshold limit of MSR overexpression that is defined by a > 300-fold deregulation of MSR transcripts, as gauged by RT-qPCR (Fig. 4b, red highlighted segment).

**Fig. 4:**
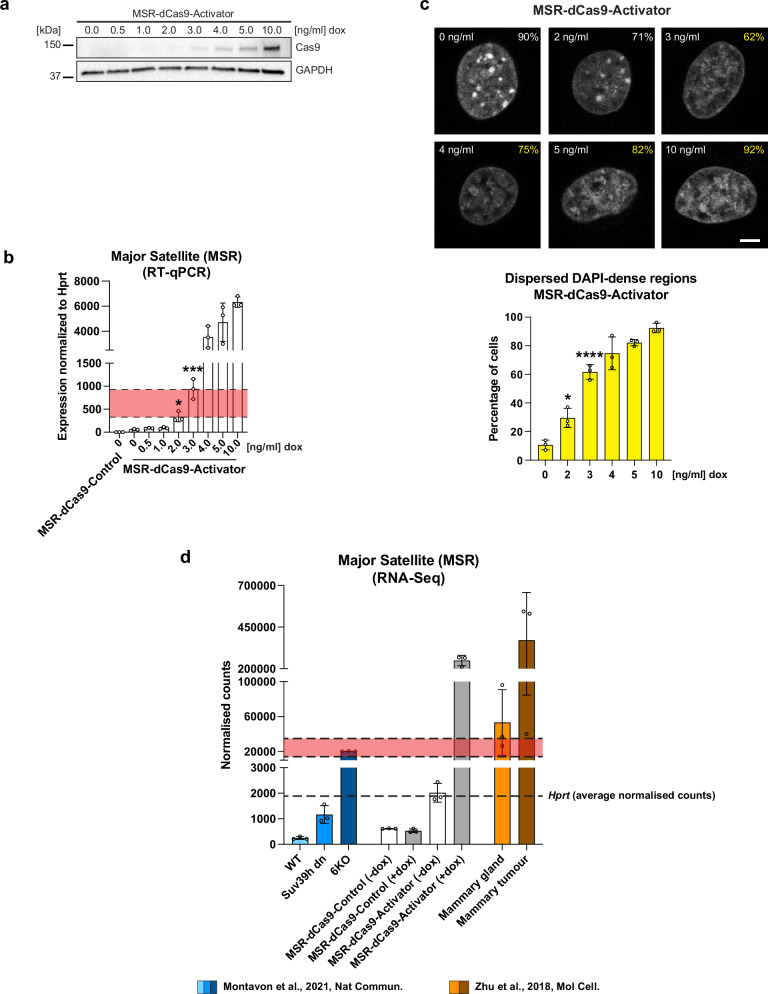
Heterochromatin disruption requires a threshold limit for MSR transcript deregulation. **a** Western blot analysis for the detection of MSR-dCas9-Activator after induction with increasing concentrations of doxycycline (dox). GAPDH expression is shown as a loading control. **b** RT-qPCR analysis for MSR transcripts from MSR-dCas9-Activator MEF cells induced with increasing concentrations of doxycycline (dox). Expression is normalised to *Hprt* and is relative to MSR-dCas9-Control (-dox) (mean±SD). *n* = 3 independent experiments. The red segment indicates the threshold range of MSR transcript deregulation (between 300–800-fold), within which heterochromatin starts to become disrupted. (*, *p* ≤ 0.0481, ***, *p* ≤ 0.0003, one-way ANOVA, Dunnett’s test). *n* = 3 independent experiments. **c** Confocal imaging of DAPI-dense regions (DAPI counterstaining) in MSR-dCas9-Activator MEF cells induced with increasing concentrations of doxycycline (dox). The percentages reflect the fraction of cells with either undispersed (white) or dispersed (yellow) DAPI-dense regions. (*, *p* ≤ 0.0222, ****, *p* ≤ 0.0001, one-way ANOVA, Dunnett’s test). Scale bar is 5 μm. For each condition *n* ≥ 240 cells were analysed from *n* = 3 independent experiments. Quantification of the imaging data is shown in the bar graph below (mean ± SD). **d** Bar graph of normalised counts from HiSeq RNA sequencing comparing MSR expression in *Suv39h dn* and H3K9 KMT 6KO MEF cells (Montavon et al. 2021) (blue), in uninduced and induced MSR-dCas9-Activator MEF cells (this study) (white and grey) and in mouse mammary tumours (Zhu et al. 2018) (orange) (mean ± SD). Fold increase of MSR RNA in the *Suv39h dn* and H3K9 KMT 6KO samples was calculated relative to the wt sample (indicated above the bars). Fold increase of MSR RNA in the MSR-dCas9-Activator (-dox) and MSR-dCas9-Activator (+dox) samples was calculated relative to the MSR-dCas9-Control (–dox) sample (indicated above the bars). The dashed line indicates the average normalised counts for *Hprt* expression across all three datasets. The red segment indicates the threshold range of MSR transcript deregulation derived from proportional conversion of RT-qPCR values shown in (**b**) and is equivalent to 13,000–37,000 normalised RNA-seq counts.

The above analysis uses RT-qPCR to quantify differences in MSR transcript levels. RT-qPCR is likely to overestimate the relative abundance of repeat transcripts since there are multiple target sites for PCR primers in multi-copy repeat RNA. We therefore also interrogated normalised read counts for MSR sequences from our HiSeq RNA sequencing data which allows for a comparative analysis across distinct genetic backgrounds and different sequencing depths (see “Methods”). 

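For the uninduced and induced MSR-dCas9-Control and MSR-dCas9-Activator libraries, size factors were computed with DESeq2's median-of-ratios method from constant genes, the kind of genes the paper used. Constant genes were those with an adjusted p-value of at least 0.05 in every pairwise comparison of the 4 groups and a mean normalised count above 10, which left 6509 of 23612 genes. The other datasets that the paper merged were not used here, so the scale of the normalised counts is that of these 12 libraries. A ratio of GSAT_MM to Hprt counts within a library needs no size factor and was computed beside them.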

A proportional conversion of RT-qPCR values corresponding to the MSR-dCas9-Activator (dox 0 ng/ml and dox 10 ng/ml) was performed to calculate a threshold limit also for normalised MSR RNA-seq counts (see Methods). With this, a threshold limit of 13,000–37,000 normalised RNA-seq counts could be defined. 

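Hprt (ENSMUSG00000025630, GRCm38 chromosome X, 52988137 to 53021659) averaged 4108 ± 108 normalised counts (SD, n = 3) in uninduced MSR-dCas9-Control cells and 3985 over the 12 libraries. GSAT_MM averaged 1478 ± 64.0 (SD, n = 3) in uninduced MSR-dCas9-Control cells, with replicates between 1433 and 1551. Hprt was thus 2.78 times as high as GSAT_MM in this group. Of the other normalisations, size factors from all 36 libraries moved the GSAT_MM count most, to 1384. After induction the MSR-dCas9-Control line held 1382 ± 38.6 (SD, n = 3) GSAT_MM counts.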

In uninduced MSR-dCas9-Control MEF cells, around 600 normalised reads for MSR sequences are found and this is threefold below the averaged normalised reads for the housekeeping gene *Hprt*. 

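In uninduced MSR-dCas9-Activator cells GSAT_MM averaged 3461 ± 1096 normalised counts (SD, n = 3), with replicates between 2211 and 4257. This was 2.34 times the mean of uninduced MSR-dCas9-Control cells, and each MSR-dCas9-Activator replicate was above each MSR-dCas9-Control replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In the edgeR fit of the 12 libraries the log2 fold change was 1.22 (standard error 0.81) and did not pass the threshold. In a fit of these 6 libraries alone it was 1.21 and did (adjusted p = 1.56e-13, edgeR with Benjamini-Hochberg adjustment), the only one of 8 settings in which it did. The other settings kept the induced MSR-dCas9-Activator libraries in the fit. Their standard errors therefore also hold the wide spread of those libraries, and do not measure that of the uninduced groups alone. SYNREP_MM was 506 ± 161 (SD, n = 3) against 67.5 ± 6.63 (SD, n = 3), a log2 fold change of 2.91 (standard error 0.20, adjusted p = 5.42e-44 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).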

The number of normalised reads for MSR sequences is elevated in uninduced MSR-dCas9-Activator (>2000 normalised reads) but this is below the threshold limit. This increases to >220,000 normalised reads in the fully induced (dox 10 ng/ml) MSR-dCas9-Activator MEF cells which is above the threshold limit (Fig. 4d). 

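Induced MSR-dCas9-Activator cells held 158976, 99860 and 1101630 normalised GSAT_MM counts in replicates 1, 2 and 3, a mean of 453490 ± 562086 (SD, n = 3). The mean was 131 times, and the median 40.6 times, that of uninduced MSR-dCas9-Activator cells (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Without replicate 3 the mean was 129418, and other normalisations gave means between 407827 and 470856. The ratio of GSAT_MM to Hprt counts was 102 ± 126 (SD, n = 3), against 0.976 ± 0.310 (SD, n = 3) in uninduced MSR-dCas9-Activator cells and 0.360 ± 0.0103 (SD, n = 3) in uninduced MSR-dCas9-Control cells. In induced cells the ratio was 288 times that of the MSR-dCas9-Control line, and 82.7 times without MSR-dCas9-Activator replicate 3. SYNREP_MM was 20003.5 ± 4834 (SD, n = 3). The paper reasons from such counts, set against the threshold range that it converted from RT-qPCR values, that induced MSR-dCas9-Activator cells lie above the threshold limit and uninduced cells below it.

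**Figure D1:**
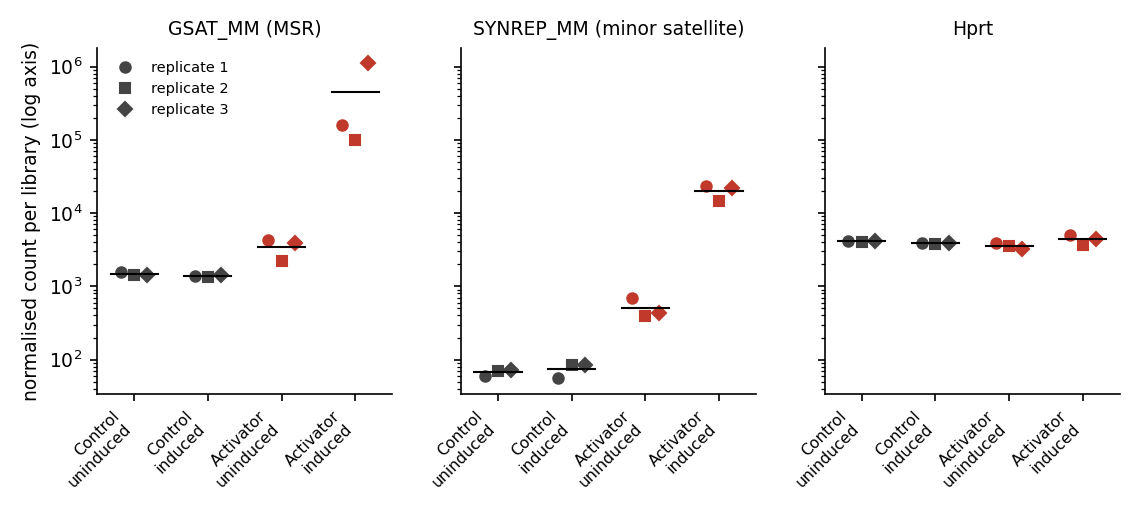
Normalised counts (size factors from constant genes, log axis) of GSAT_MM, SYNREP_MM and Hprt in uninduced and induced MSR-dCas9-Control and MSR-dCas9-Activator cells. Markers are the 3 replicates and bars are means. In induced MSR-dCas9-Activator cells GSAT_MM runs from 99860 to 1101630 counts, while in induced MSR-dCas9-Control cells it stays between 1343 and 1420.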

We then compared normalised reads for MSR sequences in wt and *Suv39h* double-null MEF cells and in 6KO MEF cells which lack all six genes encoding H3K9 KMT enzymes^35^. In wt MEF cells, a base level of around 250 normalised reads for MSR sequences is found and this number is increased to >1000 normalised reads in *Suv39h* double-null MEF cells and to >20,000 normalised reads in the 6KO MEF cells (Fig. 4d). Notably, *Suv39h* double-null MEF cells maintain the structural organisation of DAPI-dense foci^35,36^ (below the threshold), whereas 6KO MEF cells completely collapse heterochromatin^35^ (above the threshold). Finally, we analysed available datasets for a mouse tumour model that described the forced overexpression of MSR satellite RNA as a tumour driver in mouse mammary glands^17^. In both the mammary gland (>50,000 normalised reads) and mammary tumour (350,000 normalised reads) samples, normalised reads were above the threshold limit (Fig. 4d). The organisation of heterochromatin in normal vs tumour mammary glands was not analysed^17^.

### RNA transcription and hyperacetylated chromatin drive heterochromatin disruption

Targeting of the MSR-dCas9-Activator to heterochromatin results in the redistribution and accumulation of RNAPII at DAPI-dense regions, together with inducing high levels of histone H3 acetylation (see Fig. 2c). It thus remained unclear whether the MSR-dCas9-Activator mediated disruption of heterochromatin is caused by excessive RNA output and/or an altered chromatin state. To address this question, we engaged in three experimental approaches. First, we optimised protocols for RNase A digestion of permeabilised MEF cells that are embedded in low melting point agarose (see “Methods”). We then performed a time course to identify induction conditions at which DAPI-dense regions start to become dispersed. We observe that at 3–4 h of induction of MSR-dCas9-Activator (using a doxycycline concentration of 10 ng/ml) (Supplementary Fig. 6a), MSR transcript levels are significantly increased (Supplementary Fig. 6b) and 46% (3 h time point) to 95% (4 h time point) of the cells display disrupted heterochromatin (Supplementary Fig. 6c). MSR-dCas9-Activator MEF cells were embedded in low-melting point agarose, induced for either 3 h or 4 h, permeabilised, and then incubated with RNase A. This RNase A treatment resulted in loss of HP1α association with dispersed DAPI-dense regions but did not revert disrupted heterochromatin to focal heterochromatin (Supplementary Fig. 6d). As a control, RNA-dependent localisation of nucleophosmin (NPM1) at the nucleoli was lost by RNase A digestion.

Second, we used inhibition of RNAPII with DRB. Since adding DRB simultaneously with doxycycline will block the generation of MSR-dCas9-Activator mRNA, we allowed for 1 h of induction (using a doxycycline concentration of 10 ng/ml) and then a 5 h incubation of DRB alone. This treatment did not considerably attenuate the production of MSR-dCas9-Activator (Fig. 5a), but did significantly decrease MSR RNA output (Fig. 5b). Although the MSR transcript levels were reduced below the threshold limit, we only observed a very modest regression in the fraction of cells (88–81%) that display dispersed DAPI-dense regions (Fig. 5c).

**Fig. 5:**
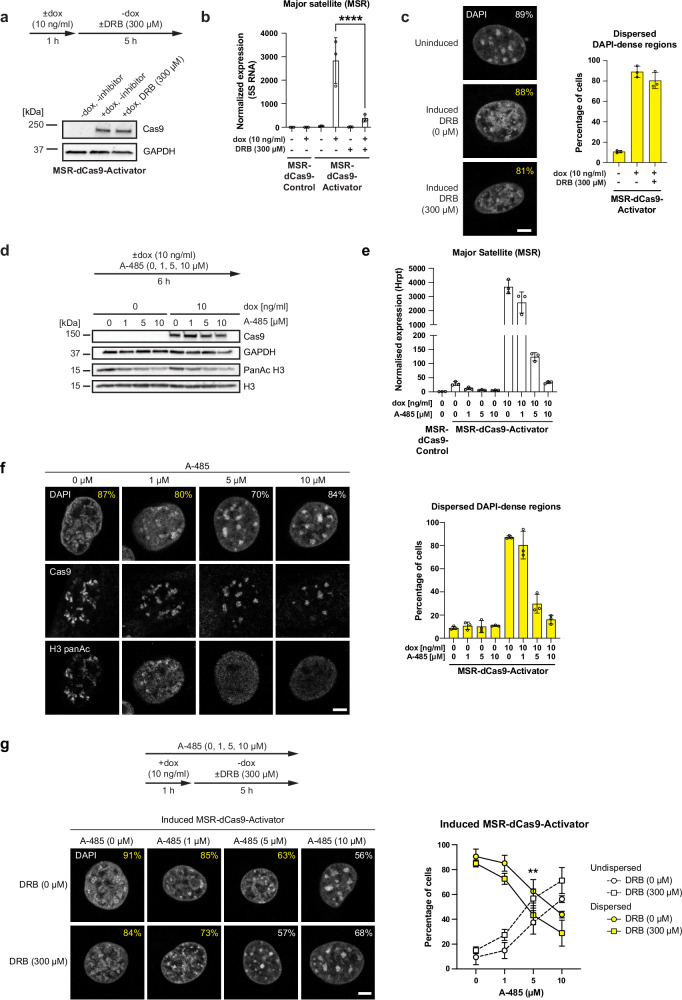
RNA transcription and hyperacetylated chromatin drive heterochromatin disruption. **a** Western blot analysis for expression of MSR-dCas9-Activator in MEF cells (see flow diagram for induction and inhibition conditions). GAPDH expression is shown as a loading control. **b** RT-qPCR analysis for MSR transcripts in MEF cells treated as in (**a**). Values were normalised to 5S RNA and are relative to MSR-dCas9-Control (–dox, –DRB) (mean ± SD) (****, *p* ≤ 0.0001, one-way ANOVA, Tukey’s test). *n* = 3 independent experiments. **c** Confocal imaging of DAPI-dense regions in MSR-dCas9-Activator MEF cells that were treated as in (**a**). Scale bar is 5 μm. The percentages reflect the fraction of cells with either undispersed (white) or dispersed (yellow) DAPI-dense regions. For each condition *n* ≥ 200 cells were analysed from *n* = 3 independent experiments. Quantification of the imaging data is shown on the right (mean ± SD). **d** Western blot analysis for expression of MSR-dCas9-Activator and pan-acetylated H3 in MEF cells (see flow diagram for induction and inhibition conditions). GAPDH and H3 expression are shown as loading controls. **e** RT-qPCR analysis for MSR transcripts in MEF cells treated as in (**d**). Values were normalised to *Hprt* and are relative to the MSR-dCas9-Control (-dox,-A-485) (mean ± SD). *n* = 3 independent experiments. **f** Immunofluorescence of MSR-dCas9-Activator MEF cells treated as in (**d**). Cells were immunolabelled for Cas9 and pan-acetylated H3 and counterstained with DAPI. Scale bar is 5 μm. The percentages reflect the fraction of cells with either dispersed (yellow) or undispersed (white) DAPI-dense regions. For each condition *n* ≥ 135 cells were analysed from three independent experiments. Quantification is shown on the right (mean ± SD). **g** Confocal imaging of DAPI-dense regions after combined inhibition of RNAPII and HAT enzymes in induced MSR-dCas9-Activator MEF cells (see flow diagram). Scale bar is 5 μm. The percentages reflect the fraction of cells with either dispersed (yellow) or undispersed (white) DAPI-dense regions. The total number of cells analysed per condition are as follows: (–DRB,–A-485) *n* = 159, (–DRB,1 µM A-485) *n* = 197, (–DRB,5 µM A-485) *n* = 172, (–DRB,10 µM A-485) *n* = 205, ( + DRB,–A-485) *n* = 157, ( + DRB,1 µM A-485) *n* = 186, (–DRB,5 µM A-485) *n* = 172, (–DRB,10 µM A-485) *n* = 220. *n* = 3 independent experiments. Quantification of the imaging data is displayed on the right (mean ± SD) (**, *p* ≤ 0.0044, two-way ANOVA, Šídák’s test).

Third, we were altering the chromatin state by using an inhibitor (A-485), which blocks the CBP and p300 HAT enzymes, that greatly reduces histone H3 acetylation^37^. When MSR-dCas9-Activator MEF cells were induced in the presence of increasing A-485 concentrations (0–10 μM), MSR-dCas9-Activator levels remained high, but the levels of panAc H3 significantly decreased (Fig. 5d). Importantly, increasing the concentration of A-485 reduced the fraction of induced MSR-dCas9-Activator MEF cells with dispersed DAPI-dense regions and prevented the disruption of heterochromatin. At 5 μM A-485, around 70% of induced MSR-dCas9-Activator MEF cells show undisrupted (focal) heterochromatin and greatly reduced, nuclear diffuse signals for H3 panAc that no longer overlapped with the targeted MSR-dCas9-Activator (Fig. 5f). However, under these conditions, MSR RNA was also significantly down-regulated to MSR transcript levels below the threshold limit (Fig. 5e). We then combined both CBP/p300 HAT and RNAPII inhibition. When induced MSR-dCas9-Activator MEF cells were treated with 5 μM A-485 and 300 μM DRB, the fraction of induced MSR-dCas9-Activator MEF cells with undisrupted heterochromatin was significantly higher (57% of cells) than when using A-485 alone (37% of cells) (Fig. 5g). We conclude from these data that the disruption of heterochromatin is driven by both histone H3 hyperacetylation and highly elevated transcriptional activity at DAPI-dense regions. In addition, it appears that RNA output and an altered chromatin state cannot be uncoupled.

### Delayed mitotic progression and chromosome mis-segregation in MEF cells expressing MSR-dCas9-Activator

Forced expression of MSR RNA resulted in an increase in RNA:DNA hybrid formation at heterochromatic regions (Fig. 3b, c). Accumulation of RNA:DNA hybrids has been associated with genomic instability^38^ and may manifest itself as mitotic defects. To address this, we induced the MSR-dCas9-effector components in the presence of RO-3306, a CDK1 inhibitor, which arrests cells in the G2 stage of the cell cycle^39^. After a 24 h incubation with RO-3306, the inhibitor was washed out and cells were released to progress through mitosis. Cell samples were collected every 30 min, for an interval of up to 2.5 h, and analysed by western blot and immunofluorescence. The MSR-dCas9-Control, as well as the MSR-dCas9-Repressor and the MSR-dCas9-Activator were expressed at comparable levels throughout mitosis (Fig. 6a). Exit from G2 and progression through mitosis was verified with the mitotic histone mark H3S10phos. While H3S10phos levels reached a maximum within 1 h after RO-3306 removal for all three cell lines, the bulk H3S10phos signals are reduced in the MSR-dCas9-Activator samples. This could suggest that there are less mitotic cells in the MSR-dCas9-Activator cell population. We quantified the percentage of H3S10ph-positive cells at the 30 min intervals post RO-3306 removal. We observed that at each 30 min interval, cells induced to express MSR-dCas9-Activator had a lower percentage of H3S10ph-positive cells as compared to cells expressing either MSR-dCas9-Control or MSR-dCas9-Repressor (Fig. 6b). This indicates induced MSR-dCas9-Activator MEF cells have a delayed progression through mitosis.

**Fig. 6:**
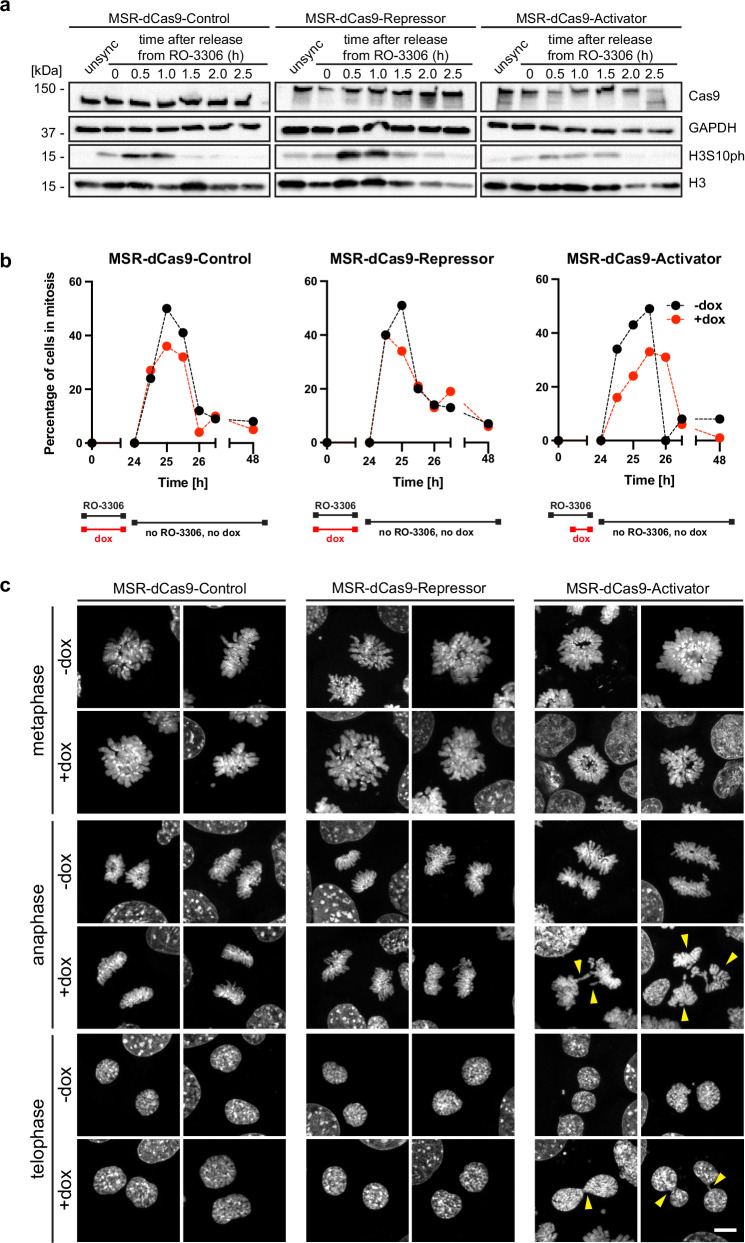
Delayed mitotic progression and chromosome mis-segregation in MEF cells expressing MSR-dCas9-Activator. **a** Western blot analysis for detection of induced MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator in unsynchronised and in RO-3306 synchronised MEF cells. Following release from RO-3306 inhibition, cell samples were collected every 30 min for an interval of up to 2.5 h. Mitotic progression was verified by probing for histone H3S10 phosphorylation (H3S10ph). GAPDH and H3 are shown as loading controls. **b** Profiles for mitotic progression of RO-3306 synchronised MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells without doxycycline (-dox, black circles) or with doxycycline ( + dox, red circles) induction. Following release from RO-3306 inhibition, cell samples were collected every 30 min for an interval of up to 2.5 h. Percentages of mitotic cells were quantified by immunofluorescence for H3S10 phosphorylation. For each sample *n* ≥ 60 cells were analysed. **c** Confocal imaging of chromosomes in metaphase, anaphase or telophase stages from MSR-dCas9-Control (left panel), MSR-dCas9-Repressor (middle panel) and MSR-dCas9-Activator (right panel) MEF cells without doxycycline (-dox) or with doxycycline ( + dox) induction. Chromosomes were counterstained with DAPI. For each mitotic stage, two representative images are shown. Scale bar is 10 μm. Yellow arrows indicate lagging chromosomes, chromosome bridges, multiple mitotic spindles and non-segregated chromosome sets in MEF cells expressing MSR-dCas9-Activator. Quantification of the mitotic defects is shown in Supplementary Fig. S7.

We next analysed chromosome segregation in metaphase, anaphase and telophase stages of mitosis. While chromosome segregation appeared normal in both uninduced and induced MSR-dCas9-Control and MSR-dCas9-Repressor cells, induced MSR-dCas9-Activator cells displayed pronounced mitotic defects. This was most prominent in anaphase that showed a high frequency of lagging chromosomes, chromosome bridges and multiple mitotic spindles (Fig. 6c). Chromosome defects further accumulate in telophase, where abscission is impeded (Fig. 6c). These mitotic defects are specific for the expression of the MSR-dCas9-Activator, as they were not observed for uninduced or induced MSR-dCas9-Control or MSR-dCas9-Repressor cells (Supplementary Fig. 7).

### Induced expression of MSR-dCas9-activator irreversibly compromises cell viability

The above data show that RO-3306 synchronised and released cells that were induced to express MSR-dCas9-Activator exhibit severe mitotic chromosome defects. We also observed that unsynchronised cells expressing MSR-dCas9-Activator accumulate a high percentage of apoptotic and dead cells, if they were induced for 24 h (Supplementary Fig. 2a). To address whether apoptosis and cell death in cells expressing MSR-targeted dCas9-effector components would be dependent or independent of progression through mitosis, we compared induced cell samples that were either unsynchronised or RO-3306 synchronised and also RO-3306 synchronised and released or RO-3306 synchronised and blocked. Following induction, doxycycline was washed out and percentages of apoptotic and dead cells were quantified by flow cytometry viability staining either 0 h or 24 h after dox removal (Fig. 7a). No decrease in cell viability was apparent for any of the three cell lines expressing MSR-dCas9-Control, MSR-dCas9-Repressor, or MSR-dCas9-Activator at 0 h after dox removal (Fig. 7a, left panel). At 24 h after doxycycline removal, cells induced to express MSR-dCas9-Control maintained high cell viability; cells induced to express MSR-dCas9-Repressor presented a low percentage of apoptotic and dead cells, if they were RO-3306 blocked; by contrast, the major proportion of cells that were induced to express MSR-dCas9-Activator displayed apoptosis and cell death, regardless if they were unsynchronised, RO-3306 synchronised and released or RO-3306 synchronised and blocked (Fig. 7a, right panel). RO-3306 blocked cells are arrested in the G2 stage of the cell cycle and cannot enter mitosis. Thus, accumulation of mitotic defects described above does not appear to be the only cause for the severely compromised viability of cells induced to express MSR-dCas9-Activator.

**Fig. 7:**
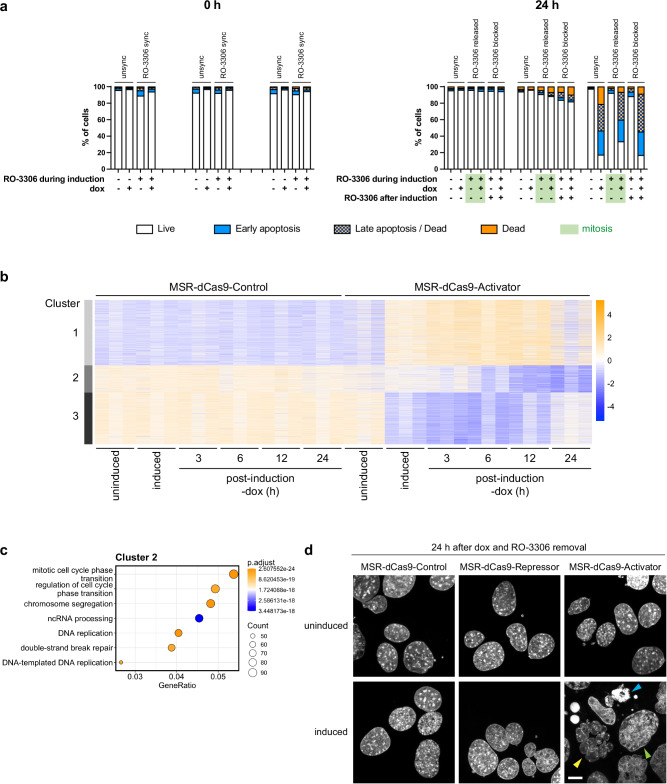
Induced expression of MSR-dCas9-Activator irreversibly compromises cell viability. **a** Bar graphs depicting percentages of live (white), apoptotic (blue) or dead (orange) cells in MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cell populations either 0 h (left panel) or 24 h (right panel) after doxycycline removal. Cell viability was analysed for unsynchronised or RO-3306 synchronised cells and also when cells were RO-3306 synchronised and released or RO-3306 synchronised and blocked. Highlighted by light green shading (for the 24 h time point) are cell culture conditions where cell samples were released into mitosis. **b** Heatmap of differentially expressed genes between MSR-dCas9-Control and MSR-dCas9-Activator MEF cells. Uninduced, induced and post-induction (3, 6, 12 and 24 h after dox removal) conditions were compared. Differentially expressed genes were filtered with a basemean >100 reads, >2-fold expression change and a p-adjusted value < 0.05. k-means clustering revealed that differentially expressed genes between MSR-dCas9-Control and MSR-dCas9-Activator during the recovery phases group into three clusters. *n* = 3 independent experiments. **c** Gene ontology (GO) analysis of **c**luster 2. Dot plots display the top 7 GO terms. *n* = 3 independent experiments. GO analysis of clusters 1 and 3 are shown in Supplementary Fig. 8c. **d** Confocal imaging (DAPI counterstaining) of induced MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cell populations 24 h after doxycycline (dox) removal. Scale bar is 10 μm. Indicated with arrows are micronuclei and multi-nucleated cells (yellow), apoptotic bodies (blue) and enlarged nuclei (green) from cells induced to express MSR-dCas9-Activator.

To investigate this further, we were next examining gene expression pathways that may be altered and could possibly underlie the compromised viability of MEF cells overexpressing MSR RNA. 

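The MSR-dCas9-Control and MSR-dCas9-Activator lines were each followed over 6 time points, uninduced, induced and 3, 6, 12 and 24 h after removal of doxycycline, with 3 replicates at each, 36 libraries in all. The uninduced and induced libraries are the ones used here for the repeat families. Reads counted on genes ranged from 27376846 to 57371803 per library, with a median of 42865961. In the MSR-dCas9-Control line the lowest, median and highest library held 31864525, 43700186 and 46800231 gene counts at 3 h, 27376846, 42042632 and 45541661 at 6 h, 37224402, 43363075 and 46838088 at 12 h, and 27482733, 43995147 and 46024294 at 24 h. In the MSR-dCas9-Activator line they held 46791313, 51310755 and 52049760 at 3 h, 41298575, 41862892 and 47682758 at 6 h, 34340450, 42477827 and 43157060 at 12 h, and 36623126, 37702739 and 38023904 at 24 h. The uninduced and induced libraries held medians of 42999084 and 42732838 gene counts in the MSR-dCas9-Control line (from 32443357 to 57371803 and from 27722389 to 53181798) and of 41710002 and 51788867 in the MSR-dCas9-Activator line (from 37390391 to 46890751 and from 38814860 to 53768291). Gene counts were scaled with edgeR's TMM factors, and the 28542 genes kept by filterByExpr were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The paper's DESeq2 design held replicate, time point and condition, and its methods do not say whether the model was additive. Here an additive model held replicate, time point and cell line, with condition read as the cell line. A second model with the 12 groups and the replicate number gave the difference between the lines at each time point. Genes were called by the limits of the paper, a mean normalised count above 100, a change of more than 2-fold and an adjusted p-value under 0.05. In place of Gene Ontology terms, 19 gene lists written by hand were tested at each time point with limma's camera test (preset correlation 0.01) and within clusters with Fisher's exact test.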

For all three MSR-dCas9-effector cell lines, we generated HiSeq total RNA libraries (see “Methods”) and compared the uninduced with the induced state and also with recovery phases at 3, 6, 12, and 24 h after doxycycline removal. MSR-dCas9-effector components progressively decline in doxycycline-free media and their protein levels are barely detectable at 12 h and 24 h post-induction (Supplementary Fig. 8a). Accordingly, during the 24 h recovery phases, MSR transcript levels are either largely unchanged (for the MSR-dCas9-Control) or are restored (for the MSR-dCas9-Repressor) to MSR transcript levels observed in the uninduced state. In contrast, however, forced MSR transcript levels in the MSR-dCas9-Activator MEF cells remain in high abundance and do not decline, even at 24 h post-induction as shown with RT-qPCR analysis (Supplementary Fig. 8b).

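With the additive model, 2360 of 28542 genes were called between MSR-dCas9-Activator and MSR-dCas9-Control cells over the time course, 825 higher and 1535 lower in the MSR-dCas9-Activator line. Dropping the filters on low counts moved this number most, to 19677. Scaling to the 13 mitochondrially encoded mRNAs changed the balance to 627 higher and 3499 lower, because it shifted the median log2 fold change of all genes from -0.16 to -0.58. Leaving out 1 replicate at a time gave between 2120 (without replicate 1) and 2859 genes (without replicate 2). The additive model treats the time points of a line as independent. After group means were removed, libraries of equal replicate number correlated at 0.130 to 0.904 within the MSR-dCas9-Activator line. Within the MSR-dCas9-Control line the range was 0.160 to 0.728. The p-values of this model may therefore be too small. At the single time points 57 genes were called before induction (51 higher, 6 lower) and 2427 after induction (784 higher, 1643 lower). After removal of doxycycline 3681 genes were called at 3 h (951 higher, 2730 lower), 3940 at 6 h (1013 higher, 2927 lower), 4223 at 12 h (1269 higher, 2954 lower) and 1962 at 24 h (1025 higher, 937 lower). With DESeq2's size factors the balance was 1355 higher and 2365 lower at 6 h and 1608 higher and 2283 lower at 12 h. Scaling to mitochondrially encoded mRNAs gave 617 higher and 2949 lower after induction, 639 and 5087 at 3 h, 625 and 6146 at 6 h, 783 and 6188 at 12 h, and 797 and 2117 at 24 h, where the lower genes then outnumber the higher ones. Under that scaling the median of all genes lay between -0.43 and -0.90 at these 5 time points. Without MSR-dCas9-Activator replicate 2 at 24 h the numbers were 1176 higher and 1626 lower, and without replicate 1 they were 942 and 540. In the MSR-dCas9-Control line 18 genes changed on induction, 1 up and 17 down, or 3 up and 16 down with plain library sizes.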

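K-means clustering with 3 clusters and 50 starts was run on the 2360 genes called by the additive model. Cluster 1 held the 825 higher genes, cluster 2 held 558 of the lower genes and cluster 3 the other 977. The median log2 fold change of cluster 1 was 0.24 before induction, 2.22 after induction, 2.78 at 3 h, 2.74 at 6 h, 3.16 at 12 h and 2.42 at 24 h. Setting genes with at most 3 counts in every MSR-dCas9-Control library at their lowest possible change left these medians as they were from induction on, and gave 0.22 before it. Cluster 2 went from -0.13 before induction to -1.05 after it, -1.55 at 3 h, -1.79 at 6 h and -1.93 at 12 h, and stood at -1.04 at 24 h. Cluster 3 went from -0.04 to -1.65 on induction and -2.30 at 3 h, and returned to -0.69 at 24 h. At 24 h 555 of the 558 genes of cluster 2 and 935 of the 977 genes of cluster 3 were lower in the MSR-dCas9-Activator line. Clustering the 5423 genes called at any time point instead gave clusters of 1470, 1167 and 2786 genes. Leaving out each replicate number kept cluster sizes between 824 and 825, 564 and 589, and 946 and 972.

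**Figure D2:**
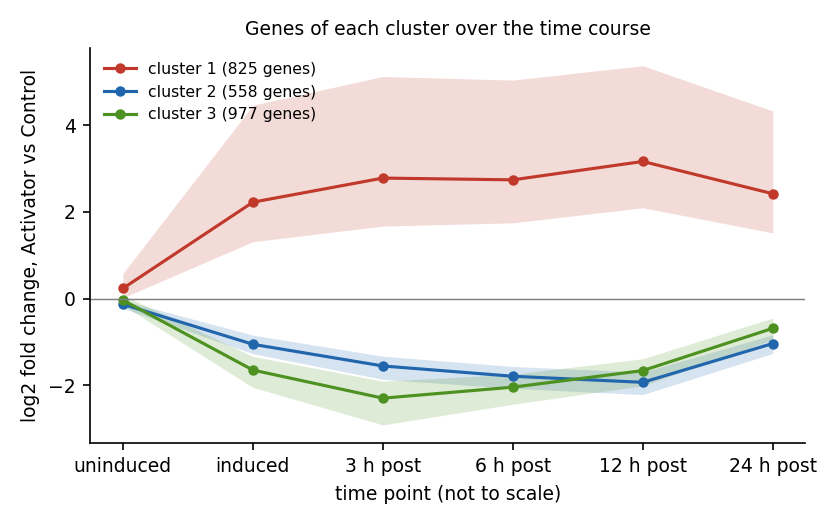
Median log2 fold change of MSR-dCas9-Activator over MSR-dCas9-Control (vertical axis) of the genes in each of the 3 clusters at the 6 time points (horizontal axis), with bands from the lower to the upper quartile. Cluster 2 is lowest at 12 h, with a median of -1.93, and cluster 3 at 3 h, with a median of -2.30.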

Heatmaps with k-means clustering indicated that differentially expressed genes between MSR-dCas9-Control and MSR-dCas9-Activator during the recovery phases post-induction group into three clusters (Fig. 7b). 

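For energy production, the 77 nuclear-encoded genes of oxidative phosphorylation had a median log2 fold change of 0.33 in induced cells, with 77 of 77 higher in the MSR-dCas9-Activator line (camera, adjusted p = 9.17e-05 with Benjamini-Hochberg adjustment over the 114 tests of set and time point), of 0.45 at 12 h (adjusted p = 0.00147) and of 0.06 at 24 h (adjusted p = 0.668), but with scaling to mitochondrially encoded mRNAs these medians were -0.012, -0.19 and -0.18. Without replicate 1 the set no longer passed at 12 h and its 24 h median was -0.052. Cytosolic ribosomal proteins had medians of 0.33 in induced cells and 0.53 at 12 h, but -0.019 and -0.12 with scaling to mitochondrially encoded mRNAs. No gene of the oxidative phosphorylation list was in any of the 3 clusters of genes called by the additive model (in the clustering of genes called at any time point the clusters of 1470 and 1167 genes held 1 each), and 0 of its 77 members rose by more than 2-fold at 24 h, while 20 were higher and 14 lower at an adjusted p-value under 0.05 (14 and 12 adjusted over the list alone). For signalling and development, median log2 fold changes in induced cells were -0.46 for Wnt signalling (62 genes, adjusted p = 9.94e-04), -0.38 for small GTPase signal transduction (104 genes, adjusted p = 3.26e-05) and -0.92 for skeletal system and mesenchyme development (75 genes, adjusted p = 9.44e-11), all by camera with Benjamini-Hochberg adjustment. At 24 h these medians were -0.26, -0.36 and -0.50. For Wnt signalling the replicate pairs then gave -0.45, 0.03 and -0.27. Its 24 h median stood at percentile 46.8 among lists matched on the MSR-dCas9-Control mean. Its fall at 24 h was thus not set apart from that of other genes. In induced cells its median stood at percentile 0.04 among such lists, so there the fall was set apart. Cluster 3 held 24 of 66 genes of skeletal system and mesenchyme development (one-sided Fisher's exact test, adjusted p = 5.09e-10 over 54 tests) and 7 of 51 of Wnt signalling (adjusted p = 0.480, Fisher's exact test). Cluster 2 held 11 of 90 small GTPase genes (adjusted p = 0.0201, Fisher's exact test). The background was the 13582 genes with a mean normalised count above 100. In the clustering of the genes called at any time point, the cluster of 2786 genes held 34 of 90 small GTPase genes (adjusted p = 8.01e-04) and 19 of 51 Wnt genes (adjusted p = 0.0258, Fisher's exact test). Of the 114 tests of set and time point, 71 passed with camera, 20 higher and 51 lower. With fry 68 passed, 59 of them also with camera. With the correlation estimated for each set 4 passed, double-strand break repair at 12 and 24 h and the list of genes named in the paper before induction and at 24 h. Fry gave an adjusted p of 0.0728 for ribosomal proteins in induced cells.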

Gene Ontology (GO) analysis on these three clusters revealed that pathways involved in energy production (cluster 1, up-regulated) or signalling and development (cluster 3, down-regulated) were altered (Supplementary Fig. 8c). Importantly, pathways associated with ncRNA processing, DNA break repair and cell cycle progression and mitosis are progressively down-regulated in the MSR-dCas9-Activator post-induction (cluster 2) (Fig. 7c). This strongly suggests that cells with persistent overexpression of MSR RNA will offset DNA repair and chromosome segregation control and accede with mitotic defects and genome instability. Indeed, DAPI confocal imaging of the MSR-dCas9-Activator cell population 24 h after doxycycline removal showed that the majority of cells display hallmarks of apoptosis and genomic instability (cell enlargement, apoptotic bodies, multinucleated cells and micronuclei) (Fig. 7d). 

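The lists behind these pathways moved apart over time. The camera p-values given here rest on its preset correlation. With the correlation estimated for each set, double-strand break repair passed at 12 h and 24 h, and the other 3 lists at no time point. With cell line shuffled within time points, 24 of 50 splits, the real one included, gave as many set calls. These p-values alone therefore say little, though the mean size of the set medians was 0.488 against at most 0.369 in other splits. Double-strand break repair (52 genes) had a median log2 fold change of -0.14 before induction, -0.26 in induced cells, -0.38 at 3 h, -0.47 at 6 h, -0.63 at 12 h and -0.76 at 24 h (camera, adjusted p = 7.69e-17 with Benjamini-Hochberg adjustment), with 47 of 52 genes lower at 24 h. Chromosome segregation and mitosis (58 genes) stood at -0.16 before induction, and at 0.06 in induced cells and 0.22 at 3 h, values that became -0.28 and -0.37 with scaling to mitochondrially encoded mRNAs. It was at -0.01 at 6 h, -0.39 at 12 h and -0.78 at 24 h (adjusted p = 1.76e-17, camera), with 56 of 58 genes lower, and medians of -0.66, -0.99 and -0.78 in the 3 replicate pairs. The 6 h value was 0.18 without replicate 2. Less the difference before induction, the 24 h median was -0.65. DNA replication (54 genes) stood at -0.19 before induction, and at 0.08 in induced cells, 0.18 at 3 h and 0.11 at 6 h, values that became -0.27, -0.42 and -0.60 with scaling to mitochondrially encoded mRNAs. It reached -0.22 at 12 h and -0.58 at 24 h (adjusted p = 2.91e-12, camera), with 51 of 54 genes lower. Without replicate 2 the 12 h value was -0.03 and did not pass. The ncRNA processing list (87 genes) had medians of -0.22 before induction (adjusted p = 6.99e-25, camera), -0.13 in induced cells, -0.32 at 3 h, -0.29 at 6 h, -0.43 at 12 h and -0.24 at 24 h (adjusted p = 5.07e-04, camera), with 59 of 87 genes lower at 24 h. Less the difference before induction, its 24 h median was -0.03 (adjusted p = 0.835, in a range from 4.62e-06 to 0.835 over 7 settings) and its induced median 0.094. At 24 h an adjusted p-value under 0.05 was reached by 48 lower genes of mitosis, 38 of DNA replication, 43 of double-strand break repair and 43 of ncRNA processing (edgeR, Benjamini-Hochberg over all genes), and adjusted over the list alone by 49, 40, 43 and 43. With the limits on mean and fold change 19, 9, 13 and 0 of these were called. Cluster 2 held 6 of 51 genes of double-strand break repair (one-sided Fisher's exact test, adjusted p = 0.190), 5 of 54 of DNA replication (adjusted p = 0.480), 4 of 58 of mitosis and 5 of 87 of ncRNA processing (adjusted p = 1 for both, Fisher's exact test). In the clustering of the genes called at any time point, the cluster of 1167 genes held 17 of 51 of double-strand break repair (adjusted p = 6.44e-06), 18 of 58 of mitosis (adjusted p = 8.35e-06, Fisher's exact test) and 5 of 87 of ncRNA processing.

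**Figure D3:**
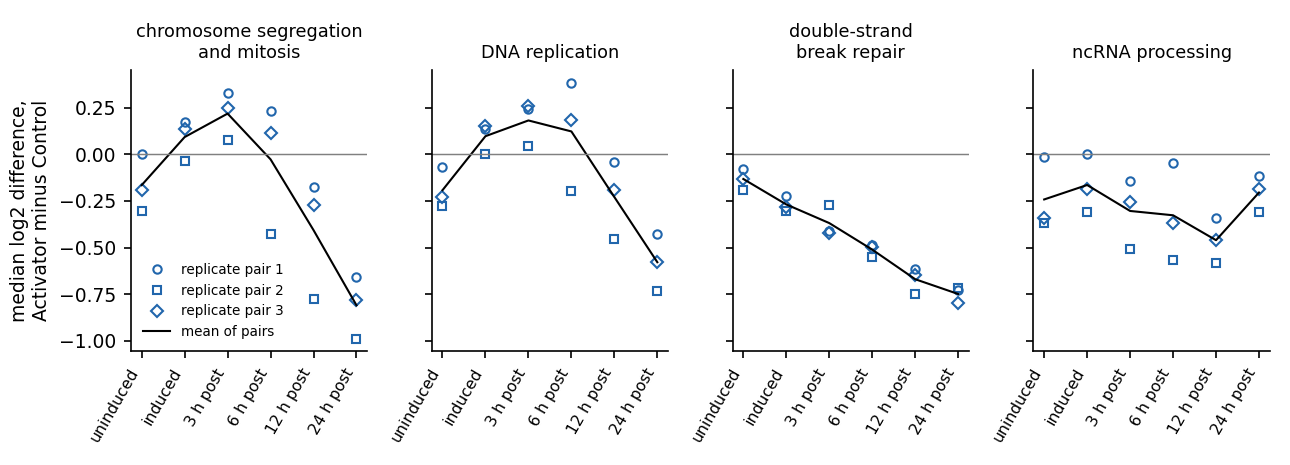
Median log2 fold change of MSR-dCas9-Activator over MSR-dCas9-Control (vertical axis) for 4 gene lists at the 6 time points (horizontal axis). Points are the 3 replicate pairs and lines join their means. All 3 pairs of the mitosis list lie below 0 at 24 h, between -0.66 and -0.99, and those of double-strand break repair between -0.72 and -0.80; at the time points up to 6 h the directions of mitosis and DNA replication above 0 flip with scaling to mitochondrially encoded mRNAs.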

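The largest called fall at 24 h within each list was that of Bub1b in chromosome segregation and mitosis, Fancb in double-strand break repair and Gins1 in DNA replication, while ncRNA processing had none. Bub1b (ENSMUSG00000040084, GRCm38 chromosome 2, 118598211 to 118641591) averaged 2343 ± 95.4 normalised counts (SD, n = 3) in MSR-dCas9-Activator and 7138 ± 510 (SD, n = 3) in MSR-dCas9-Control cells, a log2 fold change of -1.60 (standard error 0.10, adjusted p = 3.21e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fancb (ENSMUSG00000047757, chromosome X, 164980592 to 164997272) averaged 374 ± 46.6 and 985 ± 18.9 (SD, n = 3 each), a log2 fold change of -1.40 (standard error 0.13, edgeR adjusted p = 4.98e-10 with Benjamini-Hochberg adjustment). Gins1 (ENSMUSG00000027454, chromosome 2, 150905400 to 150931280) averaged 382 ± 3.59 and 1072 ± 38.3 (SD, n = 3 each), a log2 fold change of -1.49 (standard error 0.13, edgeR adjusted p = 7.64e-11 with Benjamini-Hochberg adjustment). In the lists of signalling, development and splicing the largest called falls were -1.74 for Fzd2 (Wnt signalling) and -1.56 for Efnb1 (skeletal system and mesenchyme development). They were -1.33 for Plekhg2 (small GTPase signal transduction) and -1.02 for Lsm2 (RNA splicing). Called falls not named here were 28 of replication-dependent histone genes, 5 of integrated stress response genes and 4 of p53 targets. Interferon-stimulated genes and short-lived transcripts had 1 each. Ndufs7, the only called fall of oxidative phosphorylation, averaged 960 ± 112 and 1928 ± 147 normalised counts (SD, n = 3 each). The call of Plekhg2 was lost without the replicate number in the model (adjusted p = 0.0512 from edgeR, Benjamini-Hochberg, in a range from 0.0017 to 0.0512 over 8 settings), with only the 24 h libraries in the fit, and without MSR-dCas9-Activator replicate 1, where the log2 fold change was -1.04. Among the 1922 genes called at 24 h that moved the same way at 12 h and in all 3 replicate pairs, the largest falls were those of Usp29 (ENSMUSG00000051527, chromosome 7, 6730578 to 6967219) with a log2 fold change of -2.61, Gm43921 (ENSMUSG00000107603, chromosome 6, 4506087 to 4507878) with -2.60 and Frmd4b (ENSMUSG00000030064, chromosome 6, 97286867 to 97617541) with -2.58. Usp29 was already at -2.51 before induction. The first 3 rises by fitted log2 fold change were those of Gm10715, Olfr1419 and Gm10721, which had no count in any of the 3 MSR-dCas9-Control libraries at 24 h, so their order and their place above genes with counts are not settled. Against the limit of 3 counts that a count of 0 allows, they were at least 479-fold, 219-fold and 156-fold higher in MSR-dCas9-Activator cells, with 1497 ± 1234, 684 ± 361 and 488 ± 306 normalised counts (SD, n = 3 each). Gm10801 and Gm10800, with counts in both lines, had log2 fold changes of 11.71 (standard error 0.66) and 11.59 (standard error 0.99), more than these bounds. All of these but Olfr1419 hold a match to the MSR guide RNA. Of the 21 genes that the paper names or whose product it stains, 18 were lower at 24 h, with a median log2 fold change of -0.49, and 15 were lower at an adjusted p-value under 0.05 (15 adjusted over the list alone). Cbx5, Cbx3 and Ehmt1 were the 3 called, with -1.11, -1.17 and -1.02. From the fall of repair and mitosis pathways while MSR RNA persists, the paper proposes that cells with lasting MSR overexpression lose control of DNA repair and of chromosome segregation.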

Taken together, these data indicate that a 6 h induction of MSR-dCas9-Activator irreversibly compromises cell viability that is reflected by mitotic defects, high-levels of apoptosis and genomic instability.

## Discussion

### Enforced silencing of MSR transcription

MSR transcription is needed for the developmental progression of the mouse pre-implantation embryo and has been associated with accumulated MSR transcripts to direct establishment and organisation of pericentric heterochromatin^15,16^. Our results support a role for MSR transcripts in the structural organisation of pericentric heterochromatin. When MSR RNA is reduced, either by targeting TALE-Onconase-EGFP to MSR sequences in mESC or by silencing MSR transcription with the MSR-dCas9-Repressor in MEF cells, heterochromatic regions aggregate. This could primarily be caused by increased recruitment of components of the silencing machinery and protein-based coalescence of chromatin domains that contain these silencing factors. In addition, our data with MSR targeted TALE-Onconase-EGFP suggest that MSR RNA may itself also have a function in the structural organisation of heterochromatin. An RNA-based mechanism for a heterochromatic scaffold has been proposed^8,13^, and it is possible, although currently not resolved, that reduced MSR RNA levels will allow for a more clustered focal arrangement of heterochromatin domains.

A recent report showed that a 50% reduction of MSR RNA in mESC resulted in an increase in the number of DAPI-dense regions^9^. This appears to be in contrast to our work with TALE-Onconase-EGFP where we observe less but enlarged DAPI-dense regions. A possible reason for these divergent data may be due to differences in the cultivating conditions of mESC, which can influence their pluripotent state. In our study, we used serum-free media to maintain a high level of mESC pluripotency. Consistent with other reports, the number of DAPI-dense regions are lower at high mESC pluripotency, but increase when mESC start to lose pluripotency^40–42^.

### A threshold limit for MSR deregulation

In contrast to enforced silencing of MSR RNA, focal organisation of heterochromatin is disrupted by massive overexpression of MSR RNA. We used our experimental approach to define a threshold limit of >300-fold deregulation of MSR transcript levels. This threshold limit can explain why in the uninduced MSR-dCas9-Activator cells, a 40-fold increase in MSR transcript levels does not disperse DAPI-dense regions. It also relates that physiologically elevated MSR transcript levels (50–120-fold) during early mouse embryogenesis are below the threshold limit and do not break but rather assist heterochromatin formation^16^. Aberrantly high levels for MSR transcripts are found in several mouse tumour models^17,34^ and satellite RNA is frequently overexpressed in many forms of human cancer^18,19^. We note that the threshold limit for MSR deregulation has been defined in MEF cells and may fluctuate in other cell types, particularly if they differ in the amount or composition of heterochromatin components. Our definition of a threshold limit for MSR deregulation and its implication for inducing mitotic defects and genomic instability helps to provide insight for pathological states of overexpressed MSR transcripts. Persistent overexpression of MSR RNA even after the levels of MSR-dCas9-Activator has declined resulted in impaired chromosome segregation, apoptosis and cell death. Highly elevated MSR transcripts in *Dicer*-deficient mESC have been suggested to be causative for chromosome segregation defects and reduced viability^43^. Our data are consistent with a role of deregulated MSR transcription in driving genome instability and also indicate that a massive over-production of MSR transcripts, significantly above the threshold limit, are lethal and cannot be reverted. We like to suggest that controlled MSR RNA output below the threshold limit can form an RNA-nucleosome scaffold^11,13^ or an RNA-chromatin scaffold^8^ to stabilise heterochromatin structure, while a massive overshoot of MSR RNA disrupts the structural organisation of heterochromatin.

### A transcriptionally hyperactive chromatin state drives heterochromatin disruption

The MSR-dCas9-Activator mediated heterochromatin disruption is similar to perturbed heterochromatin organisation following targeting of transcriptional activators to the nuclear lamina^44^ or to core heterochromatin^10^. In all these cases, heterochromatin disruption is associated with an increase in histone H3 acetylation. Further, a global increase in histone acetylation through the use of HDAC inhibitors has been shown to redistribute DAPI-dense regions to the nuclear periphery and to impair heterochromatin organisation^45^. If histone acetylation is inhibited during induction of MSR-dCas9-Activator, dispersion of DAPI-dense regions is prevented, but MSR overexpression is also impeded. By inhibiting both RNA transcription and histone acetylation during the induction of MSR-dCas9-Activator, an additive effect on preventing heterochromatin disruption is observed. While we are not excluding a role for MSR RNA, these data suggest that a transcriptionally hyperactive chromatin state is the major driver for the disruption of heterochromatin. As with an MSR RNA threshold limit, there may also be a threshold limit for histone acetylation and associated transcriptional activators above which heterochromatin organisation becomes disrupted. This is in agreement with past research showing that the insertion of strong enhancers into heterochromatic regions^46^ or enforcing transcriptional activity within heterochromatin^10^ can override heterochromatin silencing. To determine whether and/or to what degree MSR RNA output per se is influencing the structural organisation of heterochromatin, a transcriptionally hyperactive chromatin state would need to be uncoupled from the process of transcription. This could possibly be approached through the use of a single-unit RNA polymerase, such as T7 RNA polymerase, which does not require transcriptional co-factors or an activated chromatin state (but it requires chromatin access). It would be interesting to explore whether an inducible MSR-dCas9-T7 RNA polymerase could be targeted to mouse pericentric heterochromatin and generate MSR transcripts.

### MSR DNA repeat arrays as a solid heterochromatin scaffold

A great amount of research has focused on how pericentric heterochromatin is organised^2,6^. One model suggests that liquid-liquid phase separation drives heterochromatin formation^9,47,48^. Other biophysical models propose that (hetero)chromatin is a polymer^10,49^ and can be considered as an immobile solid^50^ where liquid (hetero)chromatin factors coalesce and form phase-separated compartments^10,49^. While reconstituted nucleosomes can undergo liquid-liquid phase separation that is partially antagonised by histone acetylation^51^, histone acetylation disperses but does not liquify chromatin in living cells^49^.

If RNA-protein condensates and HP1 are drivers for heterochromatin organisation, then loss of HP1 should result in disordered DAPI-dense regions. Indeed, mESC triple-deficient for HP1α, HP1β, and HP1γ show dispersion of DAPI-dense foci but also have significantly reduced H3K9me3 signals^52^. This is consistent with a previous study in MEF cells ablating all six H3K9 methyltransferase enzymes (KMT). In these 6KO H3K9 KMT mutant MEF cells, DAPI-dense regions were highly disrupted and had lost all H3K9 methylation and HP1 localisation^35^. In addition, MSR transcripts (and transcripts of other repeat classes) were massively derepressed^35^. In contrast, Suv39h double-null MEF cells also lack pericentric H3K9me3 and HP1α localisation but up-regulate MSR transcripts by only less than 5-fold. Intriguingly, *Suv39h* double-null MEF cells preserve the focal organisation of DAPI-dense regions, although HP1α localisation is nuclear diffuse^35,36^. Targeting of a dCas9-VPR to heterochromatin in *Suv39h* double-null MEF cells has been shown to disperse DAPI-dense regions^10^. Thus, the focal organisation of pericentric heterochromatin may involve other mechanisms independent of HP1α which, however, also appear to be influenced by an MSR RNA overshoot and an activated chromatin state of MSR repeats.

In the current study, dispersed DAPI-dense regions following the induction of the MSR-dCas9-Activator still maintained their ‘heterochromatic’ signature, i.e. the presence of H3K9me3 and localisation of HP1 proteins. Regardless of how high the levels of MSR transcripts are modulated, HP1 remains associated with the dispersed DAPI-dense (i.e. A/T-rich MSR repeat DNA) regions. HP1 proteins have been shown to dimerise^53^ and stabilise a heterochromatic nucleosome structure^54^. HP1 also binds to RNA^55^ and HP1α association with dispersed DAPI-dense regions is lost by RNase A incubation of permeabilised MSR-dCas9-Activator MEF cells. In a model, where a more compact heterochromatin scaffold is largely formed by multivalent HP1-HP1 contacts, an overshoot of MSR RNA would saturate HP1 RNA binding and disfavour inter-nucleosomal protein-protein interactions. This would be consistent with RNA to be a buffer in modulating phase separation of RNA-protein condensates and where high RNA concentrations counteract the transition to more solid-like assemblies^56,57^.

Mouse pericentric heterochromatin in *M. musculus* is characterised by large arrays of reiterated copies of the MSR consensus unit (234 bp)^3^. These A/T-rich MSR repeat arrays can incorporate >10,000 copies of major satellite sequences at the pericentric regions of chromosomes^26,58^ and are visualised as the classic DAPI-dense regions. This focal organisation of pericentric heterochromatin in *M. musculus* is likely to be further enhanced by the biophysical properties of the A/T-rich MSR DNA and the reiterative nature of MSR repeat units which has been proposed to adopt a non-B-form DNA configuration^59^ and to allow for RNA:DNA hybrid formation^13^. The arrangement and DNA sequence of major satellite repeats is not conserved in closely related mouse (e.g. *M. spretus*) or other rodent species and also not in human heterochromatin^60^. Strikingly, MEF cells from *M. spretus* do not have focal heterochromatic regions^60^. Focal pericentric heterochromatin organisation follows MSR repeat abundance as observed in *M. musculus* x *spretus* hybrid oocytes.^61^ Our data support a model for mouse pericentric heterochromatin organisation, where the underlying A/T-rich MSR repeat DNA and associated MSR RNA form a polymer scaffold that dictates the spatial distribution of HP1 and the dynamic folding of heterochromatic foci.

In summary, our study highlights the importance of restricted MSR RNA output and provides insights for the structural organisation of pericentric heterochromatin and MSR RNA modulation of genome stability.

## Methods

### Generation of inducible MSR-dCas9-effector components

To generate inducible dCas9-effector components the following plasmids were obtained from Addgene: pB-TRE-dCas9-VPR (63800), pB-CAGGS-dCas9-KRAB-MeCP2 (110824), pB-CAGGS-dCas9 (118023) and pB-U6insert (104536). The plasmids pB-CAGGS-dCas9-KRAB-MeCP2 and pB-CAGGS-dCas9 were digested with AseI and PmeI. This plasmid fragment was then inserted into the AseI-PmeI digested pB-TRE-dCas9-VPR to create the inducible version of dCas9-KRAB-MeCP2 and dCas9; pB-TRE-dCas9-KM and pB-TRE-dCas9. The gRNA sequence to target MSRs, GAAATGTCCACTGTAGGACG, was PCR amplified with the scaffold sequence and cloned into the AgeI and EcoRI restriction sites of the plasmid pB-U6insert. This newly generated plasmid containing the gRNA and scaffold was then PCR amplified to obtain a DNA fragment containing the U6 promoter and the gRNA and scaffold. This fragment was digested with SpeI and cloned into the SpeI site of pB-TRE-dCas9-KM and pB-TRE-dCas9. 

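The guide was compared with the spliced transcripts of the GENCODE M21 annotation, which is on GRCm38, on both strands and with an NGG motif next to the match. It matched transcripts of 13 annotated genes, Gm10800 without a mismatch and the other 12 with 1 mismatch each. Gm10800 (ENSMUSG00000075014) lies on chromosome 2 from 98666547 to 98667301 and Gm10801 beside it, Gm21738 lies on chromosome 14, and the other 10 lie on chromosome 9 between 3000282 and 3038316. In induced cells Gm10800 averaged 259173 normalised counts in the MSR-dCas9-Activator line and 106 in the MSR-dCas9-Control line, a log2 fold change of 10.66 (standard error 0.96, adjusted p = 4.23e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median over the 13 genes was 9.88 in induced cells, or 9.33 with the 5 genes that had at most 3 counts in every induced MSR-dCas9-Control library set at their lowest possible change. The other 28529 genes tested had a median of 0.10. Together the 13 genes took 0.797% of gene counts in induced MSR-dCas9-Activator cells and 1.90% at 12 h after removal of doxycycline, against 5.12e-04% in the MSR-dCas9-Control line.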

The final plasmids are: pB-TRE-gMSR3-dCas9, pB-TRE-gMSR3-dCas9-KM and pB-TRE-gMSR3-dCas9-VPR where the gRNA is constitutively expressed within the same plasmid backbone as the inducible dCas9-effectors. See Supplementary Table 1 for oligonucleotide and primer sequences.

### Generation of inducible MSR-dCas9-effector MEF cells and cell culture

Inducible MSR-dCas9-effector MEF cells were created with the PiggyBac transposon system (SBI) following the manufacturer’s protocol. In brief, 7.5 × 10^4^ cells were plated per well of a 6-well plate. The next day, the PiggyBac plasmid was transfected together with either pB-TRE-gMSR3-dCas9, pB-TRE-gMSR3-dCas9-KM or pB-TRE-gMSR3-dCas9-VPR using Lipofectamine 3000 to generate MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cell lines. Of, 72 h post-transfection, selection was carried out in complete medium supplemented with 400 μg/ml hygromycin until confluency was reached. MSR-dCas9-effector cells were maintained as mixed cell cultures. MSR-dCas9-effector expression was confirmed by western blot and immunofluorescence microscopy using the Cas9 antibody. Cells were maintained in high glucose DMEM (Sigma-Aldrich) containing 10% tet-free FBS (Cytiva), 2 mM L-glutamine (Sigma-Aldrich), 0.1 mM β-mercaptoethanol, 1x non-essential amino acids (Sigma-Aldrich), 1 mM sodium pyruvate (Sigma-Aldrich), and 400 μg/ml hygromycin. For induction studies, MEF cells were treated with 10 or 100 ng/ml doxycycline in complete medium without hygromycin for 6 or 24 h as indicated in the text.

### Flow cytometry analysis for cell viability and cell cycle

Cells treated with or without doxycycline were harvested by trypsinization and then stained with a Pacific Blue-conjugated anti-Annexin V antibody (Invitrogen, A35122, 1:500) and SYTOX Orange (Invitrogen, S11368, 10 nM) according to manufacturer’s protocol. Cell suspensions were then filtered through a 35 μm mesh. 1.0 × 10^5^ cells were analysed using the BD FACSymphony A5 analyzer (BD Bioscience). Data were analysed with the use of FlowJo and GraphPad Prism software. Gating strategy is shown in Supplementary Fig. 9a.

For cell cycle analysis, cells were plated and treated with or without doxycycline. After induction, cells were harvested, washed with PBS and pelleted. The cell pellet was fixed with 1% paraformaldehyde in PBS for 10 min at room temperature and then neutralized with glycine (final concentration of 125 mM). Cells were washed with FACS buffer (PBS, 0.5% BSA, 5 mM EDTA). Cells were pelleted and resuspended in permeabilization buffer (00-8333-56, Invitrogen) containing APC-eFluor780 conjugated anti-Ki-67 antibody (47-5698-82, Invitrogen, 1:200) and DAPI (1:1000) and incubated for 30 min on ice. Cells were washed with permeabilization buffer and resuspended in FACS buffer. Cell suspensions were then filtered through a 35 μm mesh prior to flow cytometry. 1.0 × 10^5^ cells were analysed using the BD FACSymphony A5 analyzer (BD Bioscience). Data were analysed with the use of FlowJo. Gating strategy shown in Supplementary Fig. 9b. Flow cytometry experiments were performed in triplicate.

### RNA polymerase II and histone acetyltransferase (HAT) inhibitor treatments

2.0×10^5^ cells were plated per well of a 6-well dish. To inhibit RNA polymerase II, cells were first induced with doxycycline for 1 hr. After induction, the cells were washed with PBS and replaced with fresh media containing 300 μM 5,6-Dichlorbenzimidazol 1-β-D-Ribofuranosid (DRB) (Sigma-Aldrich, D1916) for 5 h. To inhibit HAT activity, cells were induced with doxycycline in the presence of 1, 5, or 10 μM of A-485 (Sigma-Aldrich, SML2192). To inhibit both RNA polymerase II activity and HAT activity, cells were first induced with doxycycline for 1 h in the presence of A-485 (0, 1, 5, or 10 μM). Cells were then washed with PBS and replaced with fresh media containing A-485 (0, 1, 5, or 10 μM) with or without 300 μM DRB for 5 h.

### Cell cycle synchronisation with RO-3306

Of, 1.0 × 10^5^ cells were plated per well of a 6-well dish. The next day, medium was exchanged to synchronise cells at the G2/M phase of the cell cycle and induced for the expression of the MSR-dCas9-effector components. Medium containing 1 mM RO-3306 (Sigma-Aldrich, SML0569) for uninduced cells, medium containing 1 mM RO-3306 and 10 ng/ml of doxycycline for MSR-dCas9-Control MEF cells, or medium containing 1 mM RO-3306 and 100 ng/ml of doxycycline for MSR-dCas9-Repressor MEF cells was exchanged and incubated for 24 h. MSR-dCas9-Activator MEF cells were incubated with medium containing 1 mM RO-3306 for 18 h and then with medium containing both 1 mM RO-3306 and 10 ng/ml of doxycycline for the final 6 h. Unsynchronised and RO-3306 synchronised MSR-dCas9-effector MEF cells were processed for flow cytometry cell viability assay. To analyse cell viability post-RO-3306 synchronisation, samples were collected 24 h after removal of RO-3306 and processed for immunofluorescence microscopy and flow cytometry cell viability assay. To analyse cell viability under continued RO-3306 synchronisation, RO-3306-synchronised induced and uninduced cells were transferred to medium containing RO-3306 and without doxycycline for 24 h (RO-3306 blocked). Samples were then processed for flow cytometry cell viability assay and immunofluorescence microscopy.

### Preparation of mitotic chromatin stages

To monitor cells as they progress through mitosis from a G2/M-synchronisation, RO-3306-synchronised induced or uninduced cells were transferred to medium without RO-3306 or doxycycline and harvested every 30 min for the next 2.5 h. Cell samples were then processed for western blotting or immunofluorescence microscopy as described below.

### Cellular extracts and western blot analysis

Of, 5.0 × 10^4^ cells were plated per well of a 6-well plate. The three MSR-dCas9-effector cell lines were induced in such a way that all induction time lengths would be complete at the same time 24 h later. Cells were harvested with trypsin, pelleted and washed with PBS. Cell pellets were lysed in 2X Laemmli buffer. For the mitotic analysis, cells were washed with PBS and then lysed in RIPA buffer. Samples were then sonicated (30 s ON, 30 s OFF, 7 cycles) (Bioruptor, Diagenode) and centrifuged at maximum speed at 4 °C for 10 min to recover the supernatant. SDS-PAGE analysis was conducted according to standard procedures, with antibodies against Cas9 (Cell Signalling, 14697, 1:1000), GAPDH (Santa Cruz, sc-32233, 1:2000), H3S10ph (Millipore, 06-570, 1:500), H3 (Abcam, ab1791, 1:50000), H3K4me3 (Abcam, ab8580, 1:5000), H3K9me3 (Abcam, ab8898, 1:20000), H3K27me3 (Diagenode, C15410195, 1:2000), H3K36me3 (Abcam, ab9050, 1:2000), and H3 pan-acetyl (Abcam, ab47915, 1:5000). Blots were imaged using a ChemiDoc system (Bio-Rad) and analysed using Image Lab programme (Bio-Rad). Western blots were performed in triplicate.

### Immunofluorescence microscopy

Cells were fixed and permeabilised in cold methanol at −20 °C for 20 min. After rehydration and washing with PBS, samples were incubated with antibodies diluted in PBS containing 5% donkey serum (Jackson ImmunoResearch, 017-000-121). H3K4me3 (Abcam, ab8580, 1:2000), H3K9me3 (Abcam, ab8898, 1:2000), H3K27me3 (Diagenode, C15410195, 1:2000), H3K36me3 (Abcam, ab9050, 1:2000), H3 pan-acetyl (Abcam, ab47915, 1:2000), Cas9 (Cell Signalling, 14697, 1:800), HP1α (Abcam, ab203432, 1:500), HP1β (Cell Signalling, 8676, 1:800), HP1γ (Cell Signalling, 26193, 1:100), RNA Pol II Ser5phos (Cell Signalling, 13523, 1:2000), CREST (Immunovision, HCT-0100, 1:500), and HMGA1 (Abcam, ab129153, 1:2000). After antibody labelling, samples were mounted with VECTASHIELD (Vector Laboratories, H-1200-10) containing DAPI and imaged at 63x magnification with an LSM900-Airyscan2 confocal microscope (Zeiss) using the Airyscan super-resolution (SR) mode and ZEN blue software (Zeiss).

To determine the percentages of undispersed vs dispersed DAPI-dense regions for the doxycycline titration and doxycycline induction time course experiments, single-blinded counts from three independent experiments were performed. MEF cells were considered to have dispersed DAPI-dense regions if they displayed non-focal DAPI patterns.

For the analysis of mitotic chromatin stages, cells were immobilized on slides by Cytospin (Thermo Scientific), washed with PBS, fixed at room temperature with 4% PFA for 15 min and permeabilised with 0.5% Triton X-100 for 5 min. Samples were then stained with an antibody against H3S10ph (Millipore, 06-570, 1:500) and mounted with VECTASHIELD (Vector Laboratories, H-1200-10) containing DAPI. Mitotic chromatin stages were imaged at ×63 magnification with an LSM780 confocal microscope (Zeiss). Maximum intensity projections of the mitotic stages were made with the ZEN Black software (Zeiss). The percentage of mitotic cells was calculated as a fraction of H3S20ph-positive cells to all cells.

### Indirect immunofluorescence and DNA FISH

Cells were grown on glass coverslips, washed with PBS, fixed at room temperature with 2% paraformaldehyde (PFA) in PBS for 10 min and permeabilised with 0.5% Triton X-100 for 5 min. Immunofluorescence was performed as described above, with antibodies against Cas9 (Cell Signalling, 14697, 1:800). Samples were post-fixed for 10 min with 4% PFA in PBS prior to DNA FISH detection. Samples were dehydrated with increasing concentrations of ethanol (70%, 90%, 100%) and left to air dry. LNA probes against MSRs (see Supplementary Table 1) were diluted to a final concentration of 3 nM for each probe in hybridisation solution (2X SSC, 50 mM sodium phosphate pH 7.0, 60% formamide). The probe solution was added to the samples and covered with a coverslip and denatured at 80 °C for 3 min. Probe hybridisation occurred at 37 °C for 1 h. Slides were washed in 2X SSC in 60% formamide at 37 °C. Then subsequently washed at room temperature with 2X SSC. Blocking buffer (4X SSC, 0.1% Tween 20, 5% BSA) was added to the slides for 15 min. FISH probes were detected with Streptavidin-A555 (Invitrogen, 521381, 1:1000) diluted in blocking buffer. Slides were washed in 2X SSC and subsequently mounted with VECTASHIELD (Vector Laboratories, H-1200-10) containing DAPI.

### RNA FISH analysis for strand-specific MSR repeat transcripts

RNA FISH^62^ was performed with the following modifications. Cells were grown on glass coverslips and were uninduced or induced with doxycycline, washed with cold PBS, and subsequently washed with cold CSK buffer (100 mM NaCl, 3 mM MgCl_2_, 300 mM Sucrose, 10 mM PIPES pH 6.8) containing 10 mM RVC (Ribonucleoside-Vanadyl Complex, NEB, S1402) for 30 s. Cells were then permeabilised with CSK buffer containing 10 mM RVC and 0.5% Triton X-100 for 5 min on ice. After washing with CSK containing 10 mM RVC, cells were fixed with 4% PFA in PBS for 10 min. After washing with PBS, samples were treated without RNase A or treated with 1 mg/ml RNase A (Invitrogen, EN0531) in PBS for 20 min at room temperature. After RNase treatment, samples were dehydrated in an increasing gradient of ethanol concentrations (70%, 80%, 90%, 100%) and left to air dry. LNA probe mixes detecting either the purine-rich transcript (AS probe) or pyrimidine-rich transcript (S probe) (see Supplementary Table 1) were diluted in 100% formamide and denatured at 80 °C for 10 min and then placed on ice for 10 min. The probe mixes were then added to the samples and hybridised at 37 °C for 3 h. Samples were then washed with 2X SSC with 50% formamide at 37 °C, 2X SSC at 37 °C, 1X SSC at room temperature, and 4X SSC at room temperature. To detect the FISH probes, samples were incubated with Streptavidin-A555 (Invitrogen, 521381, 1:500) diluted in detection buffer (4X SSC, 1% BSA, 40 mM RVC). Samples were washed with 4X SSC, 4X SSC with 0.1% Triton X-100, and subsequently with 4X SSC. Slides were mounted with VECTASHIELD (Vector Laboratories, H-1200-10) containing DAPI.

### Quantitative imaging and linescans

For the sphericity and volume measurements, optical z-stacks were obtained from samples prepared for DNA FISH detecting MSR using an LSM900-Airyscan2 confocal microscope (Zeiss) using the Airyscan super-resolution (SR) mode. Images were then processed with Imaris (9.7.0) microscopy analysis software. 3D masks were created from the MSR-FISH fluorescence channel and the volume and sphericity was then calculated. Data visualisation was performed in R (4.1.2) using ggplot2 (3.3.5)^63^.

Linescans were performed using Fiji (2.9.0) on images of single optical slices obtained from an LSM900-Airyscan2 confocal microscope (Zeiss) using the Airyscan super-resolution (SR) mode. Using the line tool, a line of 20 μm in length and 20 pixels wide was drawn and pixel intensities in the various fluorescence channels were obtained and normalised. Linescan plots from these fluorescence intensity profiles were performed in R (4.1.2) using ggplot2 (3.3.5)^63^. Images were obtained from three independent experiments.

For the imaging analysis of undispersed vs dispersed DAPI-dense regions, MEF cells were counterstained with DAPI and single-optical slices in the z-axis were obtained. Cells were individually scored by visual inspection for either focal DAPI-dense regions (undispersed) or non-focal DAPI-dense regions (dispersed).

### RT-qPCR analysis for repeat transcripts

Cells were plated in 10 cm cell culture dish and treated with or without doxycycline. After harvesting the cells, total RNA was extracted with TRI Reagent (Sigma-Aldrich, 93289). The remaining DNA was digested with TURBO DNase (ThermoFisher Scientific, AM2238), followed by clean-up with RNA Clean & Concentrator (Zymo Research, R1013). cDNA was created using Maxima reverse transcriptase (ThermoFisher Scientific, EP0742) using random hexamers following the manufacturers protocol. qPCR mixes contained diluted cDNA with 2X SYBR Select Master Mix (ThermoFisher Scientific, 4472920) and 200 nM of target-specific forward and reverse primers (See Supplementary Table 1) in a total volume of 10 μl. qPCR was performed using a QuantStudio 6 Flex qPCR machine (Applied Biosystems). Cycle threshold (Ct) values were used to calculate normalised expression (ΔΔCt method).

### Purification of nucleic acids for RNA:DNA hybrid detection

Of, 2.5 × 10^6^ induced or uninduced cells were harvested and washed in PBS. The pellet was resuspended in Lairds buffer (100 mM Tris pH8.5, 200 mM NaCl, 5 mM EDTA, 0.2% SDS). The samples were sonicated (45 s OFF, 15 s ON, 12 cycles) using a Bioruptor (Diagenode). After sonication, 0.2 mg/ml of proteinase K (ThermoFisher Scientific, AM2546) was added and incubated overnight at 55 °C. Total nucleic acids were purified with phenol:chloroform:isoamyl alcohol (Roth, A156.3), precipitated with 2 volumes of cold ethanol and 1/3 volume of 7.5 M ammonium acetate, and washed with 70% ethanol. The air-dried pellet and resuspended in nuclease-free water.

### RNA:DNA hybrid dot blot

In total, 7.5 μg of total nucleic acid was treated with 1.5 μl of RNase H (NEB, M0297) ( + RNase H) or with 1.5 μl of water (–RNase H) for 30 min at 37 °C. The treatment was repeated twice and purified using a Gel & PCR Clean up kit (Macherey & Nagel, 740609) and diluted to a final concentration of 50 ng/μl. In total, 100 ng of purified nucleic acids were spotted on Hybond N+ membrane (Amersham, RPN303B) and baked for 2 h at 80 °C. Detection was performed using standard immunoblot techniques. Membranes were rinsed in TBST (Tris buffered saline, 0.1% Tween 20) and blocking buffer (TBST, 5% milk powder) was added. The S9.6 antibody (Kerafast, Ab01137-23.0, 1:10000) and the secondary HRP-conjugated antibody were diluted in blocking buffer. All membrane washes were done with TBST. The membranes were developed with ECL (ThermoFisher Scientific, 32106) and imaged with a ChemiDoc system (Bio-Rad) and analysed using Image Lab programme (Bio-Rad). After ECL development, the membranes were washed with TBST, and stained with SYBR Gold nucleic acid stain (ThermoFisher Scientific, S11494, 1:200000) for 15 min and washed for 40 min. Images were obtained using the Axygen Gel Documentation system (Corning). Quantification of total nucleic acids was performed using Fiji (2.9.0).

### RNA:DNA immunoprecipitation (RDIP)

RDIP procedure was adapted from Sanz and Chédin^64^ and described as follows. 10 μg of total nucleic acid was treated with 2 μl of RNase H (NEB, M0297) ( + RNase H) or with 2 μl of water (-RNase H) for 30 min at 37 °C. The treatment was repeated twice and the reaction was stopped with EDTA. 2 μg of the treated nucleic acids was diluted in TE buffer and 10% was kept as input. 10X DRIP binding buffer (100 mM sodium phosphate pH 7, 1.4 M NaCl, 0.5% Triton X-100) was added to the remaining 90% of the sample to make it 1X DRIP binding buffer. 2 μg of S9.6 antibody (Sigma-Aldrich, MABE1095) was and incubated overnight at 4 °C. 25 μl of protein G Dynabeads (ThermoFisher Scientific, 10003D) were washed in 1X DRIP binding buffer. The beads were then added to the samples and incubated for 2 h at 4 °C. Bead-antibody-hybrid complexes were then washed with 1X DRIP binding buffer at room temperature and eluted in DRIP elution buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.5% SDS). Proteinase K (ThermoFisher Scientific, AM2546) was added to a final concentration of 0.5 μg/μl and incubated for 45 min at 55 °C. Immunoprecipitated RNA:DNA hybrids were purified using a Gel & PCR Clean up kit (Macherey & Nagel, 740609).

### RNA sequencing

Total RNA was extracted with TRI Reagent (Sigma-Aldrich, 93289) and remaining DNA was digested with TURBO DNase (ThermoFisher Scientific, AM2238), followed by clean-up with RNA Clean & Concentrator (Zymo Research, R1013). Total RNA libraries were prepared using the TruSeq Stranded Total RNA Library Prep Gold (Illumina, 20020598). Paired-end, 150 bp reads were generated with Illumina HiSeq3000 sequencer with a depth of 50 million reads per sample. Three biological replicates were sequenced per cell line.

### RNA-seq analysis

Unprocessed reads were first quality and adapter trimmed using cutadapt^65^ version 1.8.1 using a quality threshold of 20. Reads were then aligned to the GRCm38 genome from Ensembl using STAR^66^ version 2.5.2b, with settings as recommended by TEtranscripts^67^. Both repeats and genes were then quantified using TEtranscripts version 2.0.3 and differentially expressed repeat elements determined using DESeq2 package version 1.34.0^68^. For analysis of repeat element expression, library size factors as computed from the gene expression data were used rather than recomputing these using the expression metrics of the repeat elements themselves. Data visualisation was performed in R version 4.1.2 using the ggplot2 version 3.3.5^63^ and ggpubr version 0.4.0 packages.

To merge the datasets from this current study with the studies from Montavon et al. (2021) and Zhu et al. (2018), we used constant genes (genes that are not differentially expressed and have a basemean >10) to extract the size factors and then we applied the size factors to normalise the three datasets.

To extract differentially expressed genes for the RNA-seq data following MSR-dCas9-effector cells during and post-induction, DESeq2 was applied using the replicate, timepoint, and condition in the design formula. Genes that had a basemean >100, >2-fold change in expression, and an adjusted *p* value < 0.05 were considered differentially expressed. K-means clustering and heatmap plotting was performed using pheatmap R package (1.0.12). Gene ontology analysis was performed using clusterProfiler (4.10.1)^69^.

### Proportional conversion of RT-qPCR values to normalised RNA-seq counts

To calculate the threshold limit of MSR expression for the normalised RNA-seq counts, the lower and upper threshold limits obtained from RT-qPCR (Fig. 4b) was converted to an equivalent value of normalised RNA-seq counts. To determine the conversion factor (CF) the following formula was used:

$${CF}=\frac{\left({\rm{normalised}} \; {\rm{counts }}\; {\rm{RNA}}{\mbox{-}}{\rm{seq}}\right)}{\left({\rm{normalised }}\; {\rm{RT}}{\mbox{-}}{\rm{qPCR}}\; {\rm{values}}\right)}$$

$${{CF}}_{\rm{avg}}=\frac{{{CF}}_{({-}{\rm{dox}},0 \; {\rm{ng}}/{\rm{ml}})}+{{CF}}_{(+{\rm{dox}},10 \; {\rm{ng}}/{\rm{ml}})}}{2}$$

The average conversion factor was then applied to the RT-qPCR values to calculate the normalised RNA-seq counts for the 2 ng/ml and 3 ng/ml dox induction condition:

$${{normalised}}\; {{count}}=({{CF}}_{\rm{avg}})({\rm{normalised}} \; {\rm{RT}}{\mbox{-}}{\rm{qPCR}}\; {\rm{value}})$$

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data

## Data Availability

The RNA-seq datasets generated in this study have been deposited in the GEO repository under the accession code GSE287837. The data and any unique materials are available from the corresponding author upon reasonable request. All oligonucleotides used in this study are provided in Supplementary Table 1. Source data are provided with this paper.

# Supplementary material for: Forced expression of MSR repeat transcripts above a threshold limit breaks heterochromatin organisation
**Source:** Nat Commun. 2025 Jul 11;16:6420. doi: 10.1038/s41467-025-61586-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Forced expression of MSR repeat transcripts above a threshold limit breaks heterochromatin organisation**

Reagan W. Ching<sup>1,\*</sup>, Kalina M. Swist-Rosowska<sup>1</sup>, Galina Erikson<sup>1</sup>, Birgit Koschorz<sup>1</sup>, Bettina Engist<sup>1</sup>, and Thomas Jenuwein<sup>1,\*</sup>

This file includes:

Supplementary Methods

Supplementary Figures 1-9

Supplementary Table 1

Supplementary References

## **SUPPLEMENTARY METHODS**

### **Generation of dn57/Suv39h2-mCherry mESC**

In a previous study<sup>1</sup>, a mESC cell line was generated to express Suv39h2-EGFP in *Suv39h* double-null mESC (dn57). For this study, we used Suv39h2 tagged with an alternative fluorescent protein; i.e. the mCherry fluorescent protein. To generate dn57/Suv39h2-mCherry mESC cells, the pCAGGS-Suv39h2-mCherry-IRES-Puro plasmid (see Cloning section below) was linearized with PvuI (NEB) and 5 µg of the linearized plasmid was transfected into dn57 with Xfect (Clontech). 48 h after transfection, cells were selected with mESC medium containing 1 µg/ml puromycin for 7 days. FACS was performed to enrich for Suv39h2-mCherry expressing mESC cells, and the mESC cells were maintained as a mixed population.

### **Generation of dn57/Suv39h2-mCherry/T-Onc-EGFP mESC**

To generate mESC cells that can inducibly express T-Onc-EGFP, dn57/Suv39h2-mCherry mESC cells were transfected with the plasmid expressing the PiggyBac transposase (SBI) together with the pPB-TRE-TALYM3B15-Onconase-EGFP plasmid (see Cloning section below) using Xfect (Clontech). 48 h after transfection, mESC were selected with complete mESC medium containing 100 µg/ml hygromycin. The same procedure was followed for the creation of the inducible T-EGFP control mESC, except the pPB-TRE-TALYM3B15-EGFP plasmid was transfected with the PiggyBac transposase plasmid. The mESC cells were maintained as a mixed population. T-EGFP and T-Onc-EGFP expression was confirmed by western blot and immunofluorescence microscopy using the GFP antibody.

### **Cell culture of mESC**

mESC cells were cultured on 2% gelatin-coated dishes and maintained in high glucose DMEM medium (Sigma-Aldrich) containing 15% Serum Replacement (Thermo Fisher Scientific), 100 U/ml penicillin and 100 µg/µl streptomycin (Sigma-Aldrich), 2 mM L-glutamine (Sigma-Aldrich), 0.1 mM beta-mercaptoethanol, 1x non-essential amino acids (Sigma-Aldrich), 1 mM Na-pyruvate (Sigma-Aldrich), and 1 ml of homemade Leukemia Inhibitory Factor (LIF). For the culturing of dn57/Suv39h2-mCherry rescued mESC cells, mESC medium was supplemented with 1 µg/ml puromycin (Sigma-Aldrich). For the culturing of inducible dn57/Suv39h2-mCherry/T-EGFP and dn57/Suv39h2-mCherry/T-Onc-EGFP cells, mESC medium was supplemented with 1 µg/ml puromycin (Sigma-Aldrich) and 100 µg/ml hygromycin (Sigma-Aldrich).

### **Cloning of Suv39h2-mCherry**

To generate the pCAGGS-Suv39h2-mCherry-IRES-Puro plasmid, the mCherry coding sequence was PCR-amplified from the pCI-Neo\_K9-mCherry plasmid (Jenuwein Laboratory, #834) and ligated into the AgeI-NotI digested pCAGGS-Suv39h2-EGFP-IRES-Puro<sup>1</sup> to replace the EGFP coding sequence with the mCherry coding sequence. Plasmids were sequence verified.

### **Cloning of inducible T-Onc-EGFP**

To generate the plasmid that contains the doxycycline inducible T-Onc-EGFP, the doxycycline inducible T-EGFP control plasmid was first created. The T-EGFP coding sequence was PCR-amplified from the pTALYM3B15 plasmid<sup>2</sup> (Addgene, #47878) and cloned into the NheI-PmeI digested pPB-TRE-dCas9-VPR (Addgene, #63800) by Gibson assembly to generate the pPB-TRE-TALYM3B15-EGFP plasmid. The Onconase-EGFP coding sequence was purchased as a synthetic gene from Integrated DNA Technologies (IDT), PCR-amplified, and cloned into the BamHI digested pPB-TRE-TALYM3B15-EGFP plasmid by Gibson assembly. Plasmids were sequence verified.

### **Western Blot analysis for inducible T-EGFP or T-Onc-EGFP**

dn57/Suv39h2-mCherry/T-EGFP and dn57/Suv39h2-mCherry/T-Onc-EGFP mESC were induced with 0, 10, or 100 ng/ml doxycycline for 48 h. Cells were then trypsinised, harvested, and washed twice with PBS. To prepare protein lysates, cell pellets were lysed in RIPA buffer (Pierce) containing protease inhibitors (cOmplete EDTA-free protease inhibitors, Roche), and sonicated (30s ON, 30s OFF, 15 cycles) (Bioruptor, Diagenode). These samples were then processed for western blotting with antibodies against GFP (600-141-215, Rockland, 1:1000), and GAPDH (sc-32233, Santa Cruz, 1:1000).

### **RT-qPCR analysis for MSR expression in inducible T-EGFP or T-Onc-EGFP mESC**

dn57/Suv39h2-mCherry/T-EGFP and dn57/Suv39h2-mCherry/T-Onc-EGFP mESC were induced with 10 ng/ml doxycycline for 48 h and then processed for RT-qPCR. Total RNA was extracted with TRI Reagent (Sigma-Aldrich, 93289). The remaining DNA was digested with TURBO DNase (ThermoFisher Scientific, AM2238), followed by clean-up with RNA Clean & Concentrator (Zymo Research, R1013). cDNA was created using Maxima reverse transcriptase (ThermoFisher Scientific, EP0741) using random hexamers following the manufacturers protocol. qPCR mixes contained diluted cDNA with 2X SYBR Select Master Mix (ThermoFisher Scientific, 4472920) and 200 nM of target-specific forward and reverse primers (See Supplementary Table 1) in a total volume of 10 µl. qPCR was performed using

a QuantStudio 6 Flex qPCR machine (Applied Biosystems). Cycle threshold (Ct) values were used to calculate normalised expression ( $\Delta\Delta C_t$  method).

### **Immunofluorescence microscopy of inducible T-EGFP or T-Onc-EGFP mESC**

dn57/Suv39h2-mCherry/T-EGFP and dn57/Suv39h2-mCherry/T-Onc-EGFP mESC were induced with 10 ng/ml doxycycline for 48 h. mESC cells were harvested and immobilized on glass slides using a Cytospin (Thermo Scientific). After immobilization, slides were washed with PBS, fixed at room temperature with 4% PFA for 15 min, and permeabilized with 0.5% Triton X-100 for 5 min. Samples were then simultaneously stained using the antibodies GFP (600-141-215, Rockland, 1:1000) and mCherry (M11217, Invitrogen, 1:1000), and subsequently mounted with VECTASHIELD (Vector Laboratories, H-1200-10) containing DAPI. Images were acquired at 63x magnification with an LSM780 confocal microscope (Zeiss). Maximum intensity projections of the mESC were made with the ZEN Black software (Zeiss).

### **Time course of MSR-dCas9-effectors post-induction**

MSR-dCas9-effectors MEF cells were induced with doxycycline (24 h for MSR-dCas9-Control and MSR-dCas9-Repressor, 6 h for MSR-dCas9-Activator). After induction, cells were washed with PBS and replaced with fresh media without doxycycline. Samples were collected at the following times: 1) Prior to induction (uninduced), 2) After induction (induced), and 3) 3, 6, 12 and 24 h post-induction (3, 6, 12, 24, respectively). The samples at the various time points were then processed for western blot analysis and total RNA purification for RT-qPCR analysis and RNA sequencing (see Methods).

### **RNase A treatment**

Microscope slides (Superfrost, Eprexia) were coated with a solution of 0.7% low-melting-point agarose prepared in water and left to dry completely prior to cell harvesting. dCas9-MSR-Activator MEF cells were harvested by trypsinisation, washed and resuspended in PBS. This cell suspension was then mixed with an equal volume of 1.4% low melting point agarose prepared in PBS and kept at 37°C. 50  $\mu$ l of the cell suspension was spotted onto the agarose-coated slides and covered with a 22x22 mm coverslip. The slides were then placed on a 37°C thermoblock for 3 min to allow the cells to sediment. The slides were then placed onto an ice-cold metal block for 3 min to solidify the agarose. Coverslips were gently removed and the slides were placed in a dish containing fresh culture medium with or without 10 ng/ml doxycycline for 3 or 4 h at 37°C in a tissue culture incubator. After the incubation, the slides were briefly washed in PBS and then cells were permeabilized with 0.5% Triton X-100 in PBS for 5 min. The slides were then washed 3x5 min with PBS and incubated for 1 h at 37°C with

20U of RNase A in digestion buffer (20 mM HEPES pH 7.5, 0.1 mM CaCl<sub>2</sub>, 3 mM MgCl<sub>2</sub>, 100 mM KCl). After RNA digestion, slides were washed 3x 5 min with PBS and then fixed with 4% PFA in PBS for 15 min. Slides were then stained with antibodies against NPM1 (Abcam, AB10530, 1:1000) and HP1a (Abcam, AB109028, 1:1000) and mounted with VECTASHIELD containing DAPI (Vector Laboratories, H-1200-10). Cells were imaged using an LSM880 confocal microscope (Zeiss) at 63x magnification. Maximum intensity projections were created with using the ZEN Black software (Zeiss). Analysis of the images were performed using Fiji (2.9.0).

a

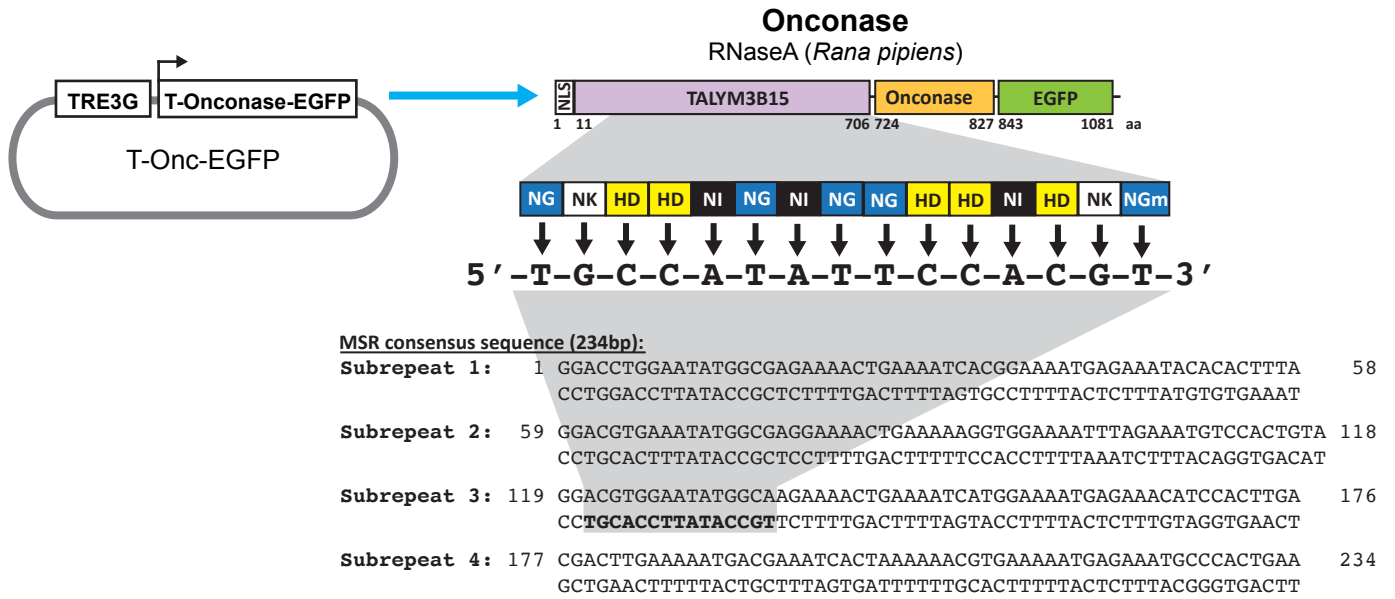

b

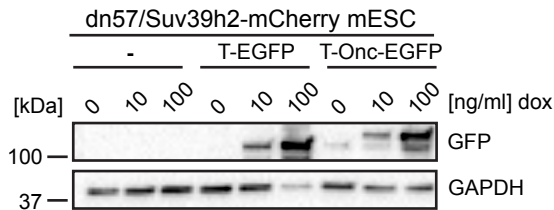

c

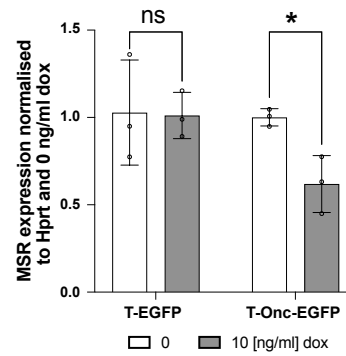

d

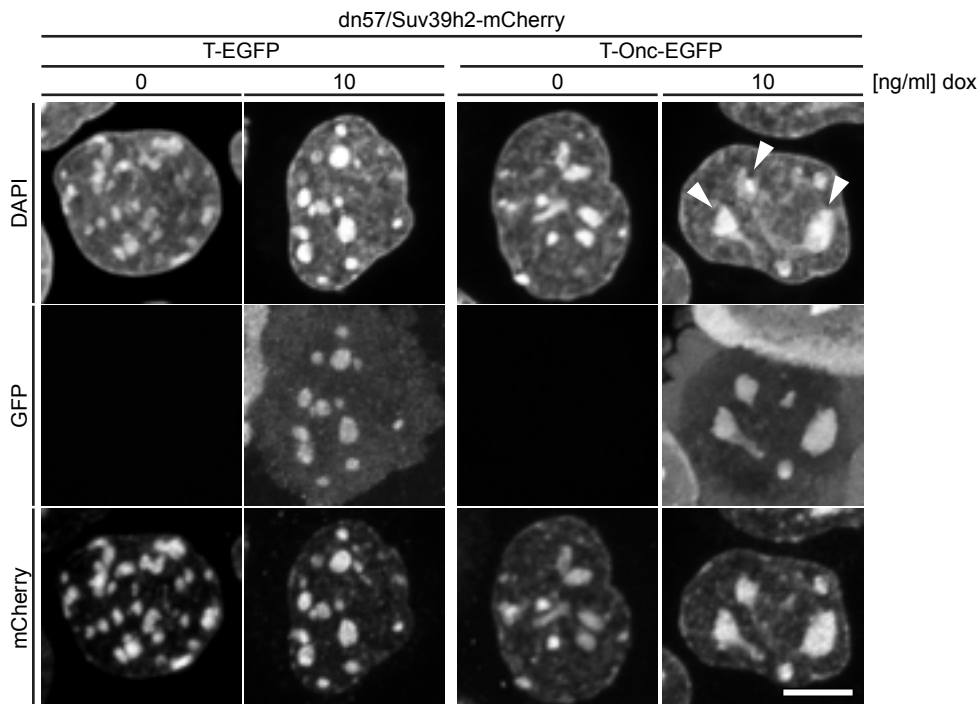

e

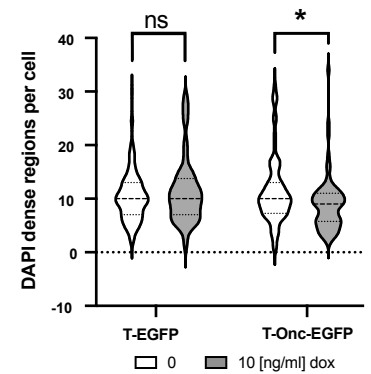

| Mean number of DAPI-dense regions per cell |       |       |
|--------------------------------------------|-------|-------|
| Dox [ng/ml]                                | 0     | 10    |
| T-EGFP                                     | 10.37 | 10.76 |
| T-Onc-EGFP                                 | 10.57 | 8.10  |

**Supplementary Figure 1. MSR targeting of T-Onconase-EGFP (T-Onc-EGFP).**

**a** Schematic representation of the T-Onc-EGFP targeting construct. A Tet-ON system was used to induce the expression of full-length amphibian (*Rana pipiens*) RNase A (Onconase) fused to NLS-TALYM3B15 (Miyanari et al., 2013) and EGFP. TALYM3B15 is a DNA binding domain composed of 15 units that recognise 15 nt in the reverse strand of MSR subrepeat 3 (indicated in bold). **b** Western blot for the detection of T-EGFP and T-Onc-EGFP in dn57/Suv39h2-mCherry mESC. T-EGFP and T-Onc-EGFP plasmids were stably transfected into *Suv39h* double-null mESC (dn57) rescued with *Suv39h2*-mCherry (see Methods). T-EGFP and T-Onc-EGFP were induced with increasing concentrations of doxycycline (0, 10, and 100 ng/ml) and their expression was probed with an  $\alpha$ -GFP antibody. GAPDH expression is shown as a loading control. **c** RT-qPCR analysis for MSR transcripts 48 h after induction (dox 10 ng/ml) of T-EGFP or T-Onc-EGFP in dn57/Suv39h2-mCherry mESC. MSR expression is normalised to *Hprt* and relative to each uninduced (dox 0 ng/ml) sample (mean $\pm$ SD). The asterisk indicates a statistically significant difference (\*,  $p \leq 0.033$ , two-way ANOVA, Fisher's LSD test). n=3 independent experiments. **d** Double immunofluorescence for the localisation of induced T-EGFP and T-Onc-EGFP in dn57/Suv39h2-mCherry mESC. T-EGFP and T-Onc-EGFP were detected with an  $\alpha$ -GFP antibody, *Suv39h2*-mCherry with an  $\alpha$ -mCherry antibody and cells were counterstained with DAPI. The white arrowheads indicate aggregated DAPI-dense regions. Scale bar is 5  $\mu$ m. **e** Violin plots to quantify the number of DAPI-dense regions per cell for the conditions imaged in (d) (DAPI counterstaining). The asterisk indicates a statistically significant difference (\*,  $p \leq 0.033$ , two-way ANOVA, Tukey's test). The table specifies the mean number of DAPI-dense regions per cell in uninduced and induced T-EGFP-dn57/Suv39h2-mCherry and T-Onc-EGFP-dn57/Suv39h2-mCherry mESC. For each sample, n>70 cells were analysed.

**a****Cell Viability**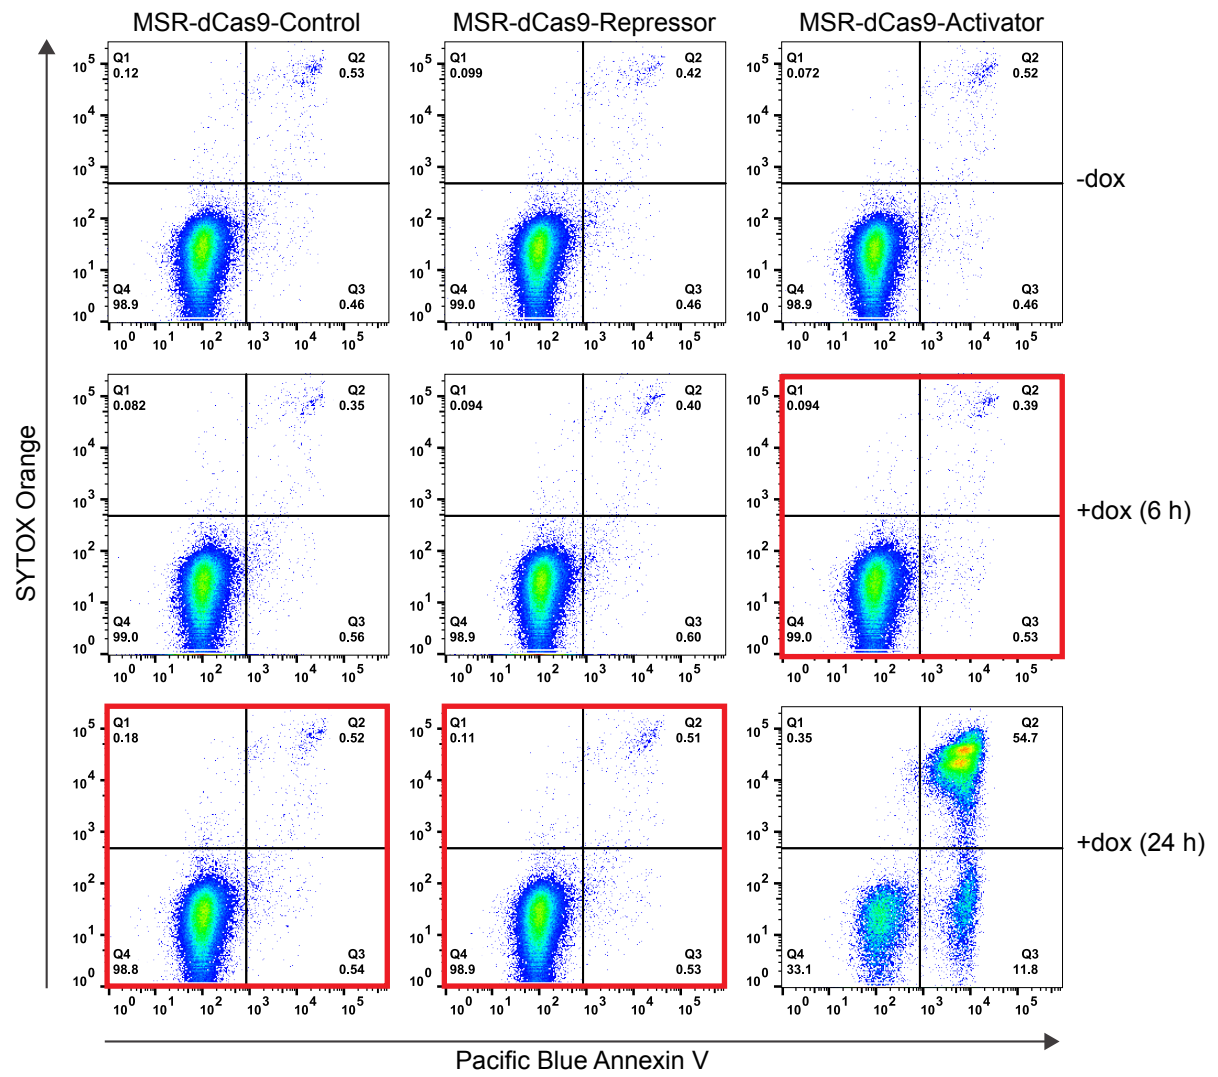**b****Cell Cycle**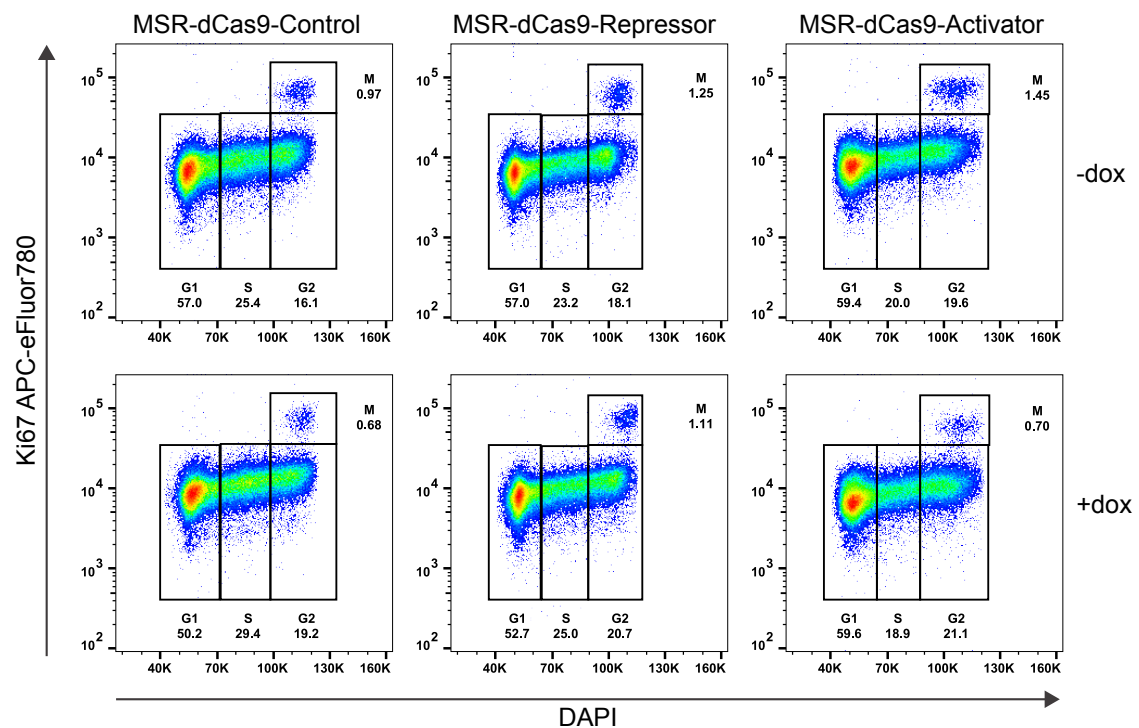

**Supplementary Figure 2. Cell viability and cell cycle analysis of MSR-dCas9-effector component MEF cells.** **a** Flow cytometry analysis for cell viability of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells uninduced or induced with doxycycline (dox) for 6 h or 24 h. Cells were stained with SYTOX Orange for viability and then stained for Annexin V for apoptosis. Induction conditions that maintain cell viability are 24 h for MSR-dCas9-Control and MSR-dCas9-Repressor, and 6 h for MSR-dCas9-Activator (marked by red boxes). **b** Flow cytometry analysis for cell cycle stages of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells uninduced or induced with doxycycline (dox) and stained for Ki67 and DAPI. MSR-dCas9-Control and MSR-dCas9-Repressor were induced for 24 h, and MSR-dCas9-Activator was induced for 6 h.

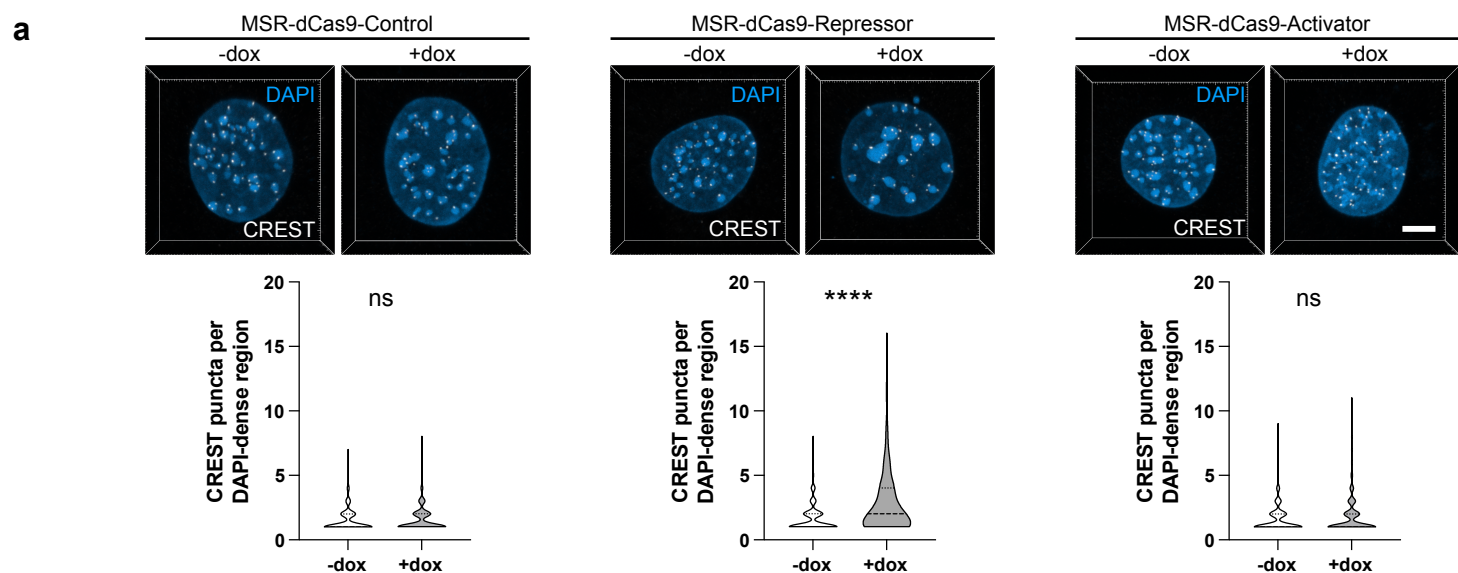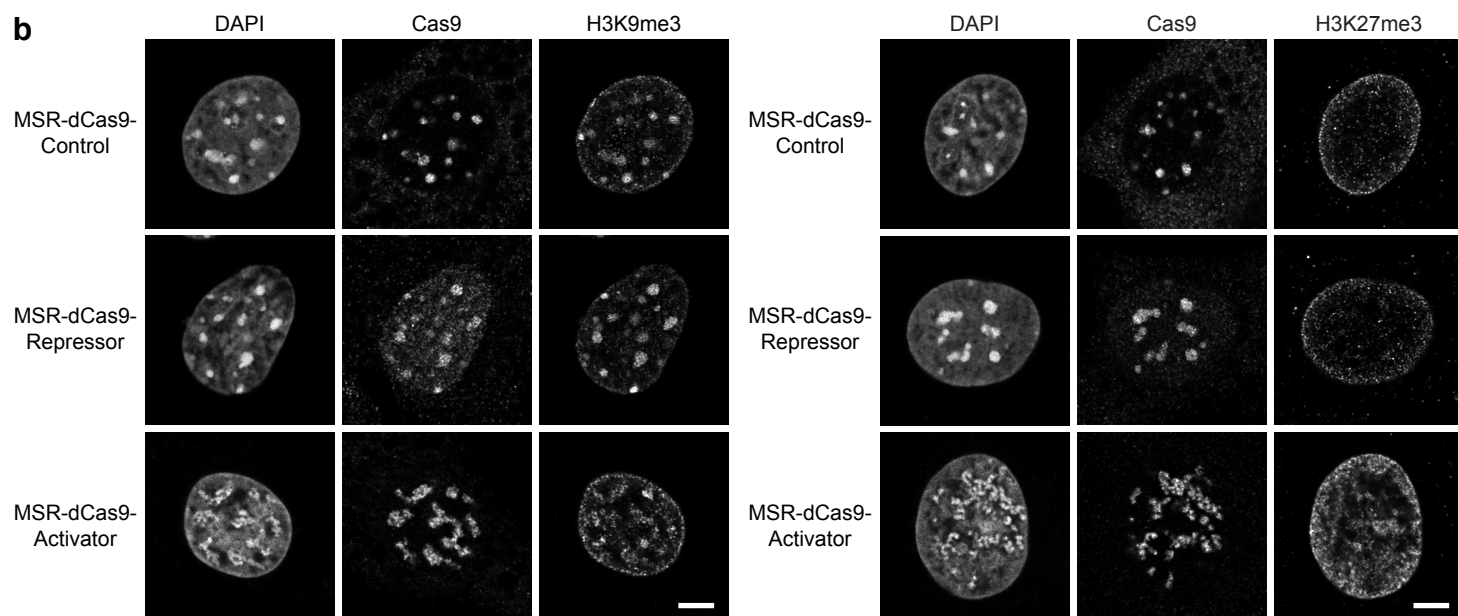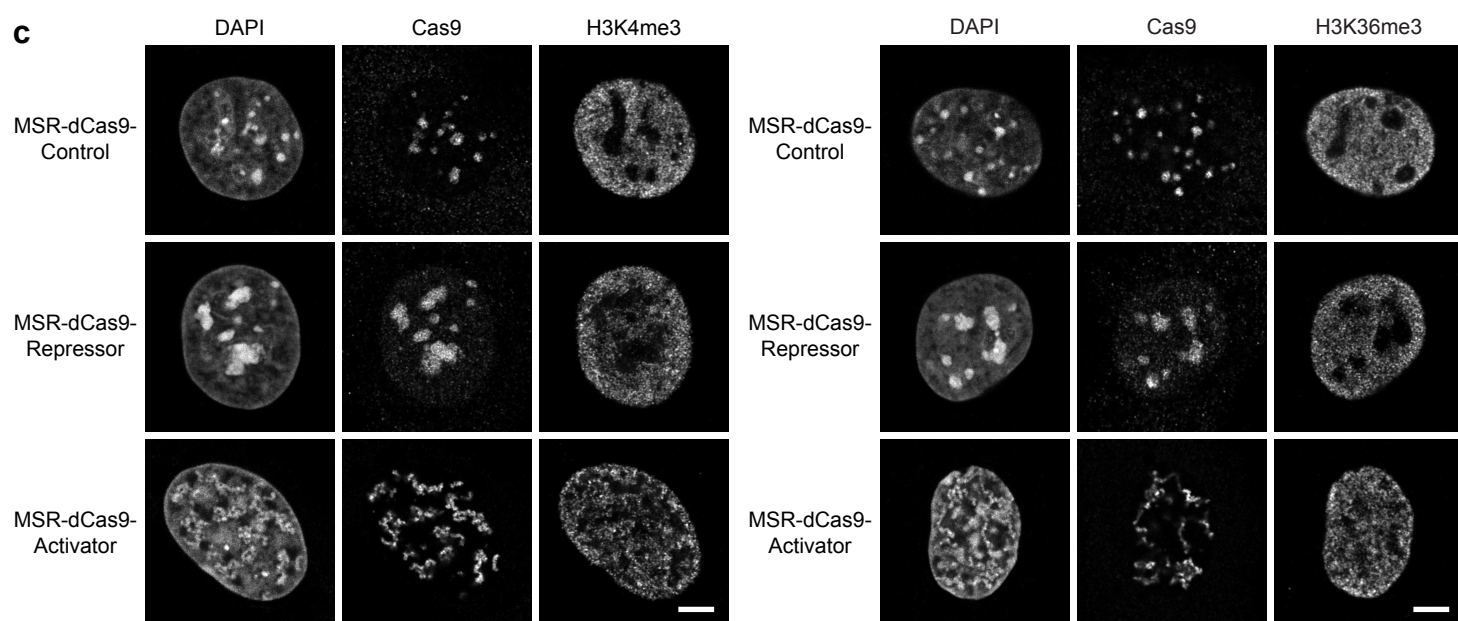

**Supplementary Figure 3. Double immunofluorescence for CREST puncta and H3 methylation marks in MSR-dCas9-effector MEF cells.** **a** Immunofluorescence microscopy of MEF cells uninduced or induced for the expression of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator. Cells were immunostained using CREST antiserum (white puncta) and counterstained with DAPI (blue). Shown are representative images (merged z-stacks) of CREST with DAPI. Scale bar is 5  $\mu$ m. The number of CREST puncta per DAPI-dense region were counted and are shown as violin plots below. For each sample,  $n \geq 390$  DAPI-dense regions were quantified from  $n=3$  independent experiments. The asterisks indicate a statistically significant difference (\*\*\*\*,  $p < 0.0001$ , ns, not significant, two-sided Mann-Whitney test). **b** Double immunofluorescence in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells for the localisation of MSR-dCas9-effector components and H3K9me3 (left panel) or for MSR-dCas9-effector components and H3K27me3 (right panel). Nuclei were counterstained with DAPI. For each sample  $n \geq 20$  cells were analysed. Scale bar is 5  $\mu$ m. **c** Double immunofluorescence in inducible MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells for localisation of MSR-dCas9-effector components and H3K4me3 (left panel) or for MSR-dCas9-effector components and H3K36me3 (right panel). Nuclei were counterstained with DAPI. For each sample  $n \geq 20$  cells were analysed. Scale bar is 5  $\mu$ m.

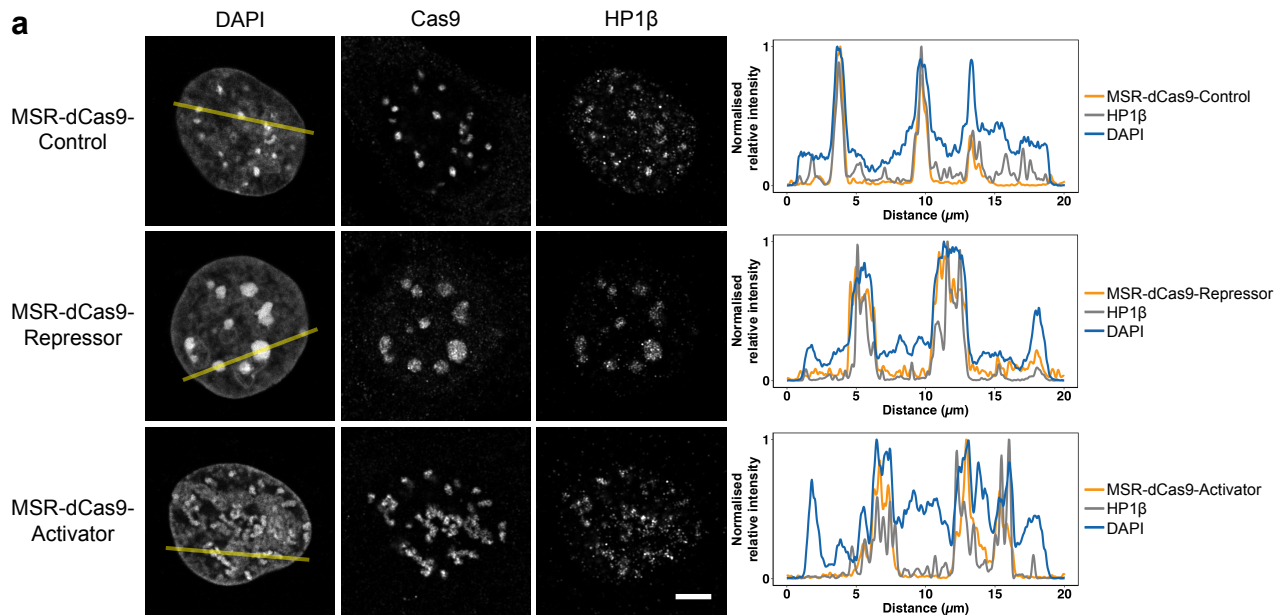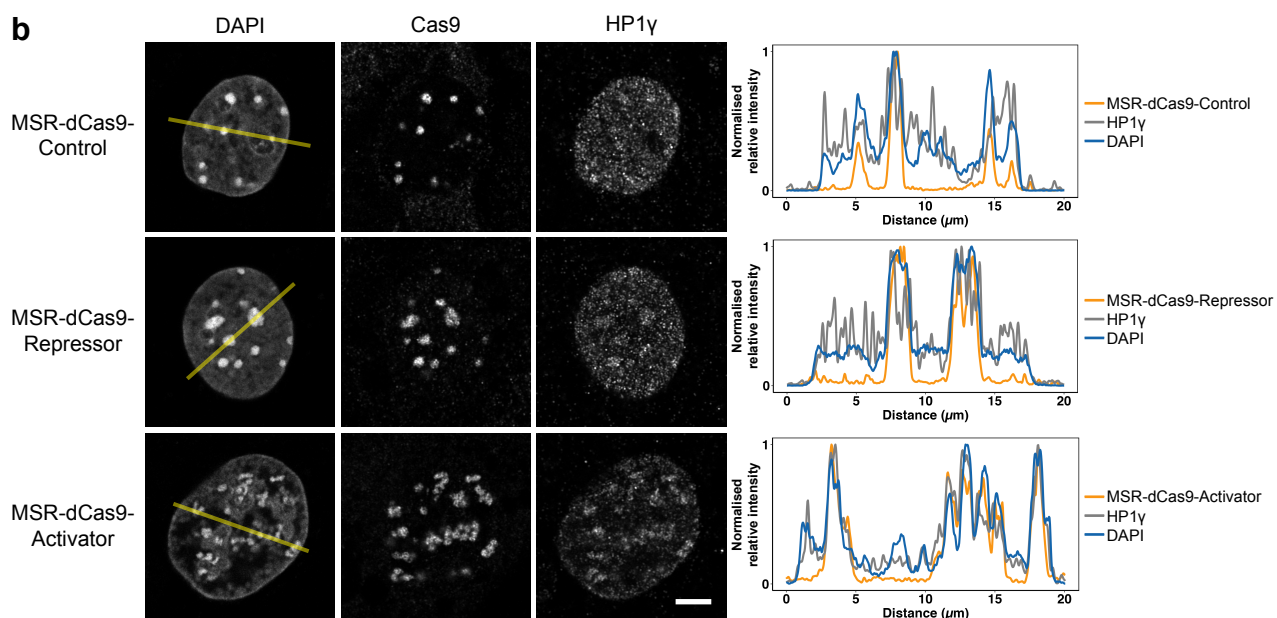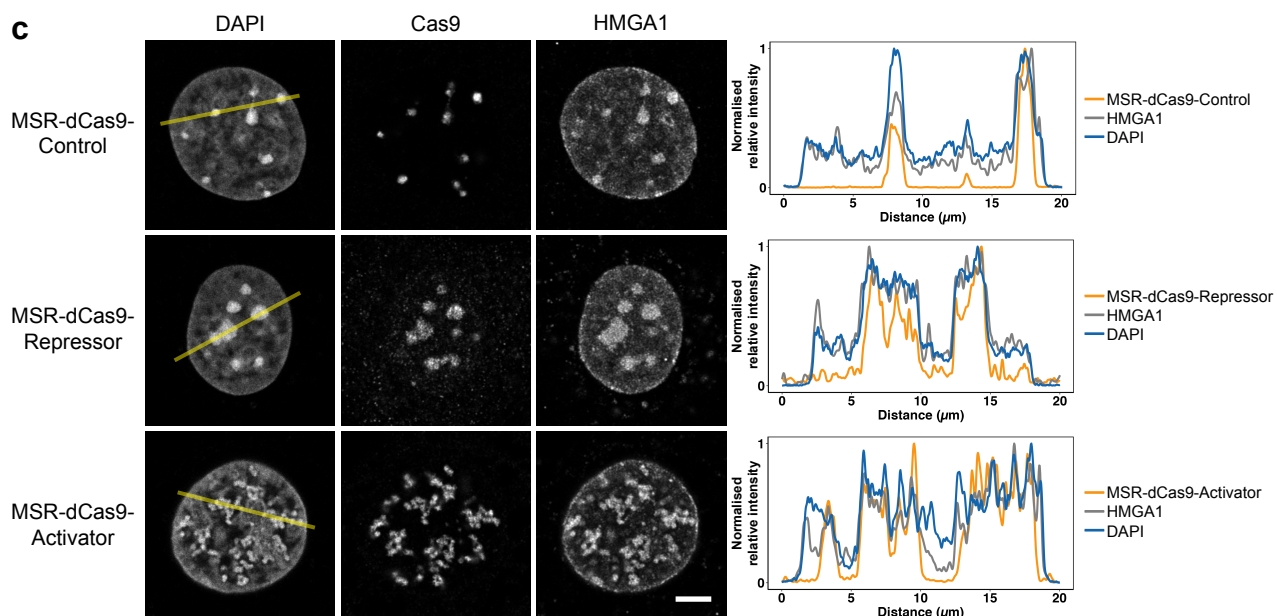

**Supplementary Figure 4. Double immunofluorescence for core heterochromatin components in MSR-dCas9-effector MEF cells.** **a-c** Immunofluorescence microscopy was performed on MEF cells uninduced or induced for the expression of MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells. Cells were double-stained for Cas9 and for the heterochromatic proteins HP1 $\beta$  (**a**), HP1 $\gamma$  (**b**) or HMGA1 (**c**). Nuclei were counterstained with DAPI. Scale bar is 5  $\mu$ m. For each sample  $n \geq 21$  cells were analysed. Shown on the right are linescans of the representative images on the left. Linescans were used to visualise the overlap of DAPI (blue), Cas9 (orange), and HP1 $\beta$  (**a**), HP1 $\gamma$  (**b**) or HMGA1 (**c**) (gray) signals.

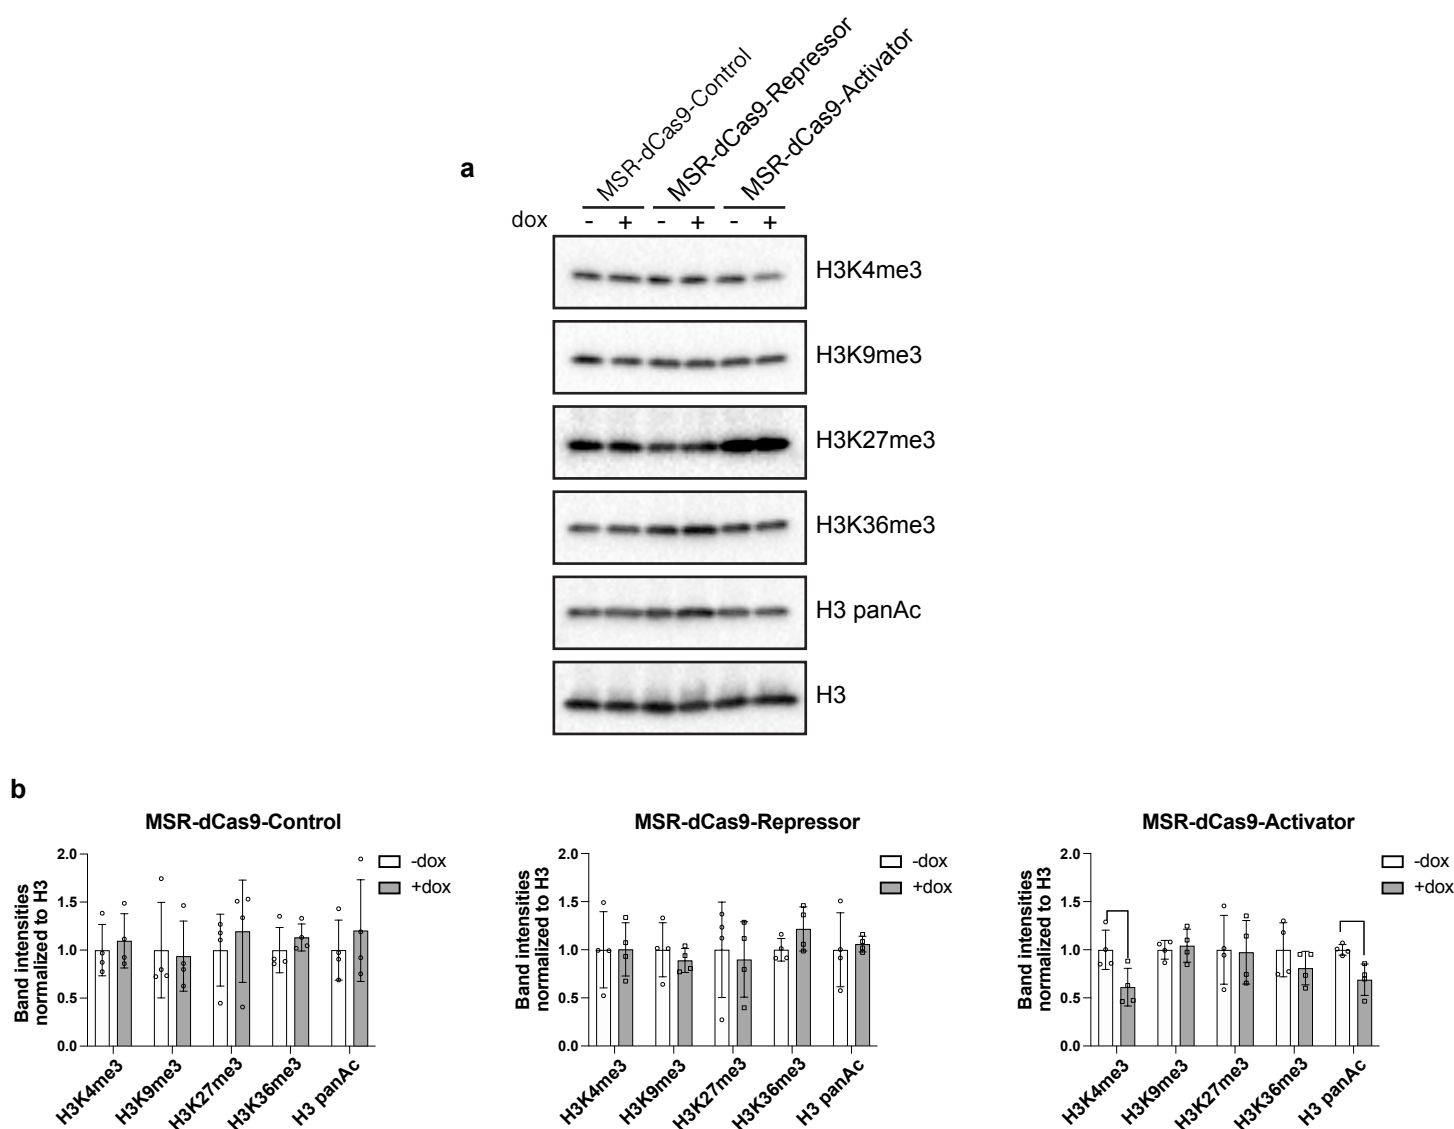

**Supplementary Figure 5. Bulk levels of H3K4me3, H3K9me3, H3K27me3, H3K36me3, and H3 panAc in the MSR-dCas9-effector MEF cells. a** Western blot for total histone H3 and the H3 modifications H3K4me3, H3K9me3, H3K27me3, H3K36me3 and H3 pan-acetyl (H3 panAc). Whole cell extracts were derived from MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells uninduced or induced with doxycycline (dox). Histone H3 staining is shown as a loading control. **b** Bar graphs show the band intensity quantification from the Western blot in (a). Band intensities were normalised to the band intensity of unmodified H3 (mean $\pm$ SD). Asterisks indicate statistically significant differences (\*,  $p \leq 0.05$ , two-sided multiple t-tests). n=4 independent experiments.

**a**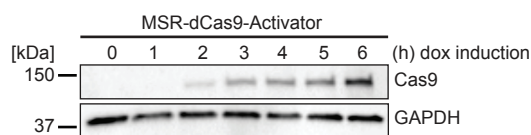**b**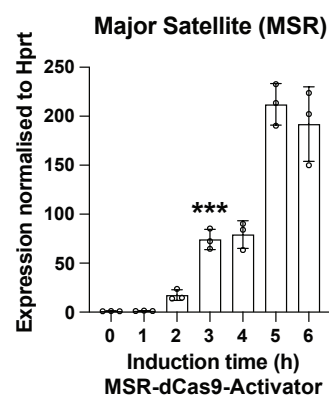**c**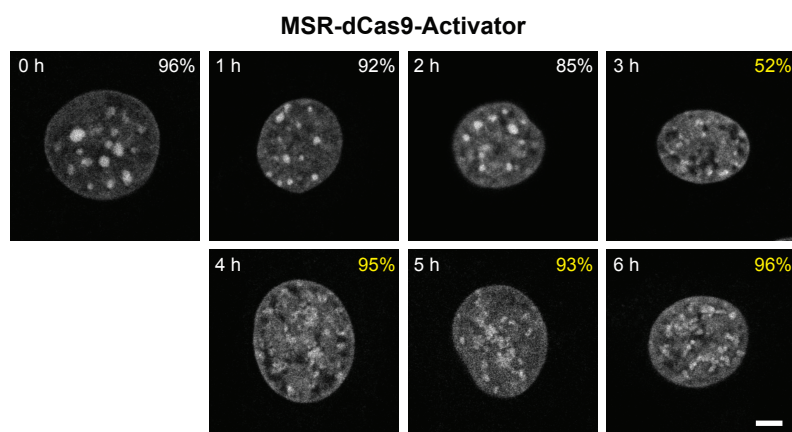

**Dispersed DAPI-dense regions**  
**MSR-dCas9-Activator**

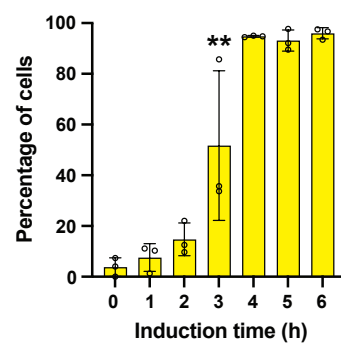**d**

cells are harvested, embedded in agarose → induction with doxycycline → permeabilisation → 1 h RNase A treatment (-/+ dox) → fixation (4% PFA) → mounting and DAPI staining

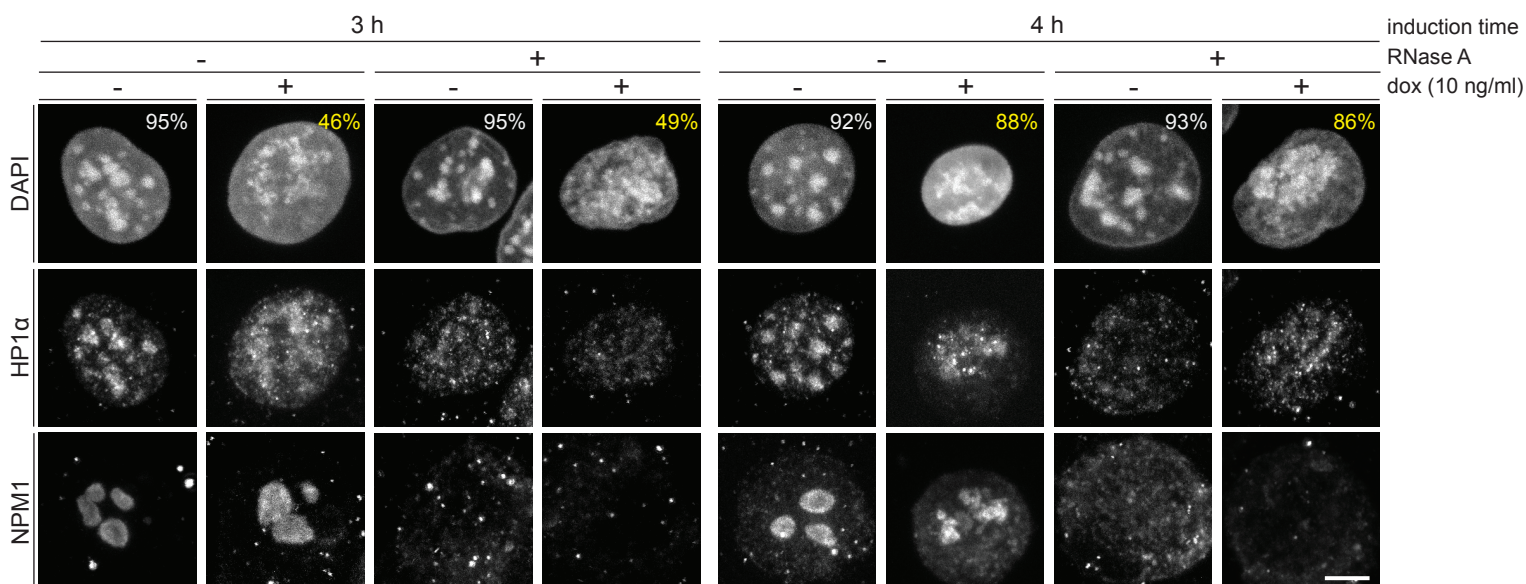

**Supplementary Figure 6. Time course for induction of MSR-dCas9-Activator and RNase A digestion of permeabilised MSR-dCas9-Activator MEF cells.** **a** Western blot analysis of the expression of MSR-dCas9-Activator induced for 0, 1, 2, 3, 4, 5, 6 h with doxycycline (10 ng/ml). GAPDH staining is shown as a loading control. **b** RT-qPCR analysis for MSR transcripts at the increasing induction times of MSR-dCas9-Activator. Values were normalised to *Hprt* and are relative to the MSR-dCas9-Activator (-dox, 0 h induction point) (mean±SD). Asterisks indicate a statistically significant difference (\*\*\*,  $p \leq 0.0010$ , one-way ANOVA, Dunnett's test) for MSR transcript deregulation at the 3 h time point where around 50% of the cells display dispersed DAPI-dense regions (see (c), below).  $n=3$  independent experiments. **c** Confocal imaging of DAPI-dense regions (DAPI counterstaining) in MSR-dCas9-Activator MEF cells with increasing induction time (mean±SD). (\*\*,  $p \leq 0.0010$ , one-way ANOVA, Dunnett's test).  $n=3$  independent experiments. Scale bar is 5  $\mu\text{m}$ . The percentages reflect the fraction of cells with either undispersed (white) or dispersed (yellow) DAPI-dense regions. Quantification of the imaging data is shown in the bar graph to the right. For each time point,  $n \geq 150$  cells were analysed from three independent experiments. **d** A flow diagram for the processing of MSR-dCas9-Activator MEF cells is shown on top. Cells were embedded in agarose, induced, permeabilised and then incubated with RNase A. Processed cells were double-labelled for HP1 $\alpha$  and nucleophosmin (NPM1) and counterstained with DAPI. Scale bar is 5  $\mu\text{m}$ . The percentages reflect the fraction of cells with either undispersed (white) or dispersed (yellow) DAPI-dense regions. For each sample  $n \geq 50$  cells were analysed.

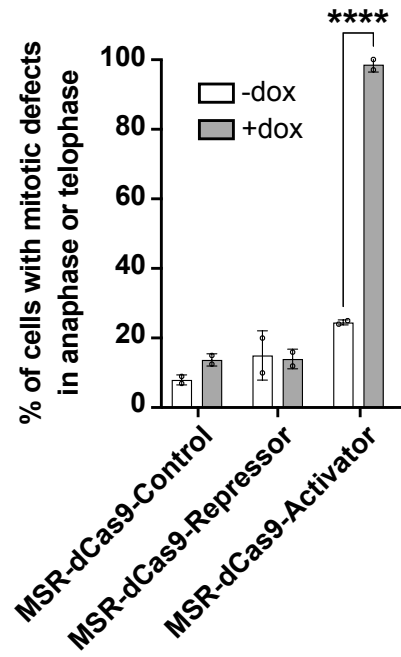

**Supplementary Figure 7. Quantification of mitotic defects in MSR-dCas9-effector MEF cells.** The bar graph shows the quantification of mitotic defects in anaphase and telophase of uninduced or induced MSR-dCas9-effector MEF cells (mean $\pm$ SD), as they were analysed by confocal imaging (see Figure 6c). For each sample,  $n \geq 20$  cells in anaphase and telophase were quantified from two independent experiments. The asterisks indicate a statistically significant difference (\*\*\*\*,  $p < 0.0001$ , two-way ANOVA, Tukey's test).

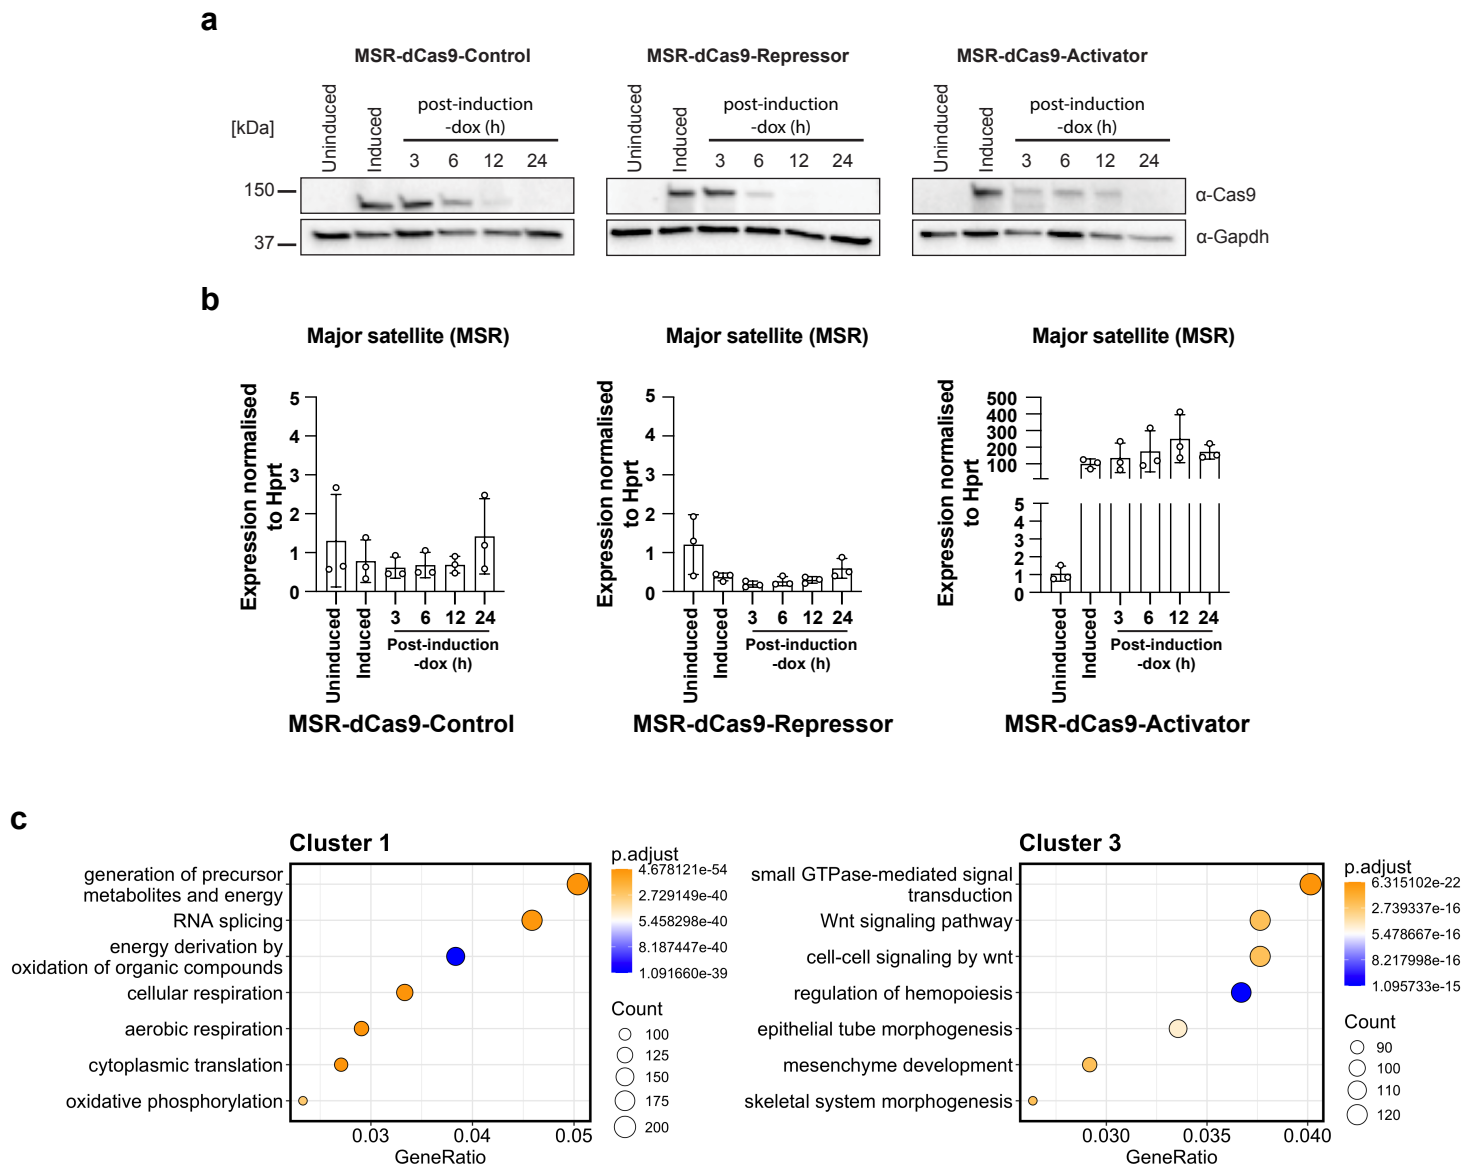

### Supplementary Figure 8. Stability of MSR-dCas9-effector components post-induction.

**a** Western blot analysis to examine the stability of MSR-dCas9-Control, MSR-dCas9-Activator and MSR-dCas9-Repressor. Cells were induced with doxycycline (dox) and protein expression was analysed 3, 6, 12 and 24 h after doxycycline removal. GAPDH staining is shown as a loading control. **b** RT-qPCR analysis for MSR transcripts at post-induction time points in MSR-dCas9-Control, MSR-dCas9-Repressor and MSR-dCas9-Activator MEF cells. For each histogram, values are normalised to *Hprt* and are relative to the uninduced sample (mean $\pm$ SD). n=3 independent experiments. **c** Gene ontology (GO) analysis of clusters 1 and 3 from the heatmap shown in Figure 7b. Dot plots display the top 7 GO terms for each cluster. n=3 independent experiments.

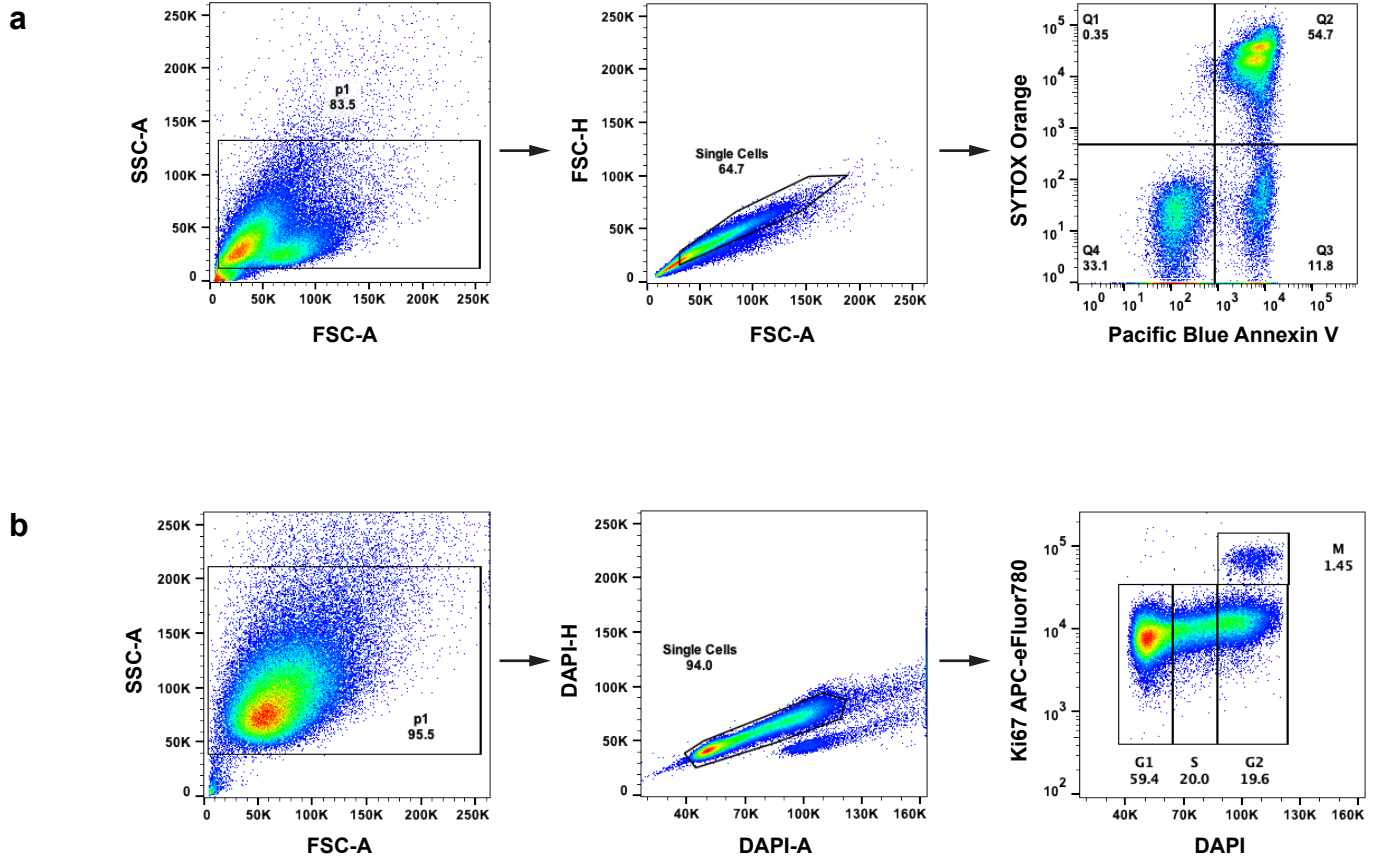

**Supplementary Figure 9. Gating strategy for cell viability and cell cycle flow cytometry analysis.** **a** MSR-dCas9-effector cells flow cytometry gating strategy used to calculate the proportion of apoptotic and dead cells. Cell viability was determined using SYTOX Orange and apoptosis with Pacific Blue Annexin V antibody. **b** MSR-dCas9-effector cells flow cytometry gating strategy used to indicate the different phases of the cell cycle. DNA content was determined by DAPI and the mitotic fraction with Ki67 APC-eFluor780 antibody.

**Supplementary Table 1:** List of oligonucleotides sequences used in the study

| Oligo name            | Type     | Sequence                                                                                                                                         |
|-----------------------|----------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| gMSR3 F               | Cloning  | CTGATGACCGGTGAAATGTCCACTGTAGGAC<br>GG                                                                                                            |
| gRNA R                | Cloning  | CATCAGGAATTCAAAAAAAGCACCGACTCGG<br>T                                                                                                             |
| gMSR3                 | Cloning  | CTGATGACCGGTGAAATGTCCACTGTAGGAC<br>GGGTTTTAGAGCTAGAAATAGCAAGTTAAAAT<br>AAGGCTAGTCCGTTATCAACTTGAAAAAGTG<br>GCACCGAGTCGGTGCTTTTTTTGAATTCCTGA<br>TG |
| hU6 F                 | Cloning  | GAGGGCCTATTTCCCATGATT                                                                                                                            |
| SpeI U6 gRNA R        | Cloning  | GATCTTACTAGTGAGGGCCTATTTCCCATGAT<br>T                                                                                                            |
| SpeI U6 gRNA R        | Cloning  | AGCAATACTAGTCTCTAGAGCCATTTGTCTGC<br>A                                                                                                            |
| AgeI_mCherry_for      | Cloning  | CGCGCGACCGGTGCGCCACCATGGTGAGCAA<br>GGGCGAGGAG                                                                                                    |
| mCherry_NotI_rev      | Cloning  | GCGCGCGCGGCCGCTTACAGCTCGTCCATG<br>CCGCCGGT                                                                                                       |
| PB-T_for              | Cloning  | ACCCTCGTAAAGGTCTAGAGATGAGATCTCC<br>TAAGAAAAAG                                                                                                    |
| T-PB_rev              | Cloning  | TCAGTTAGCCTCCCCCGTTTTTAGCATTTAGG<br>TGACAC                                                                                                       |
| GA onconase_for       | Cloning  | CACGTCCCATCGCGTTGCGGGATCCGGTGG<br>AGGAGGTTT                                                                                                      |
| GA onconase_rev       | Cloning  | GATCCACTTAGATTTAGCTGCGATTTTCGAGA<br>TCTGCTATG                                                                                                    |
| MSR                   | qPCR     | Fw: TGGAATATGGCGAGAAACTG<br>Rv: AGGTCCTTCAGTGGGCATTT                                                                                             |
| L1Md_A                | qPCR     | Fw: ACTGCGGTACATAGGGAAGC<br>Rv: TGTGATCCACTCACCAGAGG                                                                                             |
| Minor satellite       | qPCR     | Fw: TTGGAACGGGATTTGTAGA<br>Rv: CGGTTTCCAACATATGTGTTTT                                                                                            |
| Hprt                  | qPCR     | Fw: AGTGATAGATCCATTCCTATGACTGTAG<br>Rv: GTTAAAGTTGAGAGATCATCTCCACC                                                                               |
| MSR (Sense mix) *     | RNA FISH | 1: Biot-aAtAtGgCaAgAaAaCtGaAaAT<br>2: Biot-aAtGaGaAaCaTcCaCtTgAcGaCT<br>3: Biot-tGaAaAaTgAgAaAtGcAcAcTG                                          |
| MSR (Antisense mix) * | RNA FISH | 1: Biot-ATtTtCaGtTtTcCaTaTt<br>2: Biot-AGtCgTcAaGtGgAtGtTtCtCaTt<br>3: Biot-cAgTgTgCaTtTcTcAtTtTcCa                                              |
| MSR *                 | DNA FISH | 1: Biot-aTtTaGaAaTgTcCaCtGtAgGaC<br>2: Biot-aAtAtGgCaAgAaAaCtGaAaAT<br>3: Biot-aAtGaGaAaCaTcCaCtTgAcGaCT<br>4: Biot-tGaAaAaTgAgAaAtGcAcAcTG      |

\* For FISH probes, lower case indicates Locked Nucleic Acid (LNA)

## REFERENCES

1. Velazquez Camacho O., et al. Major satellite repeat RNA stabilize heterochromatin retention of Suv39h enzymes by RNA-nucleosome association and RNA:DNA hybrid formation. *Elife* **6**, e25293 (2017).
2. Miyanari Y., Ziegler-Birling C. & Torres-Padilla M. E. Live visualization of chromatin dynamics with fluorescent TALEs. *Nat Struct Mol Biol* **20**, 1321-1324 (2013).

# Supplementary material for: Forced expression of MSR repeat transcripts above a threshold limit breaks heterochromatin organisation
**Source:** Nat Commun. 2025 Jul 11;16:6420. doi: 10.1038/s41467-025-61586-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN Blue 3.10.0005 (Zeiss), ZEN black 2012 SP5 (Zeiss), Image Lab 6.0.1 (Bio-Rad), QuantStudio Real-Time PCR software 1.1 (Applied Biosystems), FACSDiva 8.0.3 (BD), FIJI 2.9.0 (ImageJ), Axyon Gel Documentation system (Axyon) 1.1.1.0512                     |
| Data analysis   | FlowJo 10.8.1 (BD), FIJI (ImageJ) or Imaris 9.7.0 (Oxford instruments), Prism 10 (GraphPad), Image Lab 6.0.1 (Bio-Rad), FIJI 2.9.0 (ImageJ), Excel 16.83 (Microsoft), R packages used for RNA-seq analysis: DESeq2 1.34.0, cutadapt 1.8.1, TETranscripts 2.0.3. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq datasets generated in this study have been deposited in the GEO repository under the accession code GSE287837 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287837>). The data and any unique materials are available from the corresponding author upon reasonable request. All oligonucleotides used in this study are provided in Supplementary Table 1. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to determine sample size. The standard of three biological replicates were chosen for western blot, qPCR, and RNA-seq analysis. Samples sizes for immunofluorescence imaging analysis are indicated in the appropriate figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | Data was not shown concerning the MSR RNA transcript analysis of mESCs expressing Cas13d because no affect on MSR RNA levels was observed. Data was also not shown for the experiment where RNase enzymes were targeted to MSR repeats in mESCs because the cells did not tolerate expression of the RNase enzymes. In addition, GO analysis comparing the MSR-dCas9-Control (-dox) vs MSR-dCas9-Activator (-dox) was not shown, since no cellular pathways were dysregulated. Lastly for Figure 5f, imaging was shown of the induced MEF cells treated with A-485. Images of uninduced A-485 MEF cells was omitted since the percentage of DAPI-dense regions was not altered, however, they were quantified in the stacked bar graph (right panel). 

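A principal component analysis of the 36 MSR-dCas9-Control and MSR-dCas9-Activator libraries on 13582 genes with a mean normalised count above 100 gave a first component with 78.8% of the variance and a second with 8.13%. The 12 groups of cell line and time point accounted for 97.6% of the first component. The fourth component, with 2.29% of the variance, separated libraries by replicate number, which accounted for 80.8% of it.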

Otherwise, all datasets presented in this study did not have omitted data. |
| Replication     | For RNA-seq analysis, PCA was performed on the three biological replicates to determine reproducibility. For the other assays, reproducibility was observed between the biological replicates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Randomization was not relevant to the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | Single blinded experiments were performed for the image analysis of undispersed and dispersed DAPI-dense regions for the doxycycline titration experiment (figure 4c) and the doxycycline induction timecourse experiment (supplementary figure 6c).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

All antibodies used were described in the Methods and Supplemental Methods section of the manuscript.

Western blot analysis: Cas9 (Cell Signaling, 14697, 1:1000), GAPDH (Santa Cruz, sc-32233, 1:2000), H3S10ph (Millipore, 06-570, 1:500), H3 (Abcam, ab1791, 1:50000), H3K4me3 (Abcam, ab8580, 1:5000), H3K9me3 (Abcam, ab8898, 1:20000), H3K27me3 (Diagenode, C15410195, 1:2000), H3K36me3 (Abcam, ab9050, 1:2000), H3 pan-acetyl (Abcam, ab47915, 1:5000), GFP (600-141-215, Rockland, 1:1000)

Immunofluorescence microscopy: H3K4me3 (Abcam, ab8580, 1:2000), H3K9me3 (Abcam, ab8898, 1:2000), H3K27me3 (Diagenode, C15410195, 1:2000), H3K36me3 (Abcam, ab9050, 1:2000), H3 pan-acetyl (Abcam, ab47915, 1:2000), Cas9 (Cell Signaling, 14697, 1:800), HP1alpha (Abcam, ab203432, 1:500), HP1beta (Cell Signaling, 8676, 1:800), HP1gamma (Cell Signaling, 26193, 1:100), RNA Pol II Ser5phos (Cell Signaling, 13523, 1:2000), CREST (Immunovision, HCT-0100, 1:500), HMGA1 (Abcam, ab129153, 1:2000), H3S10ph (Millipore, 06-570, 1:500), GFP (600-141-215, Rockland, 1:1000), mCherry (M11217, Invitrogen, 1:1000)

RNA:DNA hybrid dot blot or IP: S9.6 antibody (Kerafast, Ab01137-23.0, 1:10000)

RNA:DNA IP: S9.6 antibody (Sigma-Aldrich, MABE1095, 2 ug)

Flow cytometry: Ki-67 APC-eFluor 780 (47-5698-82, Invitrogen, 1:2000), Annexin V-APC (Invitrogen, A35122, 1:500)

Validation

All antibodies are commercial and validation was performed by the respective suppliers. Please see the data sheets associated with the antibodies.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

All MEFs and mESCs were established in the lab. MEFs were established as outlined in Rhea et al., 2000; Nature. mESCs were established as outlined in Lehnertz et al., 2003; Current Biology. All cell lines are male.

Authentication

To authenticate that the inducible cell lines, western blot analysis was performed to determine the correct dCas9 fusion protein was expressed.

Mycoplasma contamination

All cells were tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

There were no misidentified cell lines in this study.

## Plants

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Samples were prepared as described in the methods section "Flow cytometry analysis for cell viability and cell cycle".

For the cell viability assay, samples were harvested and washed in annexin-binding binding buffer (10 mM HEPES pH 7.4, 140 mM NaCl, 2.5 mM CaCl<sub>2</sub>). Cells were centrifuged, supernatant discarded, and resuspended in annexin-binding buffer. The cell suspension was then incubated with Annexin V APC and SYTOX Orange for 15 mins at 37C. After incubation, 400 ul of annexin-binding buffer was added and the samples were kept on ice. Prior flow cytometry, samples were filtered through a 35 um mesh strainer.

For cell cycle analysis, cells were harvested, washed with PBS, and pelleted. The cell pellet was fixed with 1% paraformaldehyde in PBS for 10 minutes at room temperature and then neutralized with glycine (final concentration of 125 mM). Cells were washed with FACS buffer (PBS, 0.5% BSA, 5 mM EDTA). Cells were pelleted and resuspended in permeabilization buffer (00-8333-56, Invitrogen) containing Ki-67 APC-eFluor780 antibody (1:2000) and DAPI (1:1000) and incubated for 30 min on ice. Cells were washed with permeabilization buffer, and resuspended in FACS buffer. Cell suspensions were then filtered through a 35 um mesh prior to flow cytometry

Instrument

BD FACSymphony A5

Software

Data was collected using BD FACSDiva and analyzed with FlowJo.

Cell population abundance

For both the cell viability and cell cycle study, 100 000 cells were analyzed per condition.

Gating strategy

For the cell viability experiment in Supplemental Figure 2a, cells (dead and viable) were initially gated using the SSC-A and FSC-A channels. Single cells were then gated using FSC-H and FSC-A channels. Lastly, the final gate was divided into quadrants showing the percentage of apoptotic/dead cells vs live cells based on the intensity of SYTOX Orange and APC Annexin V staining.

For the cell cycle study in Supplemental Figure 2b, cells to be analyzed were first gated using the SSC-A and FSC-A channels to exclude cell debris. This population was then further gated using FSC-H and FSC-A channels to obtain single cells. The single cell population was further refined based on DAPI staining. Lastly, the G1, S-phase, and G2/M populations were gated based on DAPI intensity. The M phase population was determined by intensity of Ki-67 labeling.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

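RNA was measured in 36 libraries of MEF cells, 12 groups of 3 replicates: the MSR-dCas9-Control and MSR-dCas9-Activator lines, each uninduced, induced with doxycycline at 10 ng/ml, and 3, 6, 12 and 24 h after its removal. Libraries of the MSR-dCas9-Repressor line, RT-qPCR, imaging and protein data were not analysed here. The authors trimmed paired-end reads, aligned them to GRCm38 with STAR and counted genes and repeat families with TEtranscripts, and the values are counts without normalisation, whole numbers in every library. How multi-mapped reads were shared, the annotation release and the strand setting are not stated in the paper's text. Of 54842 genes 54495 match the GENCODE M21 annotation on GRCm38. The table also holds 1561 repeat families and 1 unnamed entry, which was left out.

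Per library, genes held a median of 42865961 counts (from 27376846 to 57371803), repeat families 12394704 (from 7369635 to 16752224), and both together 54897496 (from 35092024 to 71148411). At this depth a gene with a count of 0 in a group is compatible with up to 3 counts, which was used as the floor for lower bounds.

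Analyses used R 4.3.3 with edgeR 4.0.16 (estimateDisp and glmQLFit with robust fitting, glmQLFTest), limma 3.58.1 (voom, camera, fry) and DESeq2 1.42.0. Standard errors are the size of the log2 fold change divided by the square root of F. Repeat families were tested in the 12 uninduced and induced libraries by group, with library sizes and TMM factors from genes, and 24 h against induced in all 36 with the replicate number. Genes were tested in the 36 libraries with the replicate number as block, by group or additively with time point. Calls of repeats needed an adjusted p-value under 0.05 and a log2 fold change beyond 0.5, and calls of genes a mean above 100 and a log2 fold change beyond 1. P-values were adjusted by Benjamini-Hochberg. Clusters came from k-means with 3 clusters, 50 starts and seed 1 on z-scores of log2 TMM-normalised counts. Gene lists were 19, written by hand with no reference to the counts, and stand in for Gene Ontology terms.

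Normalised GSAT_MM counts used size factors from 6509 constant genes and were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1. The replicate number was used as block, as in the paper's design. Pairing by it was checked between the lines: after removing group means, correlations ran from 0.314 to 0.441 before induction, 0.107 to 0.269 after it, 0.186 to 0.466 at 3 h, 0.143 to 0.400 at 6 h, -0.0147 to 0.353 at 12 h and 0.0544 to 0.336 at 24 h.

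Named were GSAT_MM, SYNREP_MM, L1Md_A and Hprt, the 3 repeats with the largest rise and the 3 with the largest fall among those called with a mean of at least 100, the 3 genes with the largest rise and the 3 with the largest fall in fitted log2 fold change among those called at 24 h and changed the same way at 12 h and in every replicate pair, and the largest called fall in each list of Fig. 7c. Genes that the paper names or stains were summarised. Cbx3, Cbx5, Ehmt1, Gm10800, Gm10801, Alb, Mbp and Gm26917 were singled out after their values were seen.

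Alternatives covered DESeq2 in place of edgeR, DESeq2 size factors, library size without TMM, scaling to the 13 mitochondrially encoded mRNAs, repeat counts in the library size, filters on low counts, limits on the fold change, the libraries in a fit, the replicate block, the number of clusters and the genes clustered, fry, estimated correlation, the difference less that before induction, and leaving out each library or replicate in turn. Marker lists of liver, testis, brain, pancreas, skeletal muscle, erythroid, epidermis, lung and B cell genes were tested for cells of another tissue. Random lists, 10000 for each set, were matched on the MSR-dCas9-Control mean or on transcript length. The guide was searched in spliced transcripts with up to 3 mismatches and an NGG motif. The steps were tested on simulated data, in which 200 of 200 changed genes were called with 0 false calls among 22219 genes, and 200 of 200 changed repeat families with 8 false calls among 1438. The planted changes lay beyond the limits of a call and in well counted genes and families. Gene dispersions came from MSR-dCas9-Control libraries, that of repeats was fixed, and no replicate effect was added. Smaller changes and noisier libraries were thus not tested.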

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

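In this part the tests of library size and scaling, of read-through past the 3' end, of short-lived transcripts, of capture, of strength of induction, of nearness to the centromeric end, of cells of another tissue (in place of a comparison written down first) and of the mitosis difference before induction were chosen after the result was seen, while the others were written down first.

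The change on induction differed between the MSR-dCas9-Activator and MSR-dCas9-Control lines for 2188 genes (627 more and 1561 less in the MSR-dCas9-Activator line, or 482 and 2811 with scaling to mitochondrially encoded mRNAs) and for 240 repeat families (164 and 76), by a test of the difference itself. Of the 50 splits of the libraries that keep the numbers per group, 4 gave as many genes and 4 as many repeat families, the real one included. The other 3 keep the 3 induced MSR-dCas9-Activator libraries together. The MSR-dCas9-Control line was induced for 24 h and the MSR-dCas9-Activator line for 6 h. A longer exposure to doxycycline as the cause is argued against by the MSR-dCas9-Control line itself, in which the 1643 genes called lower between the induced lines had a median log2 change on induction of -0.0056 and in which 10 of the 784 genes called higher were called. Leaving out 1 library at a time gave from 147 (without MSR-dCas9-Activator induced replicate 1) to 386 repeat families (without replicate 2 of that group). The effector, the MSR transcripts and secondary responses of the cell remain open and were not separated.

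The difference between the lines was not the same at 24 h as before induction for 1639 genes (850 more and 789 less, or 950 and 573 with DESeq2's size factors and 603 and 1760 with scaling to mitochondrially encoded mRNAs), again by a test of the difference itself. Without MSR-dCas9-Activator 24 h replicate 2 the number was 2568, with 1018 more and 1550 less. Of the 50 splits 4 gave as many genes, and the other 3 again keep the 3 late MSR-dCas9-Activator libraries together.

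The mitosis list fell at 24 h by a median log2 fold change of -0.65 once the difference before induction was taken away, which argues against a difference between the lines present before induction as the whole cause. Lists of equal size matched on transcript length gave no median as low (percentile 0), which argues against length. A general loss of transcription and a lower share of dividing cells, which the design does not measure, remain open for this list, though short-lived transcripts were not lower at 24 h (0.54, or 0.31 with scaling to mitochondrially encoded mRNAs). The paper found most MSR-dCas9-Activator cells apoptotic or dead 24 h after removal of doxycycline, while MSR-dCas9-Control cells stayed viable. Every 24 h comparison here may hold this difference too, and it was not separated.

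Immediate early and short-lived transcripts stood at a median log2 fold change of -1.53 at 3 h, with all 3 replicate pairs below 0, and at 0.54 at 24 h, with all 3 pairs above 0. The difference between these time points was not tested. The 24 h value was 0.31 with scaling to mitochondrially encoded mRNAs, where it no longer passed, nor did it without replicate 2, at 0.59. A general loss of transcription may account for falls up to 6 h, since of the 19 lists this one fell most at 3 h while ribosomal protein and mitochondrially encoded mRNAs rose by 0.33 and 0.34 in relative terms in induced cells; those values were -0.019 and -0.0070 with scaling to mitochondrially encoded mRNAs. Signalling that falls and later rises remains open, and a spike-in control was not used here.

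Genes that are barely counted in the MSR-dCas9-Control line (34362 genes with a mean under 10) took 1.22% of gene counts in MSR-dCas9-Activator cells at 12 h, while the highest MSR-dCas9-Control library had 0.0937%. The share was 0.0963% before induction, 0.564% after induction, 0.753% at 3 h, 1.02% at 6 h and 0.956% at 24 h. These genes include some with a guide match, such as Gm10801, whose counts may hold reads of the satellite. A general loss of transcription alone cannot raise genes without counts, so it is argued against as the whole cause. Library size and scaling are argued against by the induced MSR-dCas9-Activator libraries, whose lowest share, 0.299%, was above that of each MSR-dCas9-Control library. Genomic DNA is argued against because 49.6% of silent genes still had no count in the MSR-dCas9-Activator 12 h library with the fewest of them, where an even density would leave 13.2%. Read-through is argued against as the whole cause, since 9.37% of silent genes at least 100000 bases from an expressed gene had a mean above 10. It may explain a part: 52.3% of silent genes past the 3' end of an expressed gene rose, against 39.1% on the 5' side (two-sided Fisher's exact test, p = 0.00485).

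Cells of liver, testis, erythroid, epidermis or B cell origin as the main source are argued against by lists of abundant marker genes, whose MSR-dCas9-Control medians were under 1. Such cells would place these markers among the highest of the genes silent in the MSR-dCas9-Control line. The highest of the 5 medians at 12 h was 4.58 normalised counts for B cell genes, and 5311 of 27492 silent genes stood above it. Silent genes had a median of 0.478, so 4 of these 5 lists lay above it, and a small share of such cells remains open. So do tissues whose lists began higher and tissues not listed. The other medians were 3.25 for liver (its highest gene Alb at 280, with 0 in the MSR-dCas9-Control line), 2.75 for testis, 2.65 for epidermis, 0.167 for erythroid, 2.96 for pancreas, 4.76 for lung and 6.42 for skeletal muscle genes. Brain genes had 90.1 against 5.80, but their highest gene, Mbp, fell from 1384 to 728. Only 64 silent genes stood above Alb, and 521 above Odf1, the highest of the testis list. The argument therefore rests on the list medians, and for liver Alb alone goes the other way. Cells of the MSR-dCas9-Control line had a mean above 10 at 12 h for 3 of 6 brain, 2 of 6 skeletal muscle, 2 of 6 epidermis, 1 of 6 pancreas, 1 of 6 erythroid and 1 of 6 lung genes and for none of the liver, testis and B cell genes, and no gene is in more than 1 list. A loosening of silencing that reaches many genes remains open as a hypothesis.

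Nearness to the pericentromeric repeats may be a further part. At 12 h 17.1% of 1284 silent genes within 10 Mb of the centromeric end had a mean above 10, against 12.4% of 24246 elsewhere, a higher share than on the rest of their chromosome on 17 of 20 chromosomes (two-sided exact sign test, p = 0.00258). It was also 17 at 24 h, 15 at 6 h (p = 0.0414) and 14 after induction and at 3 h (p = 0.115, two-sided exact sign test). Before induction such a mean was held by 0.156% of silent genes within 10 Mb and by 0.0577% elsewhere. The share was higher on 1 of the 9 chromosomes where it differed (p = 0.0391, two-sided exact sign test). With so few such genes this count cannot decide, since a lone one falls more often among the many genes elsewhere. Over the 1650 tested genes within 10 Mb the median log2 fold change at 12 h was 0.43, where lists matched on the MSR-dCas9-Control mean lay between 0.11 and 0.26. Most of the rise lies elsewhere, however, and the 790 of these genes with a mean above 100 fell, by a median of -0.083 at 12 h. They fell less than the rest of their chromosome on 18 of 20 chromosomes (two-sided exact sign test, p = 4.02e-04), which between 24 h and uninduced MSR-dCas9-Control cells was so on 15 of 20 (p = 0.0414, two-sided exact sign test), with a median difference of 0.02.

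Interferon-stimulated genes, which the paper does not report, had a median log2 fold change of 1.94 at 24 h, with 45 of 47 genes higher (camera, adjusted p = 6.51e-06, Benjamini-Hochberg, in a range from 1.66e-06 to 0.800 over 7 settings, the highest with the estimated correlation). Counts adjusted over the list alone were 42 higher and 1 lower, as over all genes. The replicate pairs gave 0.61, 2.83 and 1.87. Before induction the list already stood at 0.27, with 35 of 47 genes higher and pairs at 0, 0.45 and 0.55 (camera, adjusted p = 0.0132, Benjamini-Hochberg, in a range from 0.0132 to 0.821 over 6 settings), and in induced cells at 0.13. Less the difference before induction, the 24 h median was 1.28. At 12 h the median was 2.05, and 1.02 without replicate 2. A general rise of genes with low counts is argued against by lists matched on the MSR-dCas9-Control mean, whose medians lay between -0.08 and 0.74 while this list had 2.07 by edgeR, a value that is unchanged with the 7 genes at or under 3 counts set at their bound. An interferon response to repeat RNA may be part of the response. The RNA that would start it was not tested, and the difference before induction has no explanation here.

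Gm10800, whose transcript holds the guide sequence, rose by a log2 fold change of 10.66 in induced MSR-dCas9-Activator cells. The 13 genes with a match had a median of 9.88, or 9.33 with genes at or under 3 counts set at their bound, and the lowest was 6.89, while other genes had 0.10. Of 28529 genes without a match, 643 rose more than the lowest matched gene by fitted values. That gene, Gm10720, averaged 0.317 counts in induced MSR-dCas9-Control cells, so its fitted rise is not settled. The comparison therefore cannot tell whether a rise of the median size needs a match. Direct activation through guide RNA matches may explain a part of the rise of the 13 genes. Reads of the satellite itself that are counted on these genes are not separated from it, since counts have no position within a gene. In uninduced cells the median was already 2.42.

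GSAT_MM rose further after doxycycline was removed, to 2.59 times the induced mean at 12 h in the MSR-dCas9-Activator line, above the induced value in all 3 replicates (from 2.05 to 8.82 times; two-sided exact permutation test, p = 0.3). The fold was 1.94 at 24 h (p = 0.5, exact permutation test). SYNREP_MM stood at 3.58 times its induced mean at 12 h and 1.84 times at 24 h, where 1 replicate lay below its induced value. The edgeR change of GSAT_MM between induced and 24 h cells was 1.13 and did not pass; it was 1.44 with only the compared groups in the fit and 2.41 without induced MSR-dCas9-Activator replicate 3. A difference in capture shared by all libraries of a replicate number is argued against, since the highest induced MSR-dCas9-Control replicate was 1.06 times the lowest. Capture that differs in a lone MSR-dCas9-Activator library is argued against for replicate 3 over replicate 1. There GSAT_MM was 4.97, 5.48, 5.86 and 3.01 times as high at 3, 6, 12 and 24 h as well. Otherwise capture that differs in single MSR-dCas9-Activator libraries remains open. Strength of induction is argued against for replicate 3 over replicate 1, where GSAT_MM was 6.90 times as high and SYNREP_MM 0.952 times. A weaker induction may account for replicate 2 in induced cells: replicate 1 stood above it 1.60-fold for GSAT_MM and 1.62-fold for SYNREP_MM. The median size of the gene response was 1.75, 1.11 and 1.85 in replicates 1, 2 and 3. Barely counted genes took 0.571%, 0.299% and 0.821% of gene counts, but they include genes with a guide match, whose counts may hold satellite reads. After removal of doxycycline, GSAT_MM in replicate 1 was 0.399, 0.357 and 0.438 times that in replicate 2 at 3, 6 and 12 h. SYNREP_MM was 1.57, 1.97 and 2.24 times, so the satellites parted in this pair too. At 24 h the values were 1.20 and 6.01. No other explanation of the spread was tested.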

How the results depend on the processing

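In this part the counts of splits, all but those of the interactions and gene sets, and the mean size of the set medians were chosen after the result was seen. Alternatives were set before the data were examined, and none was added. Where a value changed, the cause was not tested, except that fewer limits let more genes pass by construction.

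Without the filters on low counts, the genes called were 179 before induction, 10449 after induction, 14891 at 3 h, 16154 at 6 h, 17925 at 12 h, 12044 at 24 h, 31 for induction in the MSR-dCas9-Control line, 5073 and 4019 for the interactions of induction and of 24 h, and 19677 for the additive model. With a mean normalised count limit of 10 they were 170, 7378, 9644, 10016, 10273, 6410, 34, 5127, 3968 and 7297. With no limit on the fold change they were 191, 8109, 9794, 10258, 10413, 8826, 53, 5601, 5713 and 11062. Scaling to mitochondrially encoded mRNAs gave 5726 at 3 h, 6771 at 6 h, 6971 at 12 h, 3293 for the interaction of induction and 4126 for the additive model. For induction in the MSR-dCas9-Control line DESeq2 gave 34 and a fit of only the compared groups 42.

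For repeat families, a log2 fold change limit of 1 gave 191 between the induced lines, 202 within the MSR-dCas9-Activator line, 140 for the interaction and 109 for 24 h against induced. No limit gave 796 for the last, and only the compared groups in the fit gave 180. For induction in the MSR-dCas9-Control line, only the compared groups and the replicate block gave 1 each; before induction, only the compared groups gave 3. GSAT_MM then stood at 1.21 before induction and 1.44 for 24 h against induced, past the threshold in both. With size factors from all 36 libraries the GSAT_MM counts of MSR-dCas9-Control cells were 1286 induced and 1384 uninduced.

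Clustering the genes called at any time point gave clusters of 1470 and 2786 genes, and 2 clusters gave 1535. With the correlation estimated for each set, 4 gene set calls passed in place of 71.

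Directions reversed with scaling to mitochondrially encoded mRNAs: mitosis to -0.28 in induced cells and -0.37 at 3 h, DNA replication to -0.27, -0.42 and -0.60 in induced cells, at 3 h and at 6 h, oxidative phosphorylation to -0.012, -0.19 and -0.18 in induced cells, at 12 h and at 24 h, ribosomal proteins to -0.019 and -0.12 in induced cells and at 12 h, and mitochondrially encoded mRNAs to -0.0070 in induced cells by construction. This scaling moves all genes of a time point by nearly the same amount (their median went from 0.10 to -0.26 in induced cells and from 0.15 to -0.55 at 12 h), so small positive medians change sign with it. Less the uninduced difference, ncRNA processing reversed to 0.094 in induced cells and mitosis to 0.12 at 6 h.

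Across the fits that each left out one library or replicate, repeat families ranged from 0 to 1 for induction in the MSR-dCas9-Control line, from 1 to 2 before induction, from 147 to 386 for the interaction and from 273 (without MSR-dCas9-Activator 24 h replicate 1) to 640 (without induced replicate 3) for 24 h against induced, where GSAT_MM ranged from 0.69 to 2.41 (without induced replicate 3). Genes ranged from 36 (without MSR-dCas9-Activator uninduced replicate 3) to 75 before induction, from 10 (without MSR-dCas9-Control induced replicate 1) to 16 for induction in the MSR-dCas9-Control line and from 1151 to 2568 (without MSR-dCas9-Activator 24 h replicate 2) for 24 h less uninduced. The interaction of L1Md_A ranged from -0.057 (without MSR-dCas9-Activator induced replicate 3) to 0.31, mitosis at 6 h from -0.15 to 0.18 (without replicate 2), DNA replication at 6 h from -0.017 (without replicate 1) to 0.30 and oxidative phosphorylation at 24 h from -0.052 (without replicate 1) to 0.27. Of the other results 60 changed across settings, 49 weaker and 11 stronger, 33 of them with the estimated correlation. The replicate block made 2 of them stronger, and GSAT_MM between the induced lines was 7.86 with it.

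Of the 10 splits of 6 libraries, each fitted with those libraries alone, 1 gave as many calls as the real one for every comparison of 3 against 3 libraries, except for repeat families with induction in the MSR-dCas9-Control line (5 splits) and before induction (4 splits). The share is never under 0.1 in this design. For the additive model 1 of 100 splits did, where the next gave 776 genes against 2358. For gene sets 24 of 50 splits gave as many calls, up to 79 against 71, so the number of calls alone says little. The mean size of the set medians was 0.488 against at most 0.369 in the others.

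Depth limits the barely counted genes most, since a gene at or under 3 counts in a group gives only a bound.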

Differences from the paper's values

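In this part only the values of Hprt under other normalisations were chosen after the result was seen. Hprt averaged 3985 normalised counts over the 12 libraries against the paper's about 1900 in Fig. 4d, read by eye. The paper scaled these libraries with other datasets, so the scales differ. Its Hprt line is also an average over all the datasets it merged, while the value here is from these libraries alone. The conversions that follow are therefore rough, and hold only if Hprt in these libraries stood at that average. On the paper's Hprt scale GSAT_MM would be 705 against the paper's 600 in uninduced MSR-dCas9-Control cells, 1650 in uninduced MSR-dCas9-Activator cells, for which the paper states more than 2000, and 216202 in induced ones, for which it states more than 220000. Both lie under these lower limits, by less than the SD of their replicates, and the second would be 224482 with DESeq2 size factors from all genes. In induced MSR-dCas9-Control cells it would be 659 against the paper's about 550 in Fig. 4d. Under the normalisations set for GSAT_MM before the data were examined Hprt lay between 3761 (size factors from all 36 libraries) and 3992 (DESeq2 size factors from all genes), and none closed the gap.

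The log2 fold change of SYNREP_MM between the induced lines was 8.09 against the paper's about 7.1 in Fig. 1e, read by eye. Under the alternatives set before the data were examined it lay between 8.06 and 8.17, and none closed the gap.

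The paper places ncRNA processing among the pathways that fall in its second cluster. Here the list had a median of -0.24 at 24 h, at percentile 87.4 among lists matched on the MSR-dCas9-Control mean but 0.98 among lists matched on transcript length, and cluster 2 held 5 of 87 of its genes in the clustering of genes called by the additive model and 5 in that of genes called at any time point. The paper also places mitosis and DNA repair there. Here cluster 2 held 4 of 58 and 6 of 51 of these genes (one-sided Fisher's exact test, adjusted p = 1 and 0.190), while in the clustering of genes called at any time point, set before the data were examined, its cluster of 1167 genes held 18 and 17.

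The paper places energy production among the pathways of its rising cluster. Here 0 of 77 genes of oxidative phosphorylation were in the clusters of genes called by the additive model, and in the clustering of genes called at any time point the rising cluster of 1470 held 1 and that of 1167 held 1. Their median was 0.33 in induced cells, or -0.012 with scaling to mitochondrially encoded mRNAs, under which the median of all genes was -0.26.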

Other observations

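In this part the test of transcript length for the rising lists was chosen after the result was seen, while the tests of p53 targets, 2-cell-like transcripts and chromosome numbers were written down first.

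The rise of oxidative phosphorylation and ribosomal protein genes in induced cells may follow transcript length: among lists matched on transcript length their medians stood at percentiles 80.7 and 85.9, within the range of such lists.

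The 37 p53 targets had a median of -0.15 at 24 h with 17 genes higher and 20 lower, so a p53 response cannot be told apart from none, since the members go both ways.

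The 18 transcripts of 2-cell-like cells had a median log2 fold change of 2.21 at 24 h with 18 of 18 higher. By edgeR the median was 2.50, or 2.41 with the 2 genes at or under 3 counts set at their bound. It stood at percentile 97 among lists matched on the MSR-dCas9-Control mean, whose medians lay between 0.79 and 2.55, so a general rise of genes with low counts may account for it.

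Of the 57 genes called between the lines before induction, 52 lie on chromosomes other than 2 and 18, whose medians departed from 0 by more than 0.1, which argues against different chromosome numbers as the whole cause. Chromosome 18 had a mean of -0.22 over the replicate pairs.

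Gm26917 was the gene with the highest count in induced MSR-dCas9-Activator libraries, with 4.77%, 7.81% and 12.4% of gene counts in replicates 1, 2 and 3, against 1.21%, 3.86% and 6.80% in induced MSR-dCas9-Control libraries. Olfactory receptor genes with a mean above 10 made up 10.7% of 1388 such barely counted genes in MSR-dCas9-Activator cells at 12 h, and vomeronasal receptor genes 9.80% of 551. Replication-dependent histone genes had a median log2 fold change of -1.03 at 24 h, with 59 of 60 lower. L1Md_A stood at 2.54 times the MSR-dCas9-Control mean at 12 h (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The ratio of GSAT_MM to Hprt counts in MSR-dCas9-Activator cells was 321 ± 248 (SD, n = 3) at 12 h and 311 ± 227 (SD, n = 3) at 24 h. Normalised Hprt counts stood at 0.895 and 0.639 times their induced mean at these time points, so the ratio also holds the lower Hprt.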
